# Neural stem cell-encoded temporal patterning delineates an early window of malignant susceptibility in *Drosophila*

**DOI:** 10.7554/eLife.13463

**Published:** 2016-06-14

**Authors:** Karine Narbonne-Reveau, Elodie Lanet, Caroline Dillard, Sophie Foppolo, Ching-Huan Chen, Hugues Parrinello, Stéphanie Rialle, Nicholas S Sokol, Cédric Maurange

**Keywords:** neuroblasts, neural stem cell, developmental origin of cancer, pediatric cancer, *D. melanogaster*

## Abstract

Pediatric neural tumors are often initiated during early development and can undergo very rapid transformation. However, the molecular basis of this early malignant susceptibility remains unknown. During *Drosophila* development, neural stem cells (NSCs) divide asymmetrically and generate intermediate progenitors that rapidly differentiate in neurons. Upon gene inactivation, these progeny can dedifferentiate and generate malignant tumors. Here, we find that intermediate progenitors are prone to malignancy only when born during an early window of development while expressing the transcription factor Chinmo, and the mRNA-binding proteins Imp/IGF2BP and Lin-28. These genes compose an oncogenic module that is coopted upon dedifferentiation of early-born intermediate progenitors to drive unlimited tumor growth. In late larvae, temporal transcription factor progression in NSCs silences the module, thereby limiting mitotic potential and terminating the window of malignant susceptibility. Thus, this study identifies the gene regulatory network that confers malignant potential to neural tumors with early developmental origins.

**DOI:** http://dx.doi.org/10.7554/eLife.13463.001

## eLife digest

Some aggressive brain tumors that affect children start to form before the child is even born. These tumors often develop much more rapidly than tumors found in adults, and require fewer genetic mutations to become dangerous and invasive. However, it is not known why this happens.

Fruit flies are often used as animal models for cancer studies. As the fly brain develops, cells called neural stem cells divide several times, each time producing one stem cell and another cell known as the intermediate progenitor. The intermediate progenitor can itself divide one more time before maturing to become a neuron. Different types of neurons form in different stages of brain development. This is due to the sequential production of proteins called transcription factors in neural stem cells. Each transcription factor is inherited by a different set of intermediate progenitors and alters the activity of certain genes to determine the type of neuron the cells become.

Some genetic mutations can prevent intermediate progenitors from maturing and cause them to revert to a stem-cell-like state, which allows them to rapidly divide and form tumors. Here, Narbonne-Reveau, Lanet, Dillard et al. use fruit flies to investigate why tumors that form early on in development progress so rapidly. The experiments uncover a ‘molecular clock’ in the neural stem cells that marks out a window of time in which they generate intermediate progenitors that are prone to becoming cancerous. This clock is represented by the sequential production of transcription factors that, in addition to determining neuronal identity, also turn off various growth-promoting genes in cells as brain development proceeds. These genes sustain normal cell division, but are silenced later on to prevent cells from dividing too many times.

If the maturation of intermediate progenitors is disrupted early on in brain development while the growth-promoting genes are still active, the molecular clock fails to switch off the growth-promoting genes. As a result, these cells acquire an unlimited ability to divide, which drives tumor growth. However, later in development when the growth-promoting genes have already been switched off, disrupting the maturation of intermediate progenitors does not lead to these cells becoming cancerous.

Therefore, Narbonne-Reveau, Lanet, Dillard et al.’s findings explain why intermediate progenitors that mature early on in brain development are more prone to becoming cancerous than those that mature later, and why they need fewer mutations to become invasive. Most of the genes involved in this process are also found in humans. Therefore, the same mechanism might govern how aggressive childhood brain tumors are, which is a question for future studies to address.

**DOI:** http://dx.doi.org/10.7554/eLife.13463.002

## Introduction

Many pediatric tumors are thought to initiate during prenatal stages and are able to rapidly progress towards malignancy, sometimes within a few months (Marshall et al., 2014). Yet, they contain very few genetic alterations (Huether et al., 2014; Parsons et al., 2011; Pugh et al., 2013; Vogelstein et al., 2013; Wu et al., 2014) suggesting that transformation in infancy is not driven by the gradual accumulation of genetic lesions over many years, as for most adult cancers. Instead, cells born during early development appear predisposed to malignant transformation. However, the developmental programs and gene networks that govern this early malignant susceptibility remain to be deciphered (Chen et al., 2015b).

*Drosophila* is a well-established animal model to investigate basic principles of tumorigenesis in the developing or ageing organism (Gonzalez, 2013; Siudeja et al., 2015). In particular, it has been used to demonstrate that single gene inactivation perturbing the asymmetric divisions of neural stem cells (NSCs), called neuroblasts (NBs) in *Drosophila*, during development can rapidly cause NB amplification and aggressive malignant tumors in transplantation assays (Caussinus and Gonzalez, 2005; Knoblich, 2010). However, the underlying mechanisms of transformation are still unknown (Caussinus and Gonzalez, 2005; Knoblich, 2010).

Normal NBs are active from embryogenesis to pupal stages and generate the neurons and glial cells that constitute the *Drosophila* central nervous system (CNS). Two main types of NBs have been identified. Upon asymmetric division, most NBs (type-I) self-renew while giving rise to an intermediate progenitor, called the ganglion mother cell (GMC), which usually divides once to generate two post-mitotic neurons or glia. In contrast, a small number of NBs (type-II) located in the central brain region of the CNS, generates intermediate neural progenitors (INPs) that can produce a few GMCs allowing for an amplification of post-mitotic progeny in the lineage (Homem and Knoblich, 2012) (Figure 1—figure supplement 1A). NBs undergo a limited number of divisions during development and invariably stop dividing before adulthood (Truman and Bate, 1988). For NBs located in the ventral nerve cord (VNC) of the CNS, this limited mitotic potential is governed by a NB-intrinsic clock that schedules their terminal differentiation during metamorphosis (Maurange et al., 2008). This timing mechanism is set in NBs by the sequential expression of a series of 'temporal' transcription factors that has the ability to endow each progeny with a different neuronal identity according to their birth order (Kohwi and Doe, 2013; Maurange, 2012). In addition, NBs in the VNC need to progress up to a late temporal factor in the series to become competent to respond to the hormonal cues promoting cell cycle exit and terminal differentiation during metamorphosis (Homem et al., 2014; Maurange et al., 2008). In VNC NBs, there are four known temporal transcription factors (Hunchback (Hb) -> Kruppel (Kr) -> Pdm -> Castor (Cas)) mainly expressed during embryogenesis (Baumgardt et al., 2009; Grosskortenhaus et al., 2005; Isshiki et al., 2001; Kambadur et al., 1998). Cas is re-expressed in early larval NBs presumably followed by other, yet unknown, temporal factors required to set up a late global transition of neuronal identity during larval development and to schedule NB termination during metamorphosis (Maurange et al., 2008). Progression throughout the sequence is governed by cross-regulatory transcriptional interactions between the temporal transcription factors, and can be blocked by continuous mis-expression of a temporal factor or by its inactivation (Figure 1—figure supplement 1B) (Isshiki et al., 2001). Transitions between temporal transcription factors can also be promoted by Seven-up (Svp), an orphan nuclear receptor orthologous to mammalian COUP-TF transcription factors. In particular, Svp is transiently expressed in embryonic NBs, to promote the early Hb->Kr transition, and in larval NBs to trigger a global temporal transition allowing NBs to switch from generating an early subpopulation of neurons expressing the BTB transcription factor Chinmo to a later sub-population expressing other markers (Benito-Sipos et al., 2011; Kanai et al., 2005; Maurange et al., 2008; Mettler et al., 2006). Inactivation of Svp during early larval stages blocks NBs in an early temporal identity. Consequently, late *svp^-/-^* NBs continuously generate Chinmo^+^ neurons, fail to undergo terminal differentiation during metamorphosis, and continue to divide in adults (Maurange et al., 2008). Multiple series of temporal transcription factors have been uncovered in the different regions of the CNS, and recent data suggests that this temporal patterning system is evolutionary conserved and operating in mammalian NSCs (Brand and Livesey, 2011; Konstantinides et al., 2015; Li et al., 2013; Mattar et al., 2015).

Remarkably, inactivation of genes involved in the differentiation of INPs or GMCs can cause their reversion to a NB-like progenitor that, unlike normal NBs, possesses an unrestrained mitotic potential causing malignant tumors. This highly penetrant phenotype has, for example, been observed in the case of mutations inactivating the transcription factor Prospero (Pros) in GMCs (Betschinger et al., 2006; Choksi et al., 2006), or inactivating the NHL translational repressor Brat, the transcription factor Earmuff/dFezf, or components of the SWI/SNF complex in INPs (Figure 1—figure supplement 1A) (Bello et al., 2006; Betschinger et al., 2006; Eroglu et al., 2014; Koe et al., 2014; Lee et al., 2006; Weng et al., 2010). More recently, it has been described that inactivation of the transcription factors Nerfin1/INSM1 or Lola in post-mitotic neurons is sufficient to induce their progressive dedifferentiation into GMC- and NB-like states, and to cause unlimited proliferation (Froldi et al., 2015; Southall et al., 2014) (Figure 1—figure supplement 1A). While the mechanisms by which these factors induce or maintain differentiation has been thoroughly investigated and explain the observed amplification of NB-like cells upon loss-of-function, the reasons why dedifferentiated NBs (dNBs) acquire an unlimited proliferation potential remain unknown.

Here, we test the hypothesis that the unlimited mitotic potential underlying the malignant properties of dNBs is caused by the deregulation of the temporal specification system. We find that neural tumors only undergo malignant transformation if dedifferentiation is induced during an early developmental window. This early malignant susceptibility of neural cells is governed by the temporal patterning system that regulates whether or not a pre-existing early oncogenic module, that controls NB mitotic activity during development, can be co-opted to trigger malignant growth. This work therefore uncovers how the temporal transcription factor series regulates NSC mitotic potential during development and governs the malignant susceptibility of neural cells according to their birth-order. Our study provides a model that may help understand the ontogeny of human tumors with early developmental origins.

## Results

### Malignant tumors are propagated by a subset of dNBs that resists differentiation during metamorphosis

In order to precisely track the growth of single tumors throughout developmental and adult stages, we used the *pox^n^-GAL4* driver to express GFP (*UAS-GFP*) and an RNAi construct against *pros (UAS-pros^RNAi^*) in a targeted subset of six VNC NBs from the beginning of larval development (Figure 1A,B and Figure 1—figure supplement 2). Consequently, many dNBs (Mira^+^) are generated at the expense of neurons (Elav^+^), forming six tumor-like structures of proliferating progenitors in late larval VNCs (Figure 1B and Figure 1—figure supplement 2). While wild-type (*wt*) NBs undergo terminal differentiation during metamorphosis and are absent in adults (Figure 1A), tumors of dNBs persist in adults and continue growing, forming in 6 day-old adults, large tumors that have fused and invaded the whole VNC (Figure 1B–D). At this stage, tracking of *pox^n^>pros^RNAi^* tumors generated in the VNCs shows that they invade adjacent tissues such as the central brain or halters (Figure 1C). Therefore, NB tumors induced by the loss of Pros during early larval stages and maintained in their natural environment resist differentiation cues operating during metamorphosis, and invariably acquire an unlimited growth potential as well as invasive properties. As such, we define them as malignant tumors.

**Figure 1.**
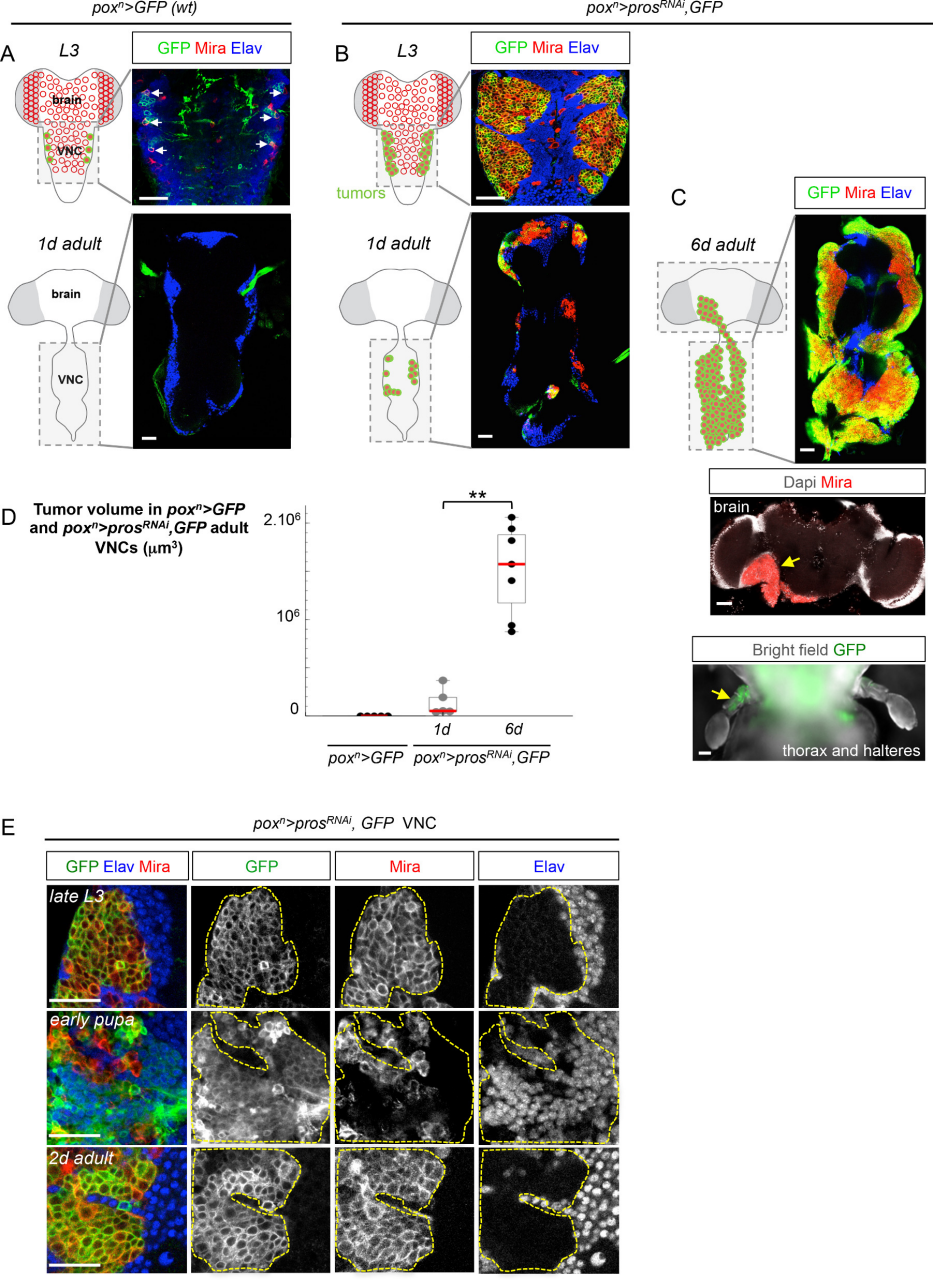
A subset of dNBs induced by Pros knock-down propagates malignant tumors in adults. The scale bar in all images represents 30 μm. NBs and dNBs are always labeled using an anti-Mira antibody. Neurons are labelled using anti-Elav. (**A**) Schematic drawing representing a ventral view of the late larval (*L3*) and adult *Drosophila* CNS. Ventral nerve cord (VNC). NBs are represented as red circles. The *pox^n^-GAL4* driver is active in six lateral NBs of the larval VNC (marked in green on the scheme). In *pox^n^-GAL4, UAS-GFP* larvae (*pox^n^>GFP*), GFP labels the six NBs (white arrows) and their recently generated progeny due to transient GAL4 and GFP perdurance. All NBs are absent in the adult VNC. (**B**) In *pox^n^-GAL4, UAS-pros^RNAi^, UAS-GFP, UAS-dcr2* larvae (*pox^n^>pros^RNAi^, GFP*), six tumors of dNBs are generated. dNBs are represented on the scheme as green circles filled in red. A subset of dNBs persist and form small tumors in 1 day-old adult VNCs. (**C**) In 6 day-old adults, *pox^n^>pros^RNAi^, GFP* tumors cover the whole VNC and invade adjacent tissues such as the brain, and halteres (**D**) Mean tumor volumes quantified in *wt pox^n^> GFP* adult VNCs and in *pox^n^>pros^RNAi^, GFP* 1 and 6 day-old adult VNCs. No tumor is observed in *wt* adults. 1 day-old *pox^n^>pros^RNAi^, GFP* VNCs (n= 5 VNCs, m = 1.4x10^5^, SEM = 6.3x10^4^) and 6 day-old *pox^n^>pros^RNAi^, GFP* VNCs (n = 7 VNCs, m = 1.5x10^6^, SEM = 1.8x10^5^). p-value is 2.5x10^-3^. (**E**) *pox^n^>pros^RNAi^, GFP* tumors are almost exclusively composed of dNBs in late L3, and devoid of neurons (Elav). At around 20 hr after pupa formation, a brief pulse of neuronal differentiation in *pox^n^>pros^RNAi^, GFP* tumors is seen. GFP briefly labels recently differentiated Elav^+^ neurons due to transient GAL4 perdurance. In adults, persisting dNBs reconstitute malignant tumors. **DOI:** http://dx.doi.org/10.7554/eLife.13463.003

**Figure 1—figure supplement 1.**
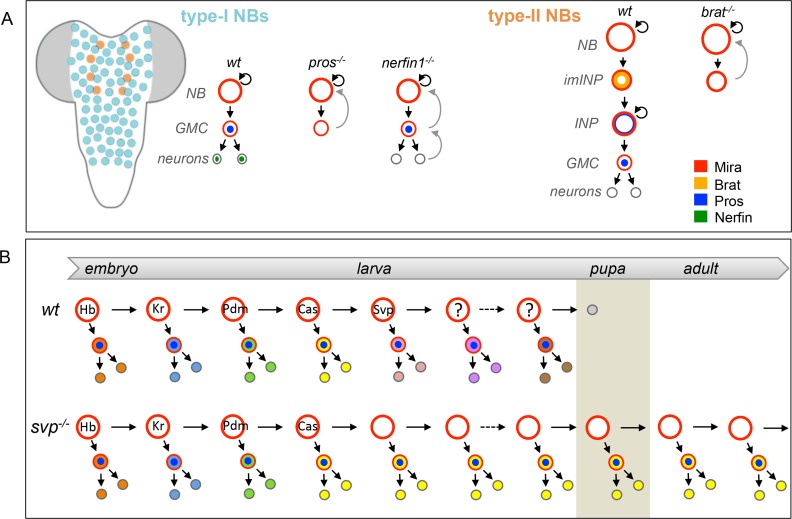
Progeny-to-NSC dedifferentiation and temporal progression in the developingcentral nervous system of *Drosophila.* (**A**) Type-I and Type-II NBs in the larval central nervous system. Type-I NBs (large red circle) divide asymmetrically to self-renew and generate GMCs (medium red circle with nuclear Pros), which divide once to generate two neurons (small gray circles with nuclear Nerfin) or glia. Type-II NBs divide asymmetrically to self-renew and generate immature Intermediate Neural Precursors (imINPs, expressing Brat). imINPs maturate into INPs and undergo several rounds of asymmetric divisions to self-renew and generate GMCs (expressing nuclear Pros^+^). Each GMC divides once, giving birth to two differentiating neurons or glial cells. (**B**) During embryonic and larval development, each VNC NB sequentially expresses a series of transcription factors (Hunchback (Hb), Kruppel (Kr), Pdm1/2 (Pdm), Castor (Cas) and Seven-up (Svp)) inherited by the GMC. The various GMCs subsequently generate different types of neurons (differently colored circles), which identity is determined by their birth-order. NBs that are mutant for temporal factors, such as *cas* or *svp,* fail to progress further in the series and continuously generate the same type of neurons. Such NBs fail to exit the cell cycle during pupal stages and continue dividing during adulthood. **DOI:** http://dx.doi.org/10.7554/eLife.13463.004

**Figure 1—figure supplement 2.**
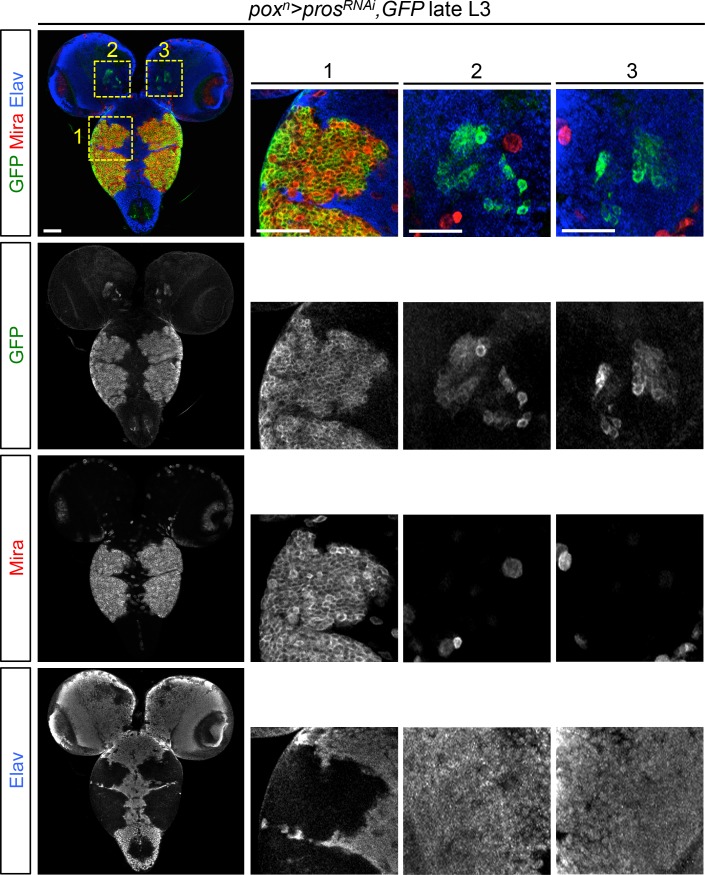
*pox^n^*>*pros^RNAi ^*larvae possess tumors in the VNC but not in the brain. *pox^n^-Gal4* expression (GFP staining) in the larval CNS is limited to six lateral NBs and their closed progeny in the VNC (1). Thus, removing *pros* by RNAi using *pox^n^-Gal4* leads to the formation of six tumors in the VNC. *pox^n^-GAL4* is not active in brain NBs, although being expressed in a small subset of neurons (2 and 3). Consequently, no tumors are generated in the brain. NBs are labeled with Mira in red, and the neurons are labeled with Elav in blue. **DOI:** http://dx.doi.org/10.7554/eLife.13463.005

**Figure 1—figure supplement 3.**
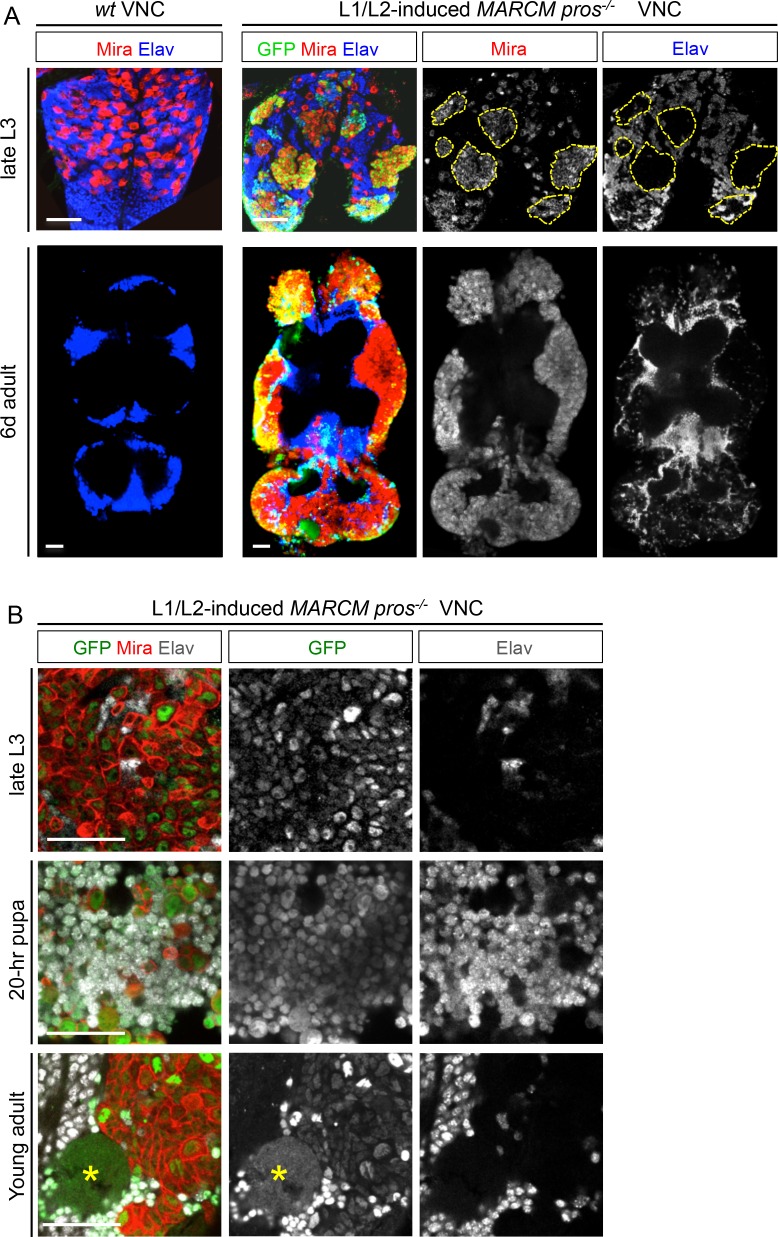
L1/L2-induced MARCM *pros^-/-^* clones generate malignant tumors in adult. (**A**) *wt* late L3 NBs express Mira and generate neurons labeled with anti-Elav. NBs are absent in adult VNCs. GFP^+ ^*pros^-/-^* MARCM clones induced during early larval (L1/L2) development generate dNBs that form tumors that persist in adults and cover the VNC. (**B**) In late L3, GFP^+ ^*pros^-/-^* MARCM clones induced during L1/L2 are almost exclusively composed of dNBs (Mira^+^) and are devoid of neurons (Elav^-^). At around 20 hr after pupa formation, a large number of dNBs differentiates into Elav^+^ neurons. In adults, persisting dNBs reconstitute malignant tumors. Yellow asterisk indicates axonal bundles induced by earlier neuronal differentiation of dNBs during metamorphosis. **DOI:** http://dx.doi.org/10.7554/eLife.13463.006

Tracking *pox^n^>pros^RNAi^* tumors throughout development revealed that a large number of dNBs undergo neuronal differentiation at around 20 hr after pupa formation (APF). At this time, a large population of GFP^+^ neurons (up to 79% of the tumor cell population ( ± 3%; n = 3416; 3 tumors)) could be transiently observed due to the transitory persistence of GFP from dNBs (Figure 1E). Similar figures of neural differentiation were not observed in tumors when examined during larval or adult stages. To ensure that this burst of differentiation was not inherent to the use of RNAi, nor specific to the *pox^n^* lineages, we used the MARCM technology (Lee and Luo, 1999) to generate random *pros^-/-^* clones during early larval development (L1/L2). While such clones lead to malignant tumor growth in adults (Figure 1—figure supplement 3A), a similar burst of differentiation was observed in most lineages at around 20 hr of metamorphosis (Figure 1—figure supplement 3B). Interestingly, this event coincides with the timing of *wt* NB terminal differentiation that occurs in response to the production of the steroid hormone (Homem et al., 2014; Maurange et al., 2008). Thus, most dNBs retain the competency to undergo differentiation like *wt* NBs during metamorphosis. In contrast, a subset of differentiation-resisting dNBs persists in adult to propagate malignant tumors.

### A subset of dNBs aberrantly maintains the early transcription factor Chinmo

Unlimited tumor growth could be propagated by a resetting of the temporal series in newly-born dNBs. However, of the four known temporal factors in VNC NBs (Hb -> Kr -> Pdm -> Cas) and Svp, only Cas was occasionally detected in tumors observed in late larvae and in adults (Figure 2—figure supplement 1). Nevertheless, removing ectopic Cas from *pros^RNAi^* tumors did not affect the ability to generate large tumors in adults (Figure 2—figure supplement 2). Therefore, the persistence of proliferating tumors in adults is neither caused by a reset nor by a stalling at an early stage of the temporal series in dNBs. We then concentrated on Chinmo, a transcription factor known to label a sub-population of early-born neurons in type-I lineages in larvae (Maurange et al., 2008; Zhu et al., 2006), (Figure 2A). We find that Chinmo is not only expressed in early-born neurons of type-I and type-II lineages (Figure 2—figure supplement 3) but also in early NBs from which they are generated. In the VNC, Chinmo is highly expressed in early larval NBs (L1 and L2) and their progeny, but its expression in NBs progressively decreases from early L3 and is switched off in most NBs and their subsequent progeny by midL3 (Figure 2A and Figure 2—figure supplement 4). Moreover, when the late L2 pulse of Svp in NBs was abrogated, by inducing *svp^-/-^* MARCM clones in L1, in order to block temporal patterning progression, we observed that NBs failed to silence Chinmo in L3 and adults (Figure 2B). Therefore, Chinmo is a marker of early temporal identity and its window of expression in NBs is terminated in early L3 by progression of the temporal transcription factor series (Figure 2H).

**Figure 2.**
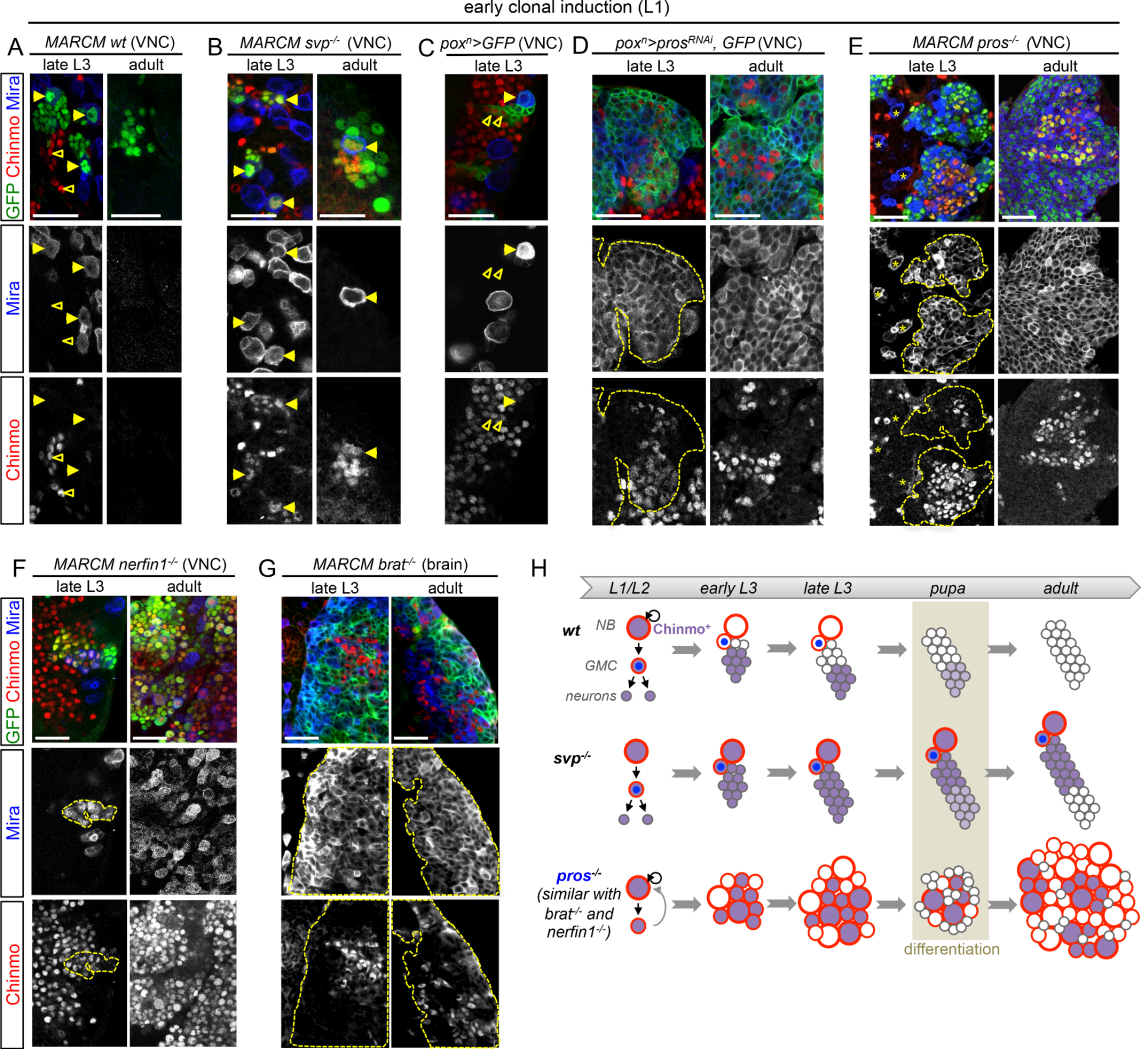
Chinmo is ectopically expressed in tumors induced by dedifferentiation. All clones are induced in L1 (24 hr after larval hatching) using MARCM and labeled with GFP. (**A**) NBs in *wt* clones (arrows) have silenced Chinmo at late L3 stages. Note that at this stage, Chinmo remains strongly expressed in early born neurons (empty arrowheads). In adults, NBs are absents in *wt* clones. Chinmo is not expressed anymore in early-born neurons in adults. (**B**) NBs (arrows) in *svp^-/-^* clones maintain Chinmo in late L3. Chinmo is also maintained in *svp^-/-^* NBs persisting in adults and their newly generated neurons (arrow). (**C**) *pox^n^* NBs in late L3 have silenced Chinmo (arrows) while Chinmo expression is observed in early-born neurons (empty arrowheads). (**D**) A subset of *pox^n^>pros^RNAi^* dNBs maintains Chinmo in late L3 and adults. (**E**) A subset of dNBs in VNC *pros^-/- ^*MARCM clones maintains Chinmo at late L3 stages. All surrounding *wt* NBs have silenced Chinmo (asterisks). Aberrant Chinmo expression is maintained in a subset of dNBs in adult *pros^-/-^* clones. (**F**) A subset of dNBs in *nerfin^-/-^* clones maintains Chinmo in late L3 and adult VNCs. (**G**) A subset of dNBs induced in *brat^-/-^* clones maintains Chinmo in late L3 and adult brains. (**H**) During early development (from L1 to mid-L3), Chinmo (purple) is expressed in NBs and early-born neurons. It is silenced in NBs during mid-larval stages by the progression of the temporal series. In *svp^-/-^* mutant NBs, Chinmo is maintained in NBs and their progeny up to adulthood. In *pros^-/-^, nerfin^-/-^*or *brat^-/-^* tumors, Chinmo escapes temporal regulation in a subpopulation of dNBs and remains expressed in tumors as development progresses. **DOI:** http://dx.doi.org/10.7554/eLife.13463.007

**Figure 2—figure supplement 1.**
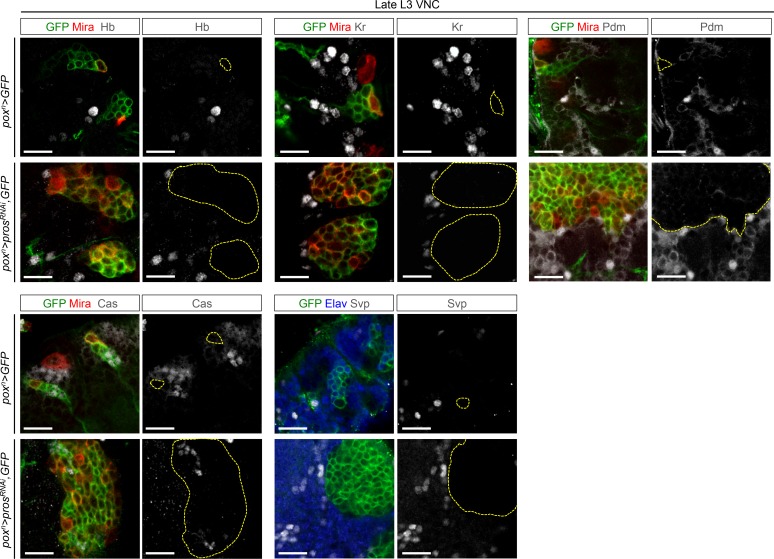
The temporal factors Hb, Kr and Pdm and the Svp nuclear receptor are not expressed in larval *pros^RNAi^*tumors. The embryonic temporal factors Hb, Kr and Pdm and the Svp receptor are not expressed in *pox^n^>GFP wt* NBs neither in *pox^n^>pros^RNAi ^*tumors during late larval stages. *wt* NBs never express Cas during late larval stages, whereas dNBs occasionally express Cas. *pox^n^-Gal4* is marked with GFP, NBs and dNBs are stained with Mira and delimited with dashed lines, and neurons are stained with Elav. **DOI:** http://dx.doi.org/10.7554/eLife.13463.008

**Figure 2—figure supplement 2.**
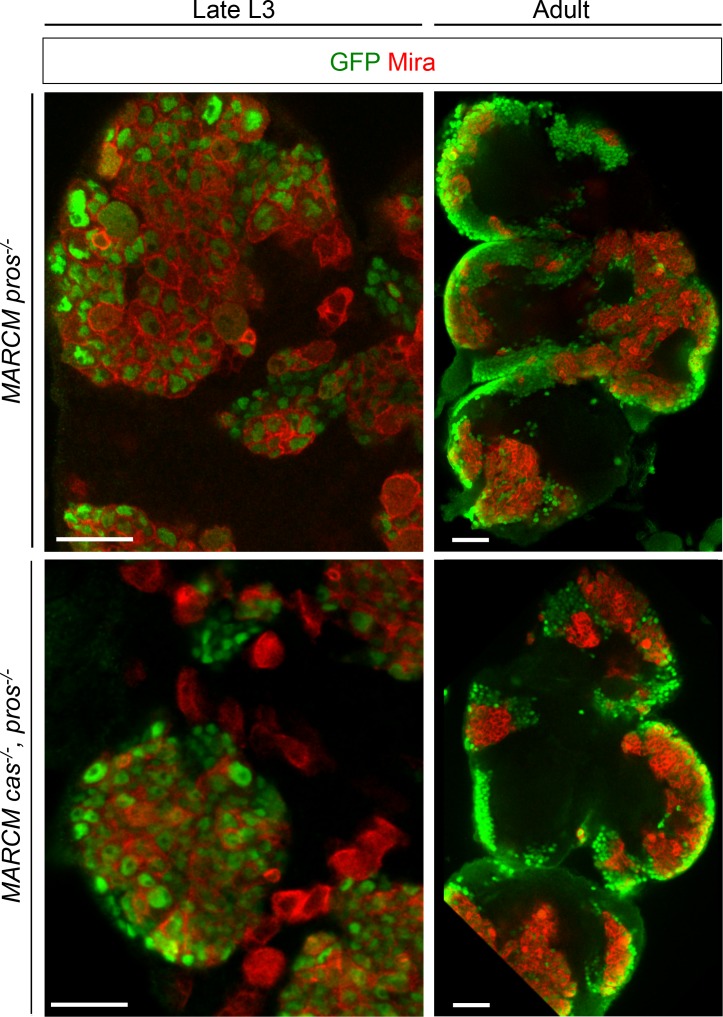
Ectopic expression of the temporal factor Cas in early-induced *pros^-/-^* tumors does not contribute to persistence in adult. *pros*^-/-^, *cas*^-/-^ MARCM clones were induced in late L2. At this stage, the endogenous pulse of Cas occurring in early L2 NBs has passed. Therefore, loss of Cas does not block temporal progression in the NB from which the tumor originate, and only Cas expression in dNBs is eliminated. *pros*^-/-^, *cas*^-/-^ MARCM clones are still able to generate large adult tumors, like *pros^-/-^* NB clones. Therefore, ectopic Castor in dNBs is not responsible for *pros^-/-^* tumor persistence and growth after metamorphosis. **DOI:** http://dx.doi.org/10.7554/eLife.13463.009

**Figure 2—figure supplement 3.**
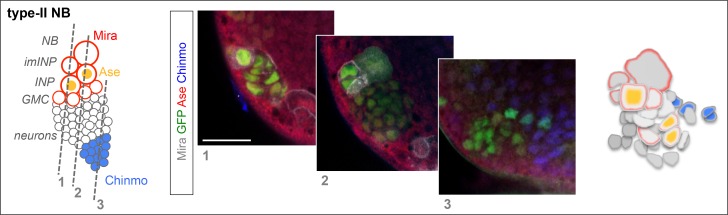
Chinmo is a marker of early-born neurons in type-II lineages. *wt* MARCM clone (GFP^+^) labeling a type-II lineage. Ase is exclusively expressed in the INP arising from Type-II NB. Images represent three sections through a type-II lineage. Deep early-born neurons express Chinmo. **DOI:** http://dx.doi.org/10.7554/eLife.13463.010

**Figure 2—figure supplement 4.**
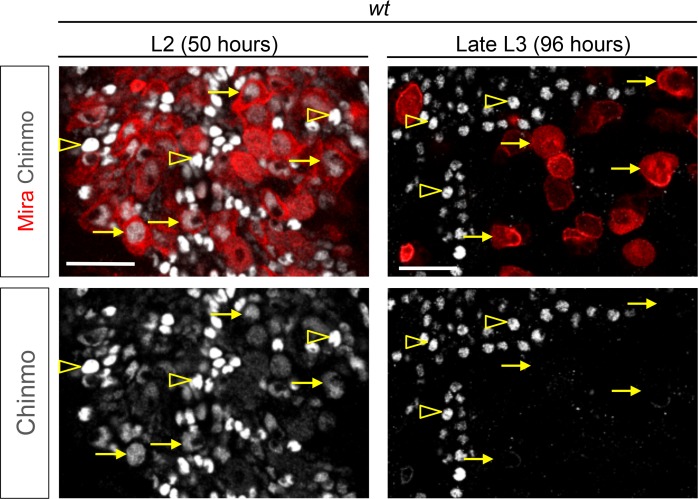
Chinmo is expressed in young but not old NBs. Chinmo is expressed in young post-embryonic NBs and their progeny from L1 to early L3 (arrows). Passed 60 hr after larval hatching (ALH) Chinmo is silenced in NBs and subsequently generated neurons (arrows). Note that Chinmo is kept expressed in early-born neurons (empty arrowheads) until early pupal stages. **DOI:** http://dx.doi.org/10.7554/eLife.13463.011

**Figure 2—figure supplement 5.**
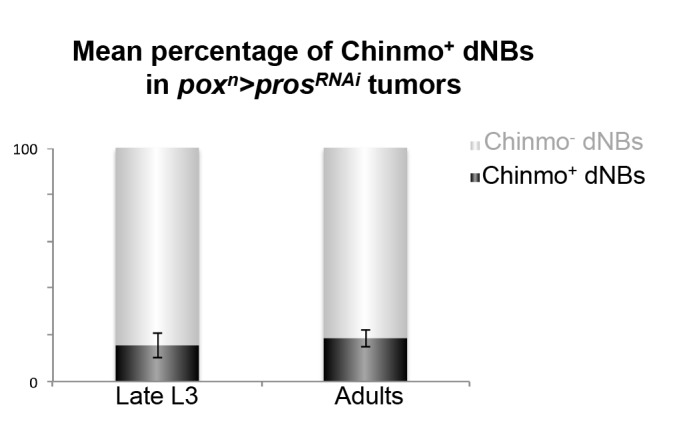
Percentage of Chinmo-expressing dNBs in tumors. Percentage of Chinmo^+^ dNBs in *pox^n^>pros^RNAi^* larval and 6-day old adult tumors. Late L3 (n = 6 VNCs, 2888 dNBs, m = 15.46, SEM = 2.13), 6 –day old adults (n=8 VNCs, 5308 dNBs, m = 18.47, SEM = 1.28). **DOI:** http://dx.doi.org/10.7554/eLife.13463.012

Interestingly, while Chinmo is silenced in *pox^n^* NBs in late L3 (Figure 2C), we observed that a minor subset of dNBs in *pox^n^>pros^RNAi^* tumors retained Chinmo expression (Figure 2D). Ectopic expression of Chinmo in about 20% of dNBs was also observed in tumors that persist in adults (Figure 2D and Figure 2—figure supplement 5). Moreover, aberrant expression of Chinmo in dNBs is not specific to the *pox^n^* lineage as it can be observed in L3 and adult *pros^-/-^* MARCM clones induced in L1 from random NBs (Figure 2E). Thus, in *pros^-/-^* tumors induced during early larval stages, *chinmo* in a subset of dNBs appears to escape regulation by the temporal series and fails to be silenced at the appropriate time (Figure 2H). Similar aberrant temporal expression of Chinmo was also observed in tumors originating from the dedifferentiation of immature neurons in *nerfin1^-/-^* MARCM clones (Figure 2F) and in tumors originating from the dedifferentiation of INPs in *brat^-/-^* MARCM clones from type-II NB lineages (Figure 2G). Thus, ectopic Chinmo expression appears to be a common feature of neural tumors induced during early larval stages by dedifferentiation (Figure 2H).

### Chinmo promotes resistance to differentiation and is necessary to sustain tumor growth

To test whether Chinmo’s aberrant expression in dNBs contributes to tumorigenesis, we co-expressed *chinmo^RNAi ^*and *pros^RNAi^* transgenes in random NB clones induced during early larval stages, or from different GAL4 drivers active in specific NB subsets. In all cases, despite efficient *chinmo* silencing (Figure 3—figure supplement 1A), the presence of supernumerary Mira^+^ cells found dividing in late L3 larvae demonstrated that Chinmo was dispensable for dedifferentiation and initial NB amplification upon loss of Pros (Figure 3A,B and Figure 3—figure supplement 1B,C). However, we find that *pros^RNAi^, chinmo^RNAi^*tumors are smaller than *pros^RNAi^* tumors in late L3 larvae (Figure 3A,B, Figure 3—figure supplement 1C,D), due to smaller and fewer dNBs that exhibited a decreased mitotic index (Figure 3D, Figure 3—figure supplement 1E–G). In contrast, forced expression of Chinmo (using *UAS-chinmo*) in a *pros^RNAi^* context enhanced the size of tumors in late L3 larvae, which contained larger dNBs (Figure 3—figure supplement 1D,E). These results show that Chinmo promotes cell growth and proliferation within tumors.

**Figure 3.**
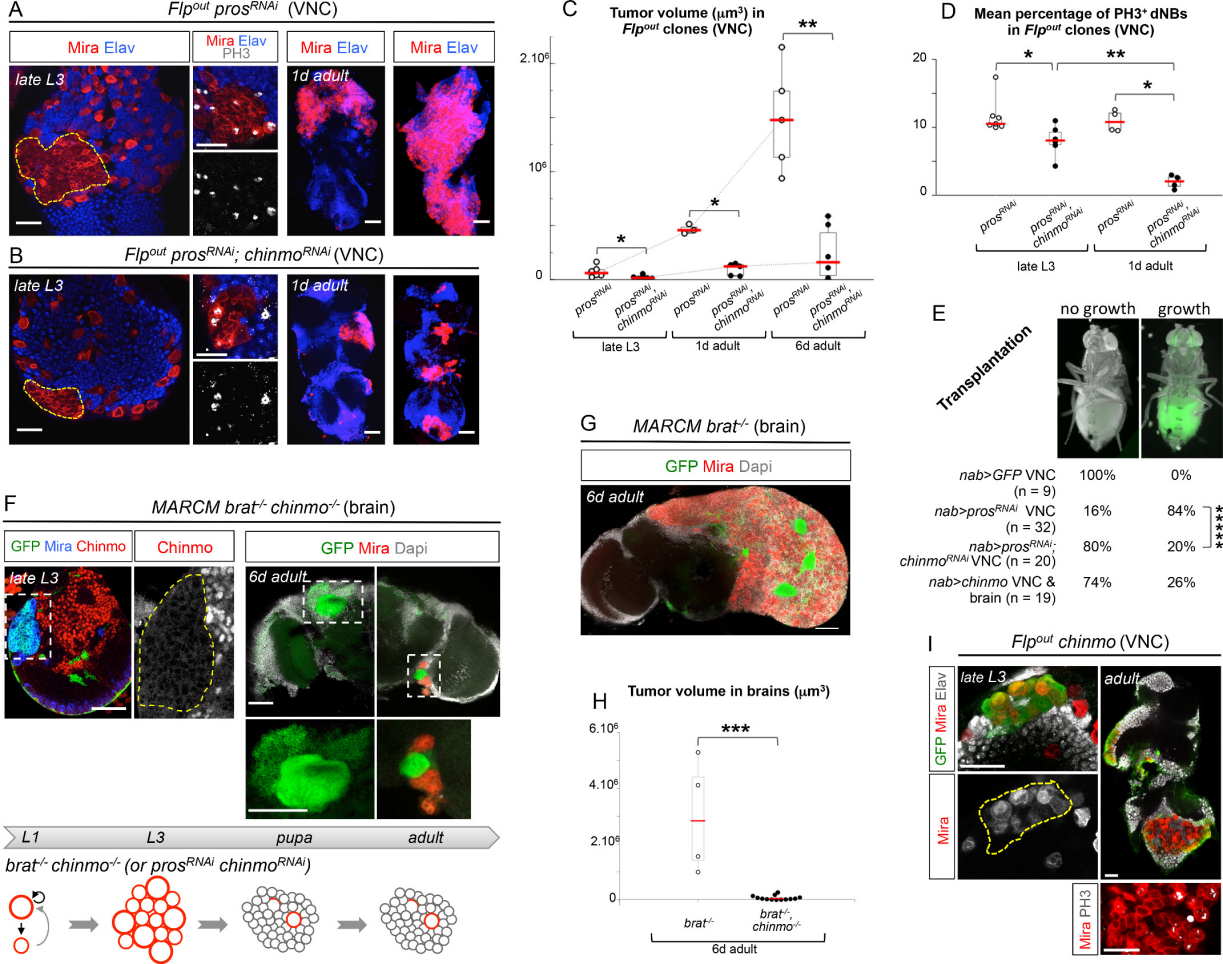
Chinmo sustains tumor growth beyond developmental stages. All clones were induced in L1/L2. (**A**) Expression of *pros^RNAi^* in Flp-out clones induces malignant tumors, covering the VNC in adults. (**B**) Expression of both *pros^RNAi^* and *chinmo^RNAi^* in Flp-out clones induces tumors that fail to grow further in the adult VNC. (**C**) Mean tumor volume in Flp-out *pros^RNAi^* and *pros^RNAi^;chinmo^RNAi^* clones induced during early larval stages quantified in the VNC of wandering L3 (*wL3*), 1 day-old and 6 day-old adults. wL3: *pros^RNAi^* (n = 6 VNCs, m = 7.4x10^4^, SEM=2.1x10^4^), *pros^RNAi^;chinmo^RNAi^* (n = 7 VNCs, m = 2.3x10^4^, SEM = 5.7x10^3^); 1 day-old adult: *pros^RNAi^* (n = 3 VNCs, m = 4.7x10^5^, SEM = 2.5x10^4^), *pros^RNAi^;chinmo^RNAi^* (n = 5 VNCs, m = 9.5x10^4^, SEM = 2.5x10^4^); 6 day-old adult: *pros^RNAi^* (n = 5 VNCs, m = 1.5x10^6^, SEM = 2.1x10^5^), *pros^RNAi^;chinmo^RNAi^* (n = 6 VNCs, m = 2.4x10^5^, SEM = 1.9x10^5^). p-values are respectively 2.2x10^-2^, 3.6x10^-2^ and 8.7x10^-3^. (**D**) Mean percentage of PH3^+^ dNBs in late L3 and 1 day-old adult Flp-out *pros^RNAi^* and *pros^RNAi^;chinmo^RNAi^* induced during early larval stages. Late L3: *pros^RNAi^* (n = 7 VNCs, m = 11.64, SEM=0.99), *pros^RNAi^;chinmo^RNAi^* (n = 6 VNCs, m = 8.06, SEM = 0.92); 1 day-old adult: *pros^RNAi^* (n = 4 VNCs, m = 10.92, SEM = 0.79), *pros^RNAi^;chinmo^RNAi^* (n = 4 VNCs, m = 1.97, SEM = 0.50). p-values are respectively 1.4x10^-2^ and 2.9x10^-2^; p-value between *pros^RNAi^;chinmo^RNAi^* wL3 and 1-day old adults is 9.5x10^-3^. (**E**) Tumorigenic growth after transplantation of VNCs is assessed by the presence of GFP in the abdomen of transplanted flies after 7 days (p*-value is 6.0x10^-6^)*. (**F**) MARCM *brat^-/-^, chinmo^-/-^* clones induced during early larval stages generate tumors (Mira) in late L3. However, most clones undergo complete neuronal differentiation during metamorphosis, as shown with an absence of dNBs and large ectopic axonal bundles in adult clones (inset). Occasional remaining dNBs are not able to reconstitute large tumors (inset). Below, *brat^-/-^, chinmo^-/-^* clones are represented schematically during development. (**G**) MARCM *brat^-/-^* clones induced during early larval stages rapidly leads to large malignant tumors in the adult brain. (**H**) Mean tumor volumes in MARCM *brat^-/-^* and *brat^-/-^, chinmo^-/-^* clones induced during early larval stages quantified in 6 day-old adult central brains. MARCM *brat^-/-^* clones (n = 4 brains, m = 3.0x10^6^, SEM = 1.0x10^6^) and MARCM *brat^-/-^, chinmo^-/-^* clones (n = 13 brains, m = 7.1x10^4^, SEM = 3.3x10^4^). p-value is 8.4x10^-4^. (**I**) Overexpression of *chinmo* in Flp-out clones induces NB amplification in larvae (yellow dotted line), giving rise to tumors composed of proliferating dNBs in adults. **DOI:** http://dx.doi.org/10.7554/eLife.13463.013

**Figure 3—figure supplement 1.**
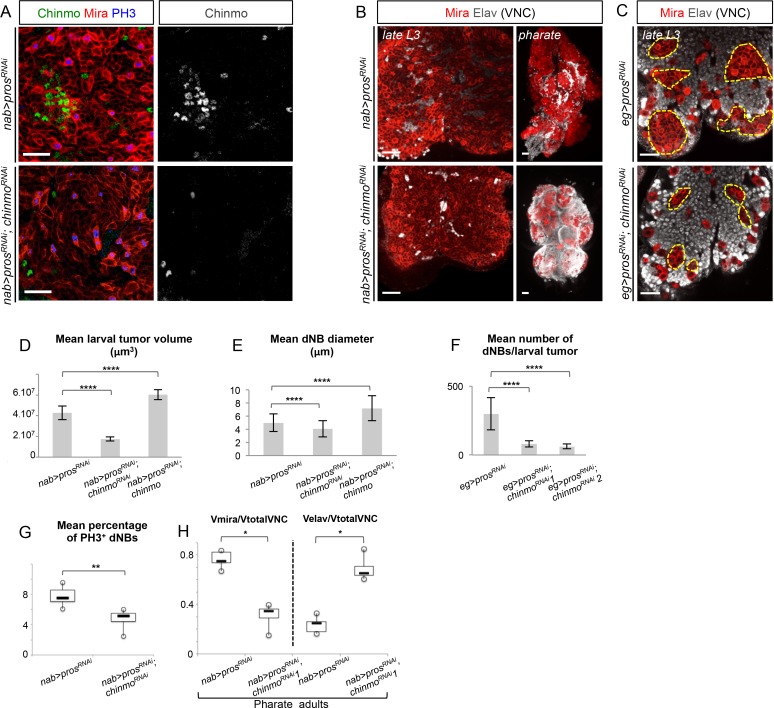
Chinmo knock-down leads to reduced tumor growth and increased differentiation. (**A**) *chinmo^RNAi^* expression in *pros^RNAi^* tumors using *nab-GAL4* efficiently knocks down Chinmo expression (remaining Chinmo^+^ cells are neurons in which *chinmo^RNAi ^*is not expressed). (**B**) When *pros^RNAi^* is expressed in all larval NBs using *nab-GAL4*, VNCs becomes very large in late L3 and are mainly composed of dNBs at the expense of neurons. In pharate adults, some dNBs have differentiated in neurons, but many dNBs continue proliferating giving rise to large and deformed VNCs. *nab>pros^RNAi^, chinmo^RNAi ^*also induces dNBs but VNCs are smaller. In pharate adults, many dNBs have differentiated into neurons, leading to tumor regression in VNCs. Pharate adult pictures are projections of several confocal sections. (**C**) *pros^RNAi^* and *pros^RNAi^, chinmo^RNAi ^*respectively expressed in a restricted subset of NBs using *eg-GAL4. eg>pros^RNAi^* induces larger NB amplification than *eg>pros^RNAi^, chinmo^RNAi ^*(dashed line) in late L3. (**D**) Mean larval tumor volume in *nab>pros^RNAi^* (n = 16 brains, m = 42753198, SEM = 3323616), *nab>pros^RNAi^;chinmo^RNAi^*(n = 12 brains, m = 17419207, SEM = 1127497) and *nab>pros^RNAi^;chinmo*(n = 21 brains, m = 60341998, SEM = 2099849), p-values are respectively 2.6x10^-7^ and 7.9x10^-5^. (**E**) dNB cell diameter is decreased when *chinmo* expression is knocked down (*pros^RNAi^; chinmo^RNAi^*), and is increased when Chinmo is overexpressed (*pros^RNAi^; chinmo). pros^RNAi^* (n = 4 VNCs, 424 dNBs, m = 5.00, SEM = 0.06), *pros^RNAi^; chinmo^RNAi^*(n = 4 VNCs, 550 dNBs, m = 4.08, SEM = 0.05), *pros^RNAi^; chinmo *(n = 4 VNCs, 319 dNBs, m = 7.22, SEM = 0.11). p-values are respectively 1.8x10^-29^ and 3.3x10^-54^. (**F**) The number of dNBs per larval tumor is reduced by Chinmo knockdown in *eg>pros^RNAi^. pros^RNAi^* (n = 14, m = 298.5, SEM = 31.3), *pros^RNAi^; chinmo^RNAi1^*(n = 12, m = 80.7, SEM = 6.5), *pros^RNAi^; chinmo^RNAi2^*(n = 26, m = 61.9, SEM = 3.3), p-values are respectively 1.7x10^-5^ and 2.6x10^-7^. (**G**) Mean percentage of PH3^+^ dNBs in late L3 *nab>pros^RNAi^* (n = 6 VNCs, m = 7.75, SEM = 0.53) and *nab>pros^RNAi^;chinmo^RNAi^*(n = 6 VNCs, m = 4.77, SEM = 0.52), p-value is 2.2x10^-3^. (**H**) In *nab>pros^RNAi^, chinmo^RNAi^*pharates the proportion of dNBs (Volume of Mira labeling/ Total volume of the VNC) is decreased compared to *nab>pros^RNAi^* pharates, while the proportion of neurons (Volume of Elav labeling/ Total volume of the VNC) is increased. Vmira/Vtotal for *pros^RNAi^* (n = 5 VNCs, m = 0.764, SEM = 0.030), Vmira/Vtotal for *pros^RNAi^; chinmo^RNAi^*(n = 4 VNCs, m = 0.310, SEM = 0.055), p-value=1.6x10^-2^. Velav/Vtotal for *pros^RNAi^* (n = 5 VNCs, m = 0.236, SEM = 0.030), Velav/Vtotal for *pros^RNAi^; chinmo^RNAi^*(n = 4 VNCs, m = 0.690, SEM = 0.055), p-value=1.6x10^-2^. **DOI:** http://dx.doi.org/10.7554/eLife.13463.014

**Figure 3—figure supplement 2.**
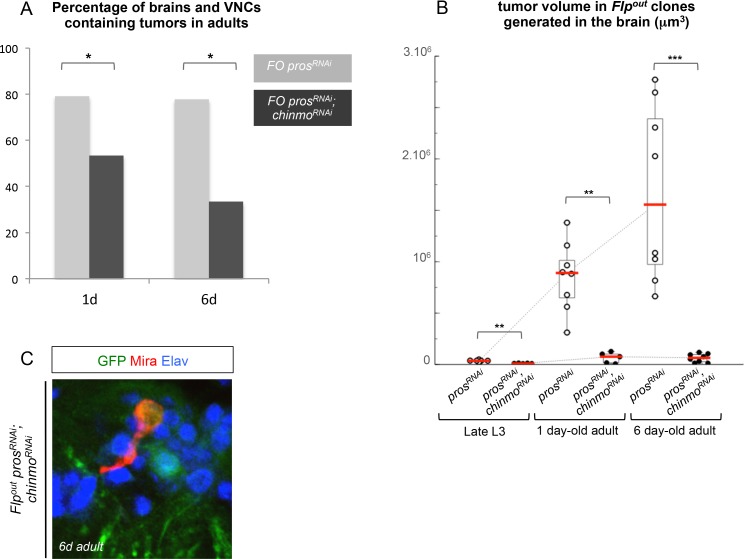
*pros^RNAi ^chinmo^RNAi ^*tumors fail to become malignant in adults. (**A**) Adults with *pros^RNAi^* Flp-out (FO) clones induced in L1/L2 more frequently contain tumors than adults with *pros^RNAi^; chinmo^RNAi^* clones. In the brain of 1 day-old adults, 79% of animals with *pros^RNAi^* clones (n = 24 VNCs and brains) and 53% of animals with *pros^RNAi^; chinmo^RNAi^* clones (n = 17 VNCs and brains) contain tumors, p*-*value is 0.048. In the brain of 6 day-old adults, 78% of animals with *pros^RNAi^* clones and 33% of animals with *pros^RNAi^; chinmo^RNAi^* clones contain tumors (n = 18). In the VNC of 6 day-old adults, 80% of animals with *pros^RNAi^* clones (n=18 VNCs and brains) and 25% of animals with *pros^RNAi^; chinmo^RNAi^* clones (n = 18 VNCs and brains) contain tumors. p-value is 0.018. Results are provided by at least 2 independent experiments. (**B**) Mean tumor volume in Flp-out *pros^RNAi^* and *pros^RNAi^;chinmo^RNAi^* induced in L1/L2 and quantified in the brain of late larvae, 1 day-old and 6 day-old adults. Late larval brain *pros^RNAi^* (n = 7 brains, m = 3.3x10^4^, SEM = 4.2x10^3^), *pros^RNAi^;chinmo^RNAi^* (n = 5 brains, m = 1.0x10^4^, SEM = 1.2x10^3^); 1 day-old adult brain *pros^RNAi^* (n = 8 brains, m = 8.5x10^5^, SEM = 3.0x10^5^), *pros^RNAi^;chinmo^RNAi^* (n = 5 brains, m = 6.5x10^4^, SEM = 2.4x10^4^); 6 day-old adult brain *pros^RNAi^* (n = 8 brains, m = 1.7x10^6^, SEM = 3.0x10^5^), *pros^RNAi^;chinmo^RNAi^* (n = 8 brains, m = 6.3x10^4^, SEM = 1.4x10^4^), p-values are respectively 2.5x10^-3^, 1.6x10^-3^ and 1.6x10^-4^. (**C**) In 6 day-old adult Flp-out *pros^RNAi^;chinmo^RNAi^* clones, remaining dNBs sometimes appear quiescent (characterized by cytoplasmic extensions). **DOI:** http://dx.doi.org/10.7554/eLife.13463.015

**Figure 3—figure supplement 3.**
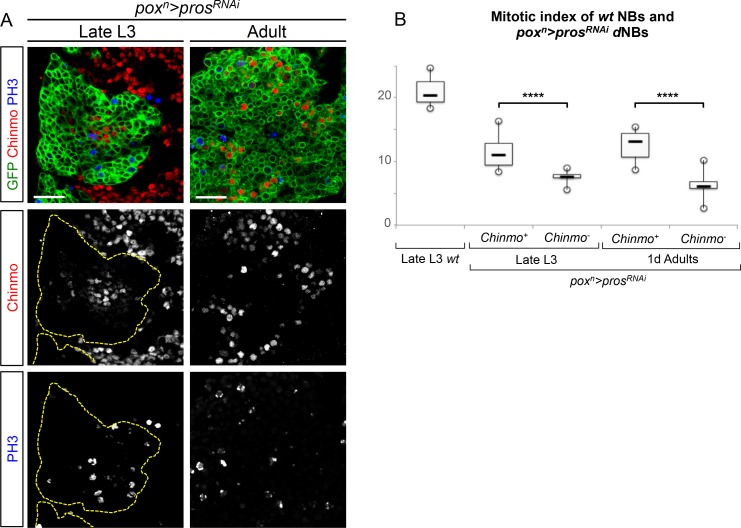
Chinmo^+^ dNBs exhibit a higher mitotic index than Chinmo^-^ dNBs within *pros^RNAi ^*tumors. (**A**) Dividing Chinmo^+^ and Chinmo^-^ (red) dNBs marked with anti-PH3 (blue) in late L3 and adults *pox^n^>pros^RNAi^* tumors. (**B**) Quantification of the mitotic index of *wt* NBs and *pox^n^>pros^RNAi^* dNBs in late L3 and adults. Chinmo^+^ dNBs possess a higher mitotic index than Chinmo^-^ dNBs both in larval and adult tumors. Late L3 *wt* (n = 3 VNCs, 464 NBs, m = 21.11, SEM = 0.15), late L3 *pox^n^>pros^RNAi^* Chinmo^+^ cells (n = 11 VNCs, 812 dNBs, m = 11.47, SEM = 0.09), late L3 *pox^n^>pros^RNAi^* Chinmo- cells (n = 11 VNCs, 4997 dNBs, m = 7.63, SEM = 0.01), adult *pox^n^>pros^RNAi^* Chinmo^+^ cells (n = 12 VNCs, 303 dNBs, m = 12.48, SEM = 0.14), adult *pox^n^>pros^RNAi^* Chinmo^-^ cells (n = 12 VNCs, 1673 dNBs, m = 6.42, SEM = 0.05), p-values are respectively 1.1x10^-5^ and 8.0x10^-5^. **DOI:** http://dx.doi.org/10.7554/eLife.13463.016

Importantly, a higher proportion of dNBs is converted to neurons in *pros^RNAi^, chinmo^RNAi^*tumors compared to *pros^RNAi^* tumors during metamorphosis (Figure 3—figure supplement 1B,H). Consistently, adult persistence of tumors originating from *pros^RNAi^, chinmo^RNAi^*clones induced in L1/L2 is reduced by about 30% compared to *pros^RNAi^* clones (Figure 3—figure supplement 2A). This indicates that Chinmo confers resistance to the differentiation cues operating during metamorphosis. Additionally, persisting *pros^RNAi^; chinmo^RNAi^* tumors are smaller and fail to grow further, or completely differentiate, in 6 day-old adults, while *pros^RNAi^* control clones rapidly invade the CNS (Figure 3A–C and Figure 3—figure supplement 2B). Failure to grow is, at least, partly due to a low mitotic activity within *pros^RNAi^; chinmo^RNAi^* adult tumors, as already observed in larval tumors. Moreover, the mitotic rate in *pros^RNAi^; chinmo^RNAi^* tumors decreases from larval to adult stages, while remaining stable in *pros^RNAi^*tumors (Figure 3D), in 6 day-old adults, *pros^RNAi^; chinmo^RNAi^* dNBs sometimes show cytoplasmic extensions characteristic of quiescence (Chell and Brand, 2010; Truman and Bate, 1988) (Figure 3—figure supplement 2C). Together, these experiments suggest that dNBs in *pros^RNAi^; chinmo^RNAi^* tumors progressively exhaust their proliferation potential. The decreased growth potential of *pros^RNAi^; chinmo^RNAi^* tumors was confirmed with the conventional transplantation assay (Rossi and Gonzalez, 2015) with only 16% (n=20) of VNCs developing large tumors in the abdomen of transplanted animals after 7 days, compared to 84% (n=32) with *pros^RNAi^* VNCs (Figure 3E). We also assessed the mitotic index of the Chinmo^+^ and Chinmo^-^ dNBs present within the same *pros^RNAi^* tumor. We found that it was significantly higher for the subpopulation of Chinmo^+^ dNBs than for Chinmo^-^ dNBs suggesting that two types of progenitors with different mitotic potential co-exist in tumors (Figure 3—figure supplement 3).

We then tested whether Chinmo was also essential for the growth of *brat^-/-^* tumors. Like *brat^-/-^* MARCM clones (Figure 2G), *brat^-/-^ chinmo^-/-^* MARCM clones induced in L1 led to large clones with amplified NBs in late L3 (Figure 3F). However, while *brat^-/-^* MARCM clones led to large tumors partly covering the adult brain in 6 day-old adults (Figure 3G), *brat^-/-^ chinmo^-/-^* MARCM clones differentiated during metamorphosis and occasional remaining dNBs were unable to reconstitute large tumors in adults (Figure 3F,H). Thus, these results collectively indicate that ectopic Chinmo in a subset of dNBs boosts cell growth, counteracts neuronal differentiation during pupal stages, and is required for sustained proliferation once development is terminated.

To further investigate Chinmo’s ability to promote cell growth and proliferation on its own, we over-expressed it in *wt* NBs clones from early larval stages. Although Chinmo does not induce proliferation when expressed in post-mitotic neurons (Zhu et al., 2006), we found that clonal overexpression of *UAS-chinmo* in *wt* NBs and GMCs from early L1 is sufficient to induce NB amplification in 60% of NB clones (6 VNCs, 37 clones) and the formation of tumors that resist differentiation during metamorphosis and continue proliferating in adults (Figure 3I). Because adult flies containing *UAS-chinmo* clones rapidly die, we could not test the long-term growth potential of *UAS-chinmo* NB tumors. To circumvent this problem, we transplanted larval VNCs over-expressing Chinmo in all NBs (*nab>chinmo*). We found that 26% of transplanted flies grow large tumors in the abdomen after **7** days (Figure 3E) showing that Chinmo over-expression in NBs and their GMCs is sufficient to induce sustained tumorigenic growth. Together, these data demonstrate that aberrant Chinmo expression in a subset of dNBs is oncogenic and drives sustained tumor growth beyond developmental stages.

### Chinmo boosts protein biosynthesis and expression of the mRNA-binding proteins Imp and Lin-28

To explore Chinmo’s mode of action, we compared, by RNA-seq, the transcription profiles of late larval VNCs in which all NBs express the *pros^RNAi^* construct *(nab>pros^RNAi^)* with *pros^RNAi^* VNCs in which Chinmo was either knocked down or over-expressed (respectively *nab>pros^RNAi^, chinmo^RNAi ^*and *nab>pros^RNAi^, chinmo*) (Figure 4A). 

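VNCs of late larvae were collected as biological triplicates for each of the 3 conditions, with 57 to 79 brains per replicate for *nab>pros RNAi*, 58 to 78 for *nab>pros RNAi, chinmo RNAi* and 51 to 82 for *nab>pros RNAi, chinmo*. Crosses were kept for 7 days at 18°C and then for 3 days at 29°C. Poly-A RNA was made into stranded libraries and sequenced as single reads, which the authors aligned to the dm3 assembly and counted on the annotated genes. The stage is given as wandering L3 in the sample labels and as late L3 in the methods. The authors deposited 1 table of DESeq-normalized counts, in which the reads of 15340 genes in 9 libraries are divided by a size factor for each library. All values (100%) came out as whole multiples of the value of 1 read, so the reads on genes could be recovered. They numbered 35575053 to 43415151 per library for *nab>pros RNAi* (median 40749978), 30677075 to 39335800 for *nab>pros RNAi, chinmo RNAi* (median 38458076) and 34712815 to 40518948 for *nab>pros RNAi, chinmo* (median 35276601).

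Normalized counts were compared on the log2 scale after adding a pseudocount of 1, which understates the fold change of genes with few reads. Each pair of conditions was fitted separately with limma in its 6 libraries. Genes whose values summed to less than 15 in these libraries were left out, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were taken as differentially expressed. Expression of *chinmo* (Entrez gene 33343) was 5427, 6330 and 4518 normalized counts in the *nab>pros RNAi, chinmo RNAi* replicates A, B and C. It was 8190, 8533 and 8819 in *nab>pros RNAi* and 71836, 89792 and 81295 in *nab>pros RNAi, chinmo*. The log2 fold change was 0.66 for *nab>pros RNAi* over *nab>pros RNAi, chinmo RNAi* (standard error 0.13, adjusted p = 0.00824, limma with Benjamini-Hochberg adjustment). It was 3.24 for *nab>pros RNAi, chinmo* over *nab>pros RNAi* (standard error 0.09, adjusted p = 1.73e-05, limma with Benjamini-Hochberg adjustment). The counts do not separate transcripts of the *UAS-chinmo* transgene from those of the endogenous gene. They also pool all cells of the VNC. By staining, the paper reports an efficient loss of Chinmo protein with *nab-GAL4*, with Chinmo left in neurons that lack RNAi expression. The RNA values therefore do not measure the knockdown within dNBs. The RNAi target *pros* (Entrez gene 41363) was at 36312 ± 5549 normalized counts (SD, n = 3) in *nab>pros RNAi, chinmo RNAi*, 17754 ± 2091 (SD, n = 3) in *nab>pros RNAi* and 9647 ± 1073 (SD, n = 3) in *nab>pros RNAi, chinmo*, although the same *pros RNAi* construct was present in all 3 conditions.

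The first principal component of the log2 values carried 58.9% of the variance and placed *nab>pros RNAi* between the other conditions. The second carried 14.2%, with *nab>pros RNAi, chinmo* replicate A and *nab>pros RNAi* replicate C at its positive end. Libraries of the same condition differed by more than the sampling noise, with a chi-square per degree of freedom of 26.5 to 275 over genes. Among the *nab>pros RNAi, chinmo RNAi* libraries, the log2 difference of a library from the other 2 followed transcript length, with Spearman correlations across genes of 0.542, 0.672 and -0.807 for replicates A, B and C. It was -0.19, -0.37 and 0.54 in the quintile with the shortest transcripts and 0.14, 0.27 and -0.41 in the quintile with the longest. In the libraries of the other conditions, the same correlation lay between -0.0664 and 0.073. The most abundant RNA of several libraries, CR43283, took 0.691% to 1.10% of the reads in *nab>pros RNAi, chinmo RNAi*, 1.57% to 1.69% in *nab>pros RNAi* and 3.40% to 4.47% in *nab>pros RNAi, chinmo*.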

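In *nab>pros RNAi* VNCs, 1617 of 11470 tested genes were higher than in *nab>pros RNAi, chinmo RNAi* VNCs, and in *nab>pros RNAi, chinmo* VNCs 1077 of 11057 tested genes were higher than in *nab>pros RNAi* VNCs (limma, Benjamini-Hochberg adjusted p-value under 0.05). Of the 10887 genes tested in both comparisons, 283 passed the threshold upwards in each. If the comparisons were independent, 156.5 genes would be expected. Because both comparisons use the same *nab>pros RNAi* libraries, the overlap was also simulated with 20 sets in which the changes of the second comparison were shuffled over genes of like expression. The simulated sets held a median of 76 such genes and 89 at most. The *nab>pros RNAi* libraries are the upper side of one comparison and the lower side of the other. Sharing them thus lowers the overlap in the same direction, with a median correlation of the changes of -0.53 in sets without any change. The shuffled sets also gave no change to genes not called, so they are no baseline for the 283. The number of genes raised in both comparisons depended on the test and on the libraries. With DESeq2 on the recovered reads it rose to 592 genes. Without *nab>pros RNAi* replicate A, B or C, which enter both comparisons, it dropped to 94, 62 and 138. Without a library of the other conditions it was 160 to 362. Of the genes listed as positive targets in Figure 4—source data 1, 170 (79.4%) were among the 283 genes, and all 214 had the same direction in both comparisons here.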

Two hundred and fourteen genes were both up-regulated in the *nab>pros^RNAi^, chinmo* condition and down-regulated in the *nab>pros^RNAi^, chinmo^RNAi^* condition when compared to the *nab>pros^RNAi^* control (p-value < 0.05). They were considered as putative targets positively regulated by Chinmo. On the other hand, 388 genes were both downregulated in the *nab>pros^RNAi^, chinmo* condition and up-regulated in the *nab>pros^RNAi^, chinmo^RNAi^* condition compared to the *nab>pros^RNAi^* control (p-value<0,05) (Figure 4—source data 1). They were considered as putative targets negatively regulated by the presence of Chinmo. 

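In the opposite direction, 2048 genes were lower in *nab>pros RNAi* than in *nab>pros RNAi, chinmo RNAi* and 913 were lower in *nab>pros RNAi, chinmo* than in *nab>pros RNAi* (limma, Benjamini-Hochberg adjusted p-value under 0.05). Both criteria were met by 469 genes, against 166.3 expected for independent comparisons. The simulated sets that share the control libraries held a median of 92.5 and at most 114 genes of this kind. For the reasons given above, they are no baseline for the 469. Genes lowered in both comparisons numbered 164, 96 and 182 without *nab>pros RNAi* replicate A, B or C. They numbered 261 to 534 without a library of the other conditions, and 772 with DESeq2. The paper's list of 388 negative targets is held in full. It shared 324 genes (83.5%) with the 469, and each of its genes was lower with more Chinmo in both comparisons. The paper's table of *nab>pros RNAi, chinmo* against *nab>pros RNAi* is also held in full, and 801 of its 885 up-regulated genes (90.5%) and 635 of its 765 down-regulated genes (83.0%) were called here. Its table of *nab>pros RNAi* against *nab>pros RNAi, chinmo RNAi* is held for 1998 of the 2468 genes listed as differing, and that of *nab>pros RNAi, chinmo* against *nab>pros RNAi, chinmo RNAi* for 60 of the 3671 genes listed as differing, so no overlap was computed with these tables.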

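GO and KEGG annotations were not used here, and the neuronal genes were examined through a pair of fixed lists. The list for synapse and neurotransmission holds 50 genes of the table and the list for axon guidance and cell adhesion holds 72. Synaptic genes had a median log2 fold change of -0.74 for *nab>pros RNAi* over *nab>pros RNAi, chinmo RNAi*, with 34 of 50 genes past the threshold downwards (36 when adjusted over the list alone). For *nab>pros RNAi, chinmo* over *nab>pros RNAi*, the median was -0.81, but only 9 synaptic genes passed the threshold downwards (22 when adjusted over the list alone) and 2 passed it upwards. For axon guidance genes, the medians were -0.86 and -0.81, with 50 and 31 of 72 genes past the threshold downwards (56 and 57 when adjusted over the list alone) and 1 upwards in the second comparison. The mean score of each list was lower in all 3 libraries of the condition with more Chinmo than in all 3 libraries of the condition with less.

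Camera with a preset inter-gene correlation of 0.01 gave Benjamini-Hochberg adjusted p-values of 7.87e-08 and 2.46e-05 for synaptic genes and of 1.65e-12 and 1.35e-12 for axon guidance genes. With fry, the axon guidance genes stayed past the threshold (adjusted p = 0.0284 in both comparisons, Benjamini-Hochberg) and the synaptic genes did not (adjusted p = 0.0695 and 0.162). With an estimated correlation, no list passed (lowest adjusted p = 0.697). Other divisions of the same 6 libraries gave camera results past the threshold for up to 10 and 12 lists, against 10 and 8 for the real conditions. Among the 469 genes lowered in both comparisons, there were 26 of the 72 axon guidance genes (odds ratio 13.2, Fisher's exact test, two-sided, p = 6.87e-18, adjusted p = 2.47e-16 over 36 tests). Synaptic genes numbered 9 of 50 (odds ratio 4.95, Fisher's exact test, p = 0.000245, adjusted p = 0.00176). The paper's negative targets come from the same libraries and had been read before the lists were written. They include 31 axon guidance genes and 12 synaptic genes, so these odds ratios are no independent evidence of enrichment. Without *nab>pros RNAi* replicate B the odds ratio of synaptic genes dropped to 2.26 (Fisher's exact test, p = 0.364). The neuronal marker *elav* (Entrez gene 31000) was at 13136 ± 1956 normalized counts (SD, n = 3) in *nab>pros RNAi, chinmo RNAi*, 7807 ± 626 (SD, n = 3) in *nab>pros RNAi* and 4446 ± 222 (SD, n = 3) in *nab>pros RNAi, chinmo*. Its log2 fold change was -0.74 in the first step and -0.81 in the second (standard errors 0.14 and 0.07, adjusted p = 0.00589 and 0.00157, limma with Benjamini-Hochberg adjustment).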

Gene ontology (GO) and KEGG pathway analyses indicate that negative targets are highly enriched in genes involved in neuronal differentiation consistent with the ability of Chinmo to prevent dNB differentiation during metamorphosis (Figure 4B and Figure 4—figure supplement 1). In contrast, positive targets are enriched in genes involved in ribosome biogenesis, RNA and DNA metabolism, DNA replication and cell-cycle progression (Figure 4B and Figure 4—figure supplement 1). These data support a role for Chinmo in promoting dNB growth and mitotic activity that is consistent with our genetic and proliferation assays (Figure 3).

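Genes for RNA polymerase I and ribosome assembly (34 genes) and for DNA replication (39 genes) were examined as fixed lists. The median log2 fold change of the ribosome assembly genes was 0.54 for *nab>pros RNAi* over *nab>pros RNAi, chinmo RNAi*, with 26 genes past the threshold upwards (27 when adjusted over the list alone). It was 0.28 for *nab>pros RNAi, chinmo* over *nab>pros RNAi*, with 14 genes past the threshold upwards (24 when adjusted over the list alone). For DNA replication genes, the medians were 0.59 and 0.23, with 34 and 15 genes past the threshold upwards (37 and 18 when adjusted over the list alone). No gene of either list passed it downwards in these comparisons. By camera, adjusted p-values were 3.7e-10 and 1.02e-07 for ribosome assembly and 2.95e-13 and 1.87e-05 for DNA replication (Benjamini-Hochberg). With fry, the first of each pair stayed past the threshold (adjusted p = 0.0134 and 0.0113, Benjamini-Hochberg) and the second did not (adjusted p = 0.0744 and 0.0879).

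Among the 283 genes raised in both comparisons, there were 12 ribosome assembly genes (odds ratio 21.3, Fisher's exact test, two-sided, p = 2.49e-11, adjusted p = 2.98e-10), including the RNA polymerase I subunits *RpI1* and *RpI135*. DNA replication genes numbered 14 (odds ratio 22.0, Fisher's exact test, p = 3.94e-13, adjusted p = 7.08e-12), including *Mcm6*, *Mcm10*, *Orc1* and *Cdc6*. When eBayes was run without a trend, the odds ratio of the DNA replication genes was 4.53 (Fisher's exact test, p = 0.0788). Of 37 genes for mitosis and the cell cycle, only *CycB* was raised in both comparisons (odds ratio 1.04, Fisher's exact test, p = 0.623, adjusted p = 1), whereas DESeq2 on the recovered reads gave an odds ratio of 4.88 (Fisher's exact test, p = 0.000667). Of the paper's positive targets, 19 fell in the ribosome assembly list, 11 in the DNA replication list and 1 in the mitosis list. These lists were written after the paper's targets had been read, and those targets come from the same libraries. The odds ratios are therefore no independent evidence of enrichment.

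Of the 89 cytosolic ribosomal protein genes tested in both comparisons, 0 were raised in both, and 0 at an unadjusted p under 0.05. Their medians were 0.15 and 0.07. The first depended on single libraries, with -0.05 when *nab>pros RNAi, chinmo RNAi* replicate B was left out and 0.38 when *nab>pros RNAi, chinmo RNAi* replicate C was left out, and the second became -0.01 with scaling to the same total and with quantile normalization. This replicate C held these genes 0.78 above the other 2 replicates on the log2 scale, and replicate B held them 0.56 below the other 2.

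**Figure D1:**
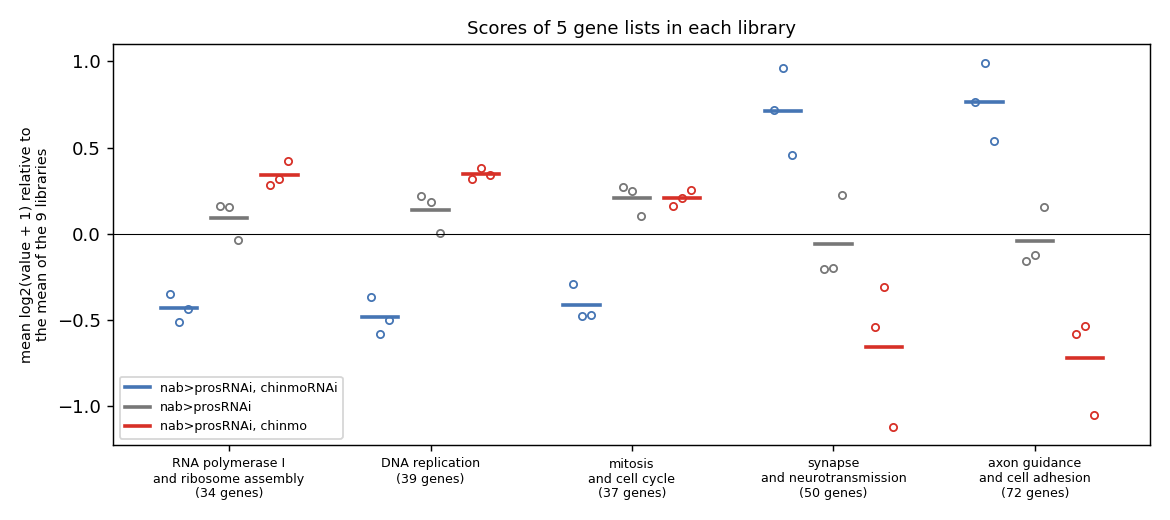
Scores of 5 gene lists in each library. The y axis is the mean over the genes of a list of log2(value + 1) relative to the mean of the 9 libraries, circles are the 3 libraries of each condition and lines are their means, and the mitosis and cell cycle list has means of 0.21 in both *nab>pros RNAi* and *nab>pros RNAi, chinmo*.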

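The 37 genes for mitosis and the cell cycle rose by a median log2 fold change of 0.71 from *nab>pros RNAi, chinmo RNAi* to *nab>pros RNAi*, with 26 genes past the threshold upwards (32 when adjusted over the list alone) and a camera adjusted p of 1.65e-12 (Benjamini-Hochberg; 0.00949 with fry). From *nab>pros RNAi* to *nab>pros RNAi, chinmo*, the median was -0.01, with 3 genes past the threshold in each direction and a camera adjusted p of 0.681 (Benjamini-Hochberg). The sign of this median changed with the scaling, with 0.04 after quantile normalization and 0.0060 after median-of-ratios rescaling within the 6 libraries. *CycB* (Entrez gene 37618) was at 7750 ± 1089, 12103 ± 1344 and 16028 ± 317 normalized counts (SD, n = 3 each) in *nab>pros RNAi, chinmo RNAi*, *nab>pros RNAi* and *nab>pros RNAi, chinmo*. *polo* (Entrez gene 40232) was at 10321 ± 1111, 17324 ± 1187 and 19600 ± 1232 (SD, n = 3 each) in the same order. *CycE* (Entrez gene 34924) was at 7907 ± 895, 13677 ± 1366 and 8996 ± 1497 (SD, n = 3 each). Between the extremes of Chinmo level, *nab>pros RNAi, chinmo* over *nab>pros RNAi, chinmo RNAi*, the median log2 fold change was 0.64 for mitosis genes (28 of 37 past the threshold upwards), 0.76 for DNA replication genes (38 of 39) and 0.83 for ribosome assembly genes (30 of 34). Camera gave Benjamini-Hochberg adjusted p-values of 3.25e-09, 1.89e-13 and 1.24e-11, and fry gave 0.0077, 0.00416 and 0.00416. From the enrichment of positive targets in genes for ribosome biogenesis, RNA and DNA metabolism, DNA replication and cell-cycle progression, and with its genetic and proliferation assays (Figure 3), the paper proposes a role for Chinmo in promoting dNB growth and mitotic activity.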

**Figure 4.**
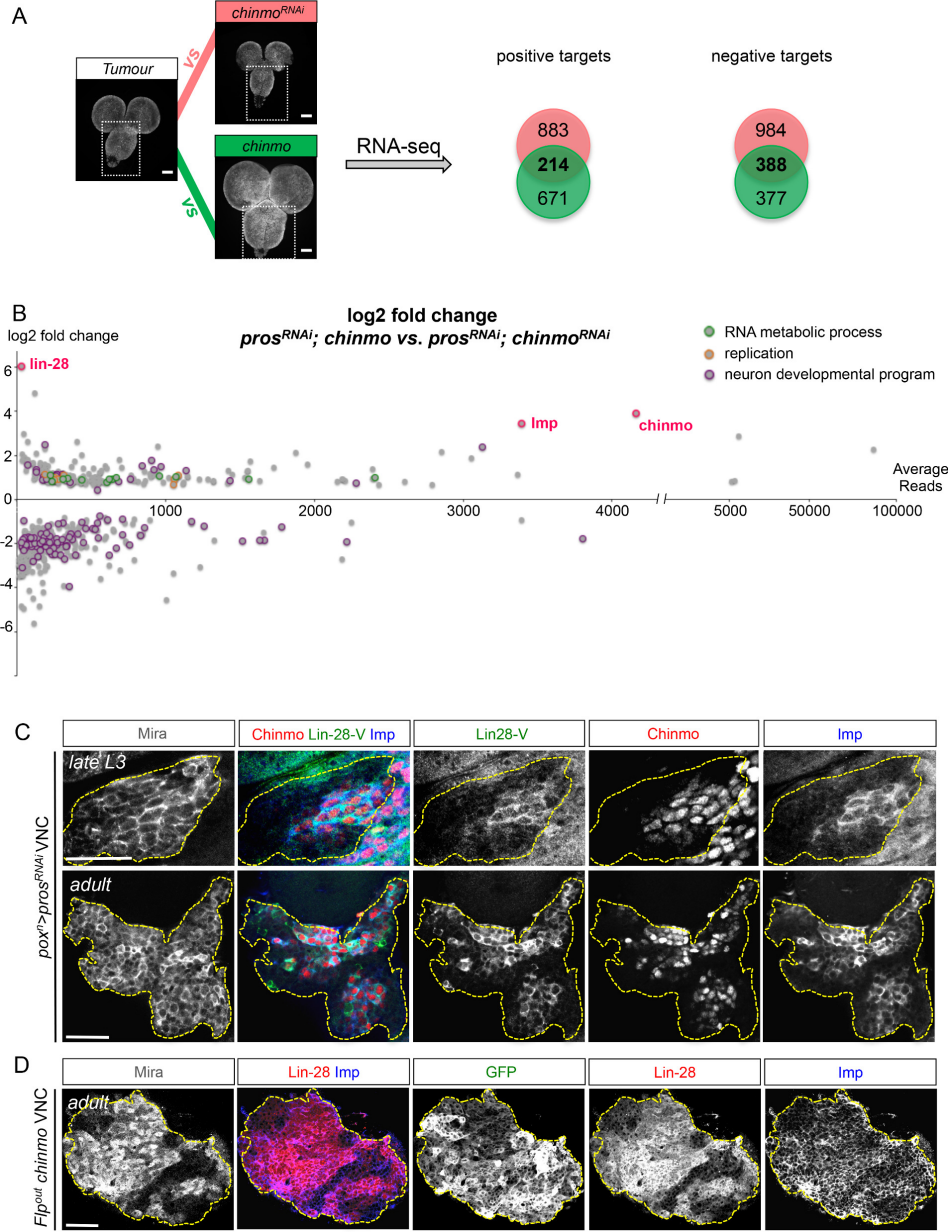
Chinmo promotes Imp and Lin-28 expression. (**A**) *pros^RNAi^* is expressed in all larval NBs using *nab-*GAL4. RNA-seq indicated 214 genes to be commonly up-regulated, and 388 genes were found to be commonly downregulated, when comparing *nab>pros^RNAi^ vs. nab>pros^RNAi^, chinmo^RNAi^* and *nab>pros^RNAi^, chinmo vs. nab>pros^RNAi^* (adj p-value < 0.05). (**B**) Graphical representation of the log2 fold change as a function of the base mean expression of Chinmo targets, comparing *nab>pros^RNAi^, chinmo* to *nab>pros^RNAi^, chinmo^RNAi^*. lin-28, Imp and chinmo are highlighted in red. (**C**) Lin-28, Imp (cytoplasmic) and Chinmo (nuclear) are co-expressed in the same subset of dNBs in *pox^n^>pros^RNAi^* larval and adult tumors (delineated with the yellow dashed lines). (**D**) Clonal mis-expression of Chinmo in GFP^+^ Flp-out clones induced in L1, delimited by yellow dashed lines, induces Imp and Lin-28 co-expression in dNBs. **DOI:** http://dx.doi.org/10.7554/eLife.13463.017 10.7554/eLife.13463.018Figure 4—source data 1.Differentially expressed genes and enriched GO terms and KEGG pathways between *pros^RNAi^* tumors expressing various levels of Chinmo.(**A**) Differentially expressed genes between *nab>pros^RNAi^* and *nab>pros^RNAi^, chinmo^RNAi^* late larval VNCs (*p-*value > 0,05). (**B**) Differentially expressed genes between *nab>pros^RNAi^, chinmo* and *nab>pros^RNAi^* late larval VNCs (*p-*value > 0,05). (**C**) List of genes that are commonly up- and down-regulated when comparing *nab>pros^RNAi^ vs*. *nab>pros^RNAi^, chinmo^RNAi^* VNCs and *nab>pros^RNAi^, chinmo* and *nab>pros^RNAi^* VNCs. (**D**) Differentially expressed genes between *nab>pros^RNAi^, chinmo* and *nab>pros^RNAi^, chinmo^RNAi^* late larval VNCs (*p-*value > 0,05). (**E**) Enriched KEGG pathways for commonly up-regulated genes (see C). (**F**) Enriched GO for up-regaled and down-regulated genes.**DOI:** http://dx.doi.org/10.7554/eLife.13463.018

**Figure 4—figure supplement 1.**
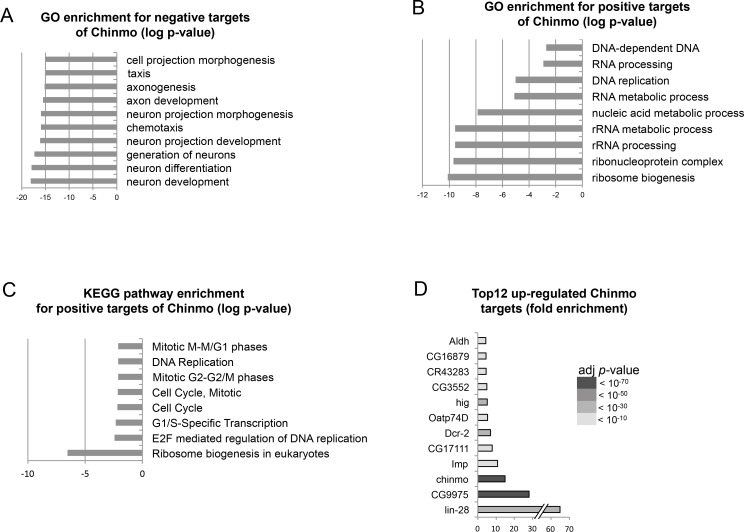
Transcriptional analysis summary. (**A**) GO enrichment for down-regulated genes (negative Chinmo targets). (**B**) GO pathway enrichment for up-regulated genes (positive Chinmo targets). (**C**) KEGG pathway enrichment for up-regulated genes (positive Chinmo targets). (**D**) Top 12 up-regulated Chinmo targets when comparing *pox^n^>pros^RNAi^, chinmo* with *pox^n^>pros^RNAi^, chinmo^RNAi^.* See Figure 4—source data 1 for lists of differentially expressed genes. **DOI:** http://dx.doi.org/10.7554/eLife.13463.019

**Figure 4—figure supplement 2.**
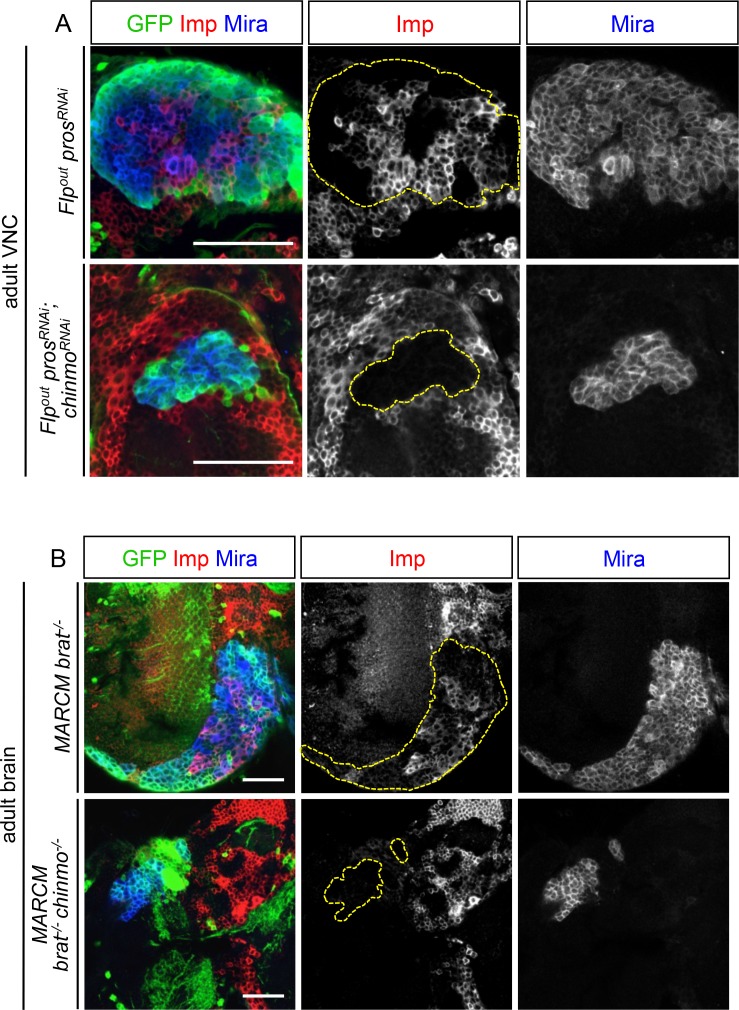
Chinmo is necessary for Imp expression in tumors. (A,B) Imp is expressed in *pros^RNAi^* and *brat^-/-^*tumors induced in L1/L2. Imp is absent from *pros^RNAi^ chinmo^RNAi^* and *brat^-/-^chinmo^-/-^* tumors. **DOI:** http://dx.doi.org/10.7554/eLife.13463.020

Among the 214 positive targets of Chinmo uncovered by RNA-seq, several genes are important regulators of malignancy in mammals such as *lin-28* (Molenaar et al., 2012), *IGF-II mRNA-binding protein (Imp)* (Lederer et al., 2014),*musashi (msi*) (Wang et al., 2010), *Aldehyde dehydrogenase (Aldh)* (Ginestier et al., 2007), and *snail (sna)* (Barrallo-Gimeno and Nieto, 2005) (Figure 4—figure supplement 1, Figure 4—source data 1). Among them, the most highly up-regulated genes, when comparing the *nab>pros^RNAi^, chinmo* vs. *nab>pros^RNAi^, chinmo^RNAi^* conditions, are two mRNA-binding proteins Lin-28 (64 fold) and Imp (10 fold) (Figure 4B, Figure 4—figure supplement 1, Figure 4—source data 1). 

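*Aldh* (Entrez gene 34256) rose from 7199 ± 186 normalized counts in *nab>pros RNAi, chinmo RNAi* to 12206 ± 1887 in *nab>pros RNAi* and 31706 ± 5242 in *nab>pros RNAi, chinmo* (SD, n = 3 each). Its log2 fold changes were 0.75 and 1.38 (standard errors 0.13 and 0.15, adjusted p = 0.0043 and 0.00299, limma with Benjamini-Hochberg adjustment). *sna* (Entrez gene 34908) was at 587 ± 39.3, 973 ± 193 and 3295 ± 345 normalized counts (SD, n = 3 each) in the same conditions. Its log2 fold changes were 0.71 and 1.77 (standard errors 0.16 and 0.15, adjusted p = 0.0139 and 0.00142, limma with Benjamini-Hochberg adjustment). The first change of *sna* was no longer past the threshold without *nab>pros RNAi* replicate A (0.57, adjusted p = 0.0561, limma with Benjamini-Hochberg adjustment) or without replicate B (0.70, adjusted p = 0.0602, limma with Benjamini-Hochberg adjustment). *msi* (Entrez gene 43087) changed the least. It was at 16397 ± 2845 normalized counts in *nab>pros RNAi, chinmo RNAi*, 23771 ± 2304 in *nab>pros RNAi* and 29436 ± 2129 in *nab>pros RNAi, chinmo* (SD, n = 3 each). Its first step passed the threshold (log2 fold change 0.55, standard error 0.15, adjusted p = 0.0293, limma with Benjamini-Hochberg adjustment), but not in 4 of 20 other settings. The highest adjusted p was that without *nab>pros RNAi* replicate A (0.117, limma with Benjamini-Hochberg adjustment). Its second step did not pass (0.31, standard error 0.09, adjusted p = 0.0582, limma with Benjamini-Hochberg adjustment), while DESeq2 on the recovered reads gave 0.32 with an adjusted p of 0.00148 (Benjamini-Hochberg).

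**Figure D2:**
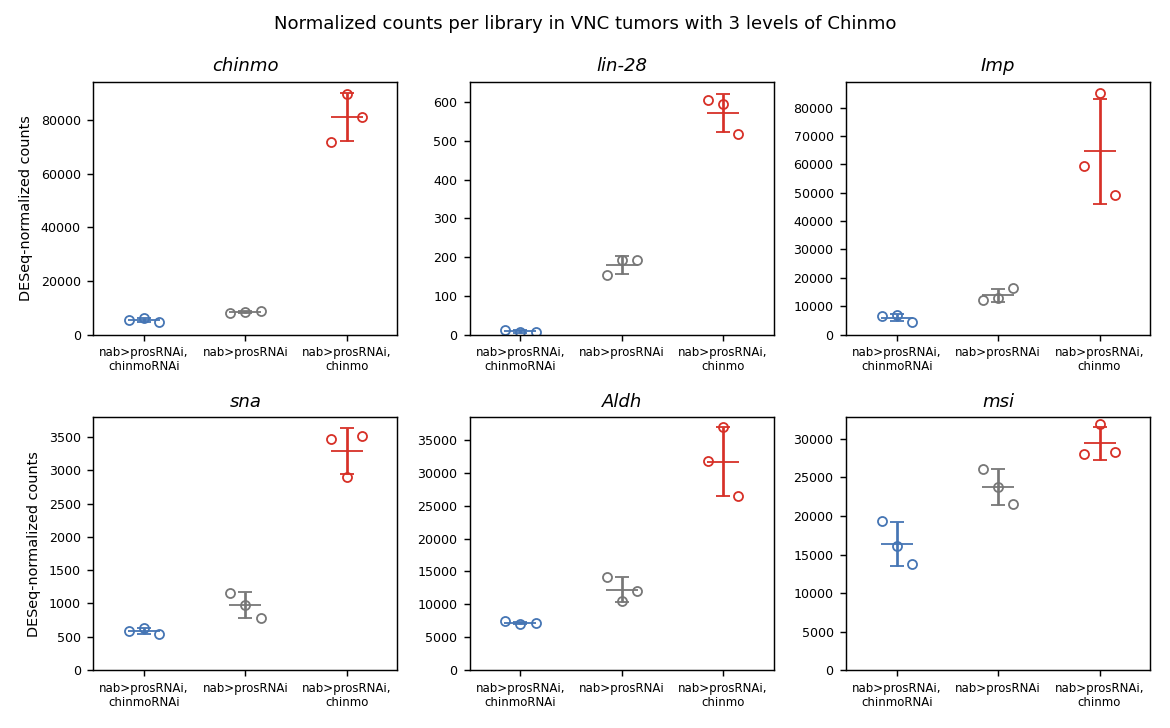
Expression of *chinmo*, *lin-28*, *Imp*, *sna*, *Aldh* and *msi*. The y axis is DESeq-normalized counts, circles are the 3 libraries of each condition, and horizontal marks with error bars are means ± SD. Means increase from *nab>pros RNAi, chinmo RNAi* to *nab>pros RNAi* to *nab>pros RNAi, chinmo* for each gene, and those of *msi* go from 16397 to 29436 normalized counts.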

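Between these conditions, *lin-28* (Entrez gene 38639) went from 8.81 ± 3.64 to 573 ± 49.0 normalized counts and *Imp* (Entrez gene 32009) from 5955 ± 1253 to 64517 ± 18471 (SD, n = 3 each). The ratio of the mean normalized counts was 65.0 for *lin-28* and 10.8 for *Imp*. On the log2(value + 1) scale, the change of *lin-28* was 5.93 (standard error 0.32, adjusted p = 8.35e-05, limma with Benjamini-Hochberg adjustment), or 60.9-fold. That of *Imp* was 3.42 (standard error 0.24, adjusted p = 0.000165, limma with Benjamini-Hochberg adjustment), or 10.7-fold. The fold of *lin-28* rests on few reads in *nab>pros RNAi, chinmo RNAi*, where its values were 13.0, 6.87 and 6.56 normalized counts in replicates A, B and C. Other genes raised in both comparisons also changed strongly between these conditions. *CG9975* had a log2 fold change of 5.00 (standard error 0.42, adjusted p = 0.000261, limma with Benjamini-Hochberg adjustment), and *chinmo* itself had one of 3.91. *Dcr-2* had one of 2.78, but its reads include any from the *UAS-dicer2* construct of the driver line. *CG17111*, *hig*, *Oatp74D* and *CG3552* had log2 fold changes of 2.96, 2.37, 2.43 and 2.31.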

Lin-28 and Imp are highly conserved oncofoetal genes in humans (Bell et al., 2013; Lederer et al., 2014) and have recently been shown to be co-expressed in embryonic NSCs in mice (Yang et al., 2015). We validated their expression in tumors by immunostaining. Interestingly, in larval and adult *pros^RNAi^*tumors, both Imp and Lin-28 are present in the cytoplasm of the subset of dNBs that co-express Chinmo (Figure 4C). Furthermore, clonal overexpression of *UAS-chinmo* induces supernumerary NBs that express both Imp and Lin-28, while small *pros^RNAi^,chinmo^RNAi^* or *brat^-/-^ chinmo^-/-^* tumors in adults lack Imp (not tested for Lin-28) (Figure 4D and Figure 4—figure supplement 2). Together, these experiments demonstrate that Imp and Lin-28 are, direct or indirect, positive targets of Chinmo in tumors.

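In the VNCs, both genes rose at each step of Chinmo level. From *nab>pros RNAi, chinmo RNAi* to *nab>pros RNAi*, the log2 fold change was 4.26 for *lin-28* (standard error 0.34, adjusted p = 0.000306, limma with Benjamini-Hochberg adjustment) and 1.23 for *Imp* (standard error 0.19, adjusted p = 0.00292, limma with Benjamini-Hochberg adjustment). From *nab>pros RNAi* to *nab>pros RNAi, chinmo*, it was 1.67 for *lin-28* (standard error 0.15, adjusted p = 0.00143, limma with Benjamini-Hochberg adjustment) and 2.19 for *Imp* (standard error 0.21, adjusted p = 0.00201, limma with Benjamini-Hochberg adjustment). With each library left out in turn, the first change stayed between 4.10 and 4.54 for *lin-28* and between 1.05 and 1.35 for *Imp*. The second stayed between 1.56 and 1.74 for *lin-28* and between 1.97 and 2.37 for *Imp*. In *nab>pros RNAi*, the replicates A, B and C held 153, 194 and 193 normalized counts of *lin-28* and 12344, 12769 and 16561 of *Imp*. In *nab>pros RNAi, chinmo* they held 607, 595 and 517 of *lin-28* and 59300, 85036 and 49217 of *Imp*. For both genes, the ranges of the 3 libraries did not overlap between any of the conditions.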

### Imp sustains Chinmo expression in dNBs and tumor growth

In mammals, the three orthologs of Imp (IMP1-3, also called IGF2BP1-3) are believed to be important regulators of tumorigenesis, but their function and targets are unclear (Bell et al., 2013). We find that overexpression of Imp in NBs is not sufficient to induce their amplification and tumorigenesis (Figure 5—figure supplement 1). Moreover, efficient Imp knock-down using one or two different *Imp^RNAi^ *transgenes (*Imp^RNAi1^* or *Imp^RNAi1;2^*) in *pox^n^>pros^RNAi^* larvae did not prevent initial NB amplification, although tumor growth appeared slowed (Figure 5A,B and Figure 5—figure supplement 2A,B). Strikingly, most *pros^RNAi^, Imp^RNAi^* tumors failed to maintain continuous growth and remained small in 6 day-old adults (Figure 5B–C). Thus Imp is required for sustained tumor growth.

**Figure 5.**
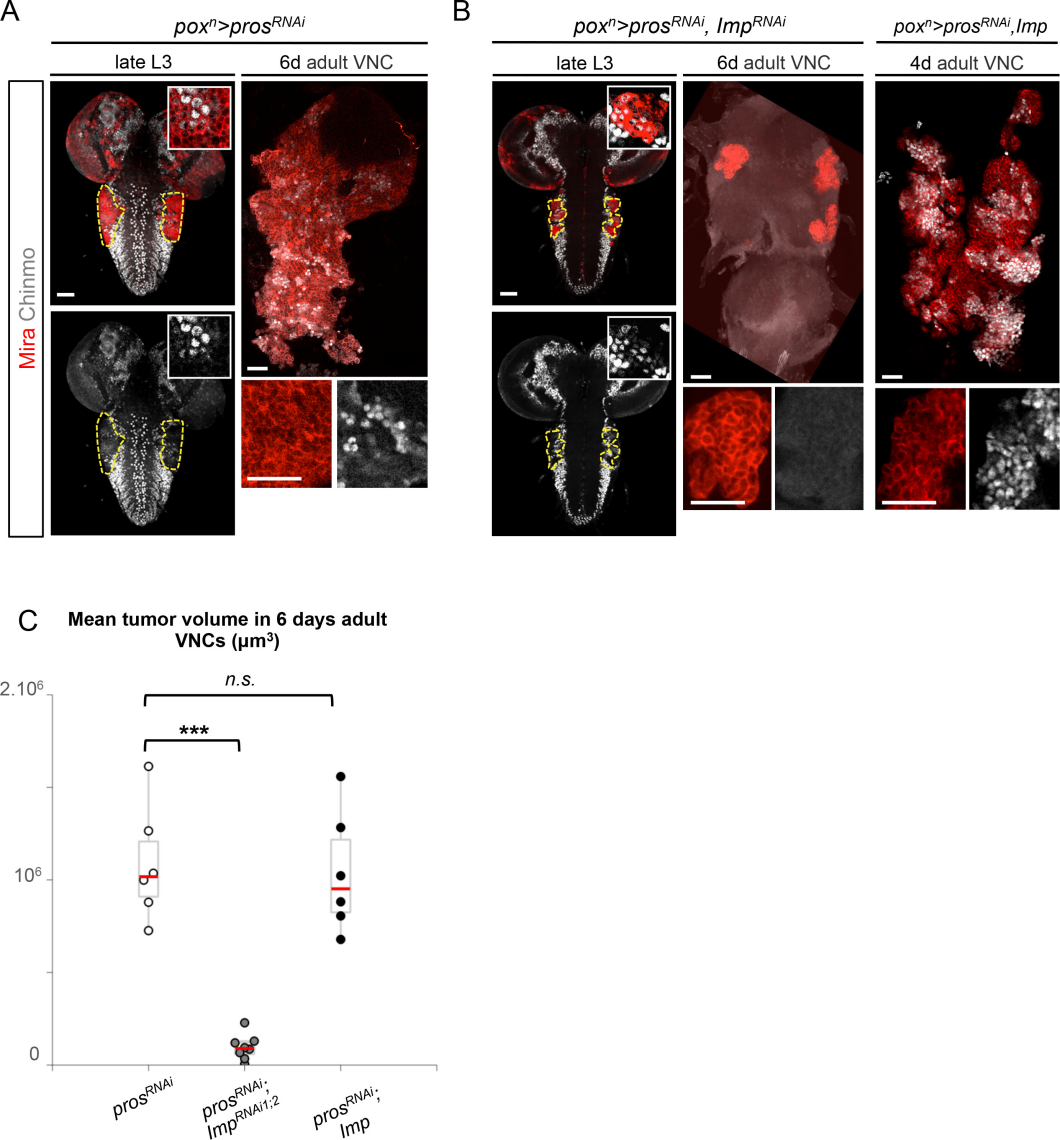
Imp sustains Chinmo expression in tumors. (**A**) Chinmo is expressed in a subset of dNBs in both larval (dashed yellow lines) and adult *pox^n^>pros^RNAi^* tumors (see enlargement). (**B**) Chinmo is still expressed in a subset of dNBs in larval *pox^n^>pros^RNAi^, Imp^RNAi^* tumors but is progressively lost in adult tumors that remain small (see enlargement). *pox^n^>pros^RNAi^, Imp* tumors tend to have an increased number of Chinmo^+^ cells (not quantified). (**C**) Mean tumor volume of 6 day-old adults in *pox^n^>pros^RNAi^, pox^n^>pros^RNAi^; Imp^RNAi1;2^* and *pox^n^>pros^RNAi^; Imp. pox^n^>pros^RNAi^* (n = 6 VNCs, m = 1.1x10^6^, SEM = 1.3x10^5^), *pox^n^>pros^RNAi^; Imp^RNAi1;2^* (n = 8 VNCs, m = 9.5x10^4^, SEM = 2.4x10^4^), *pox^n^>pros^RNAi^; Imp* (n = 6 VNCs, m = 1.0x10^6^, SEM = 1.3x10^5^). p-values are respectively 6.7x10^-4^ and 0.82. **DOI:** http://dx.doi.org/10.7554/eLife.13463.021

**Figure 5—figure supplement 1.**
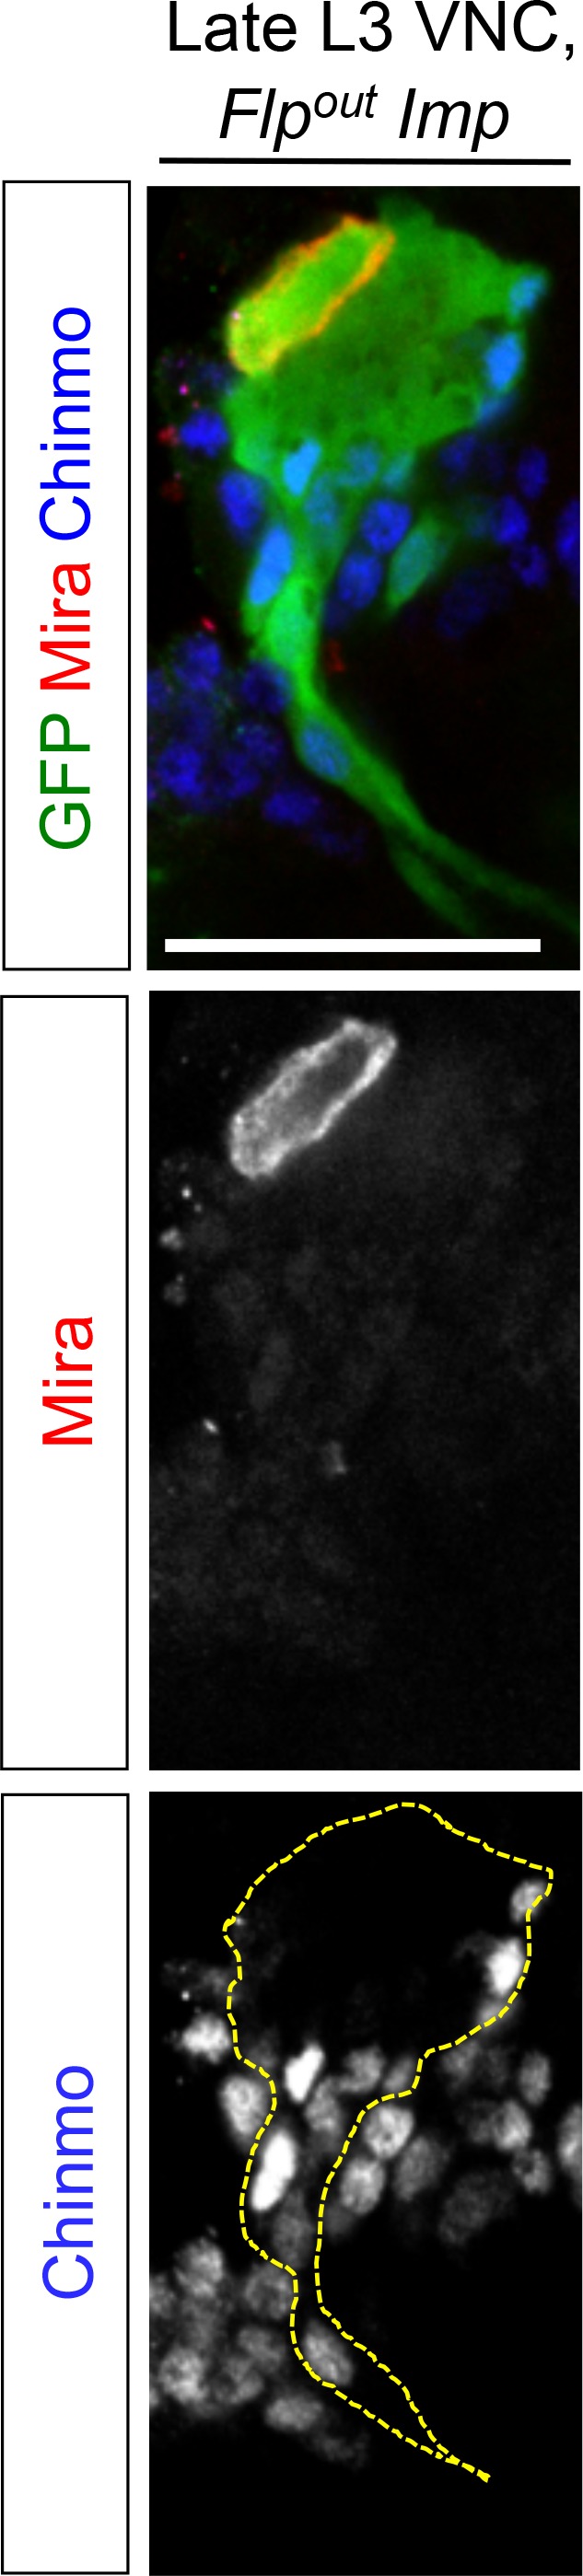
Imp mis-expression is not sufficient to initiate tumors. Clonal mis-expression of Imp in larval GFP^+^ Flip-out clones induced in L1/L2 does not trigger supernumerary NB, neither ectopic expression of Chinmo in NBs. **DOI:** http://dx.doi.org/10.7554/eLife.13463.022

**Figure 5—figure supplement 2.**
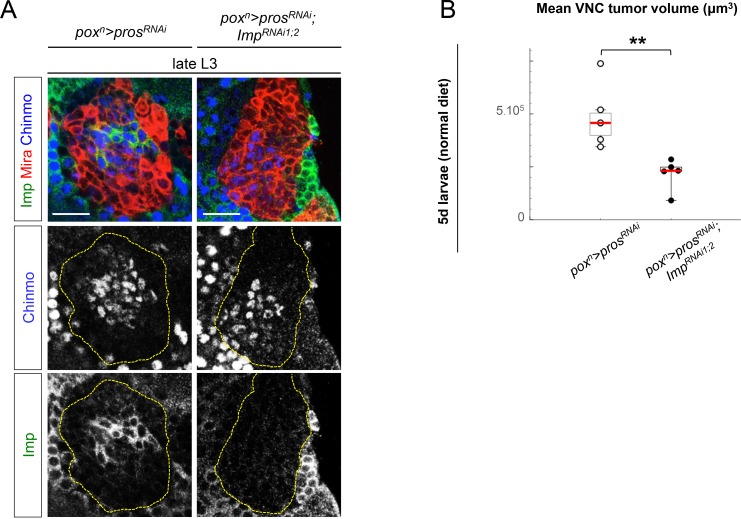
Imp knock-down decreases tumor growth. (**A**) *Imp^RNAi^*efficiently knocks down Imp in larval dNBs induced by *pox^n^>pros^RNAi^, Imp^RNAi1;2^*. Note that a subset of dNBs continues expressing Chinmo. (**B**) Mean tumor volume per VNC in *pox^n^>pros^RNAi^* and *pox^n^>pros^RNAi^; Imp^RNAi1;2^* in 5 day-old L3 reared on normal food. *pros^RNAi^* (n = 6 VNCs, m = 482720, SEM = 56988), *pros^RNAi^; Imp^RNAi1;2^*(n = 5 VNCs, m = 217124, SEM = 33046), p*-*value=4.3x10^-3^. **DOI:** http://dx.doi.org/10.7554/eLife.13463.023

**Figure 5—figure supplement 3.**
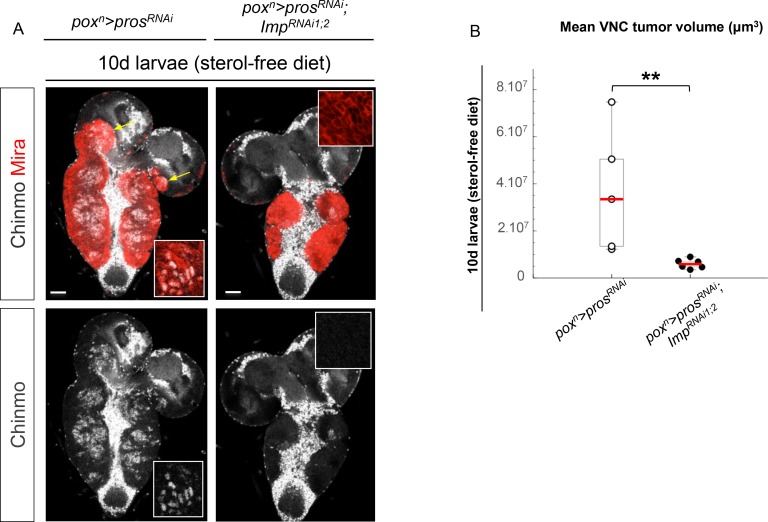
Imp is necessary to sustain tumor growth and Chinmo expression. After 10 days in the sterol-free food, *pox^n^>pros^RNAi^* larval tumors become very large, invade the central brain and optic lobes (yellow arrows) and maintain Chinmo expression (see enlargement). In contrast, tumor growth is strongly reduced and Chinmo is mostly absent (see enlargement) in *pox^n^>pros^RNAi^, Imp^RNAi^*tumors. (**B**) Mean tumor volume per VNC in *pox^n^>pros^RNAi^* and *pox^n^>pros^RNAi^; Imp^RNAi1;2^* in 10 day-old larvae reared on sterol-free food. *pros^RNAi^* (n = 5 VNCs, m = 40859191, SEM = 15192219), *pros^RNAi^; Imp^RNAi 1;2^* (n = 6 VNCs, m = 6012717, SEM = 822265), p-value=4.3x10^-3^. **DOI:** http://dx.doi.org/10.7554/eLife.13463.024

A recent study has shown that Imp post-transcriptionally promotes Chinmo expression in mushroom body neurons (Liu et al., 2015). We thus sought to assess Chinmo expression in *pros^RNAi^* tumors lacking Imp. We find that Chinmo^+^ dNBs are still present in larvae. However, they are absent from many tumors in 6 day-old adults (12 out of 22 with *Imp^RNAi1^*, and 11 out of 14 with *Imp^RNAi1;2^) *(Figure 5A,B). Similar results are obtained with tumors grown for 10 days in larvae fed with a sterol-free diet that has been shown to prevent pupariation (Katsuyama and Paro, 2013; Parkin and Burnet, 1986). In such conditions, *pox^n^>pros^RNAi^* tumors grow extensively and invade the central brain and optic lobes, while *pox^n^>pros^RNAi^, Imp^RNAi1;2^*tumors remain much smaller, stay localized to the VNC and show an almost complete loss of Chinmo^+^ dNBs (Figure 5—figure supplement 3A,B). We also noted a tendency for an increased number of Chinmo^+^ dNBs in 4 day-old adults upon Imp over-expression (Figure 5B, not quantified). These experiments indicate that Imp is not required to establish the initial population of Chinmo^+^ dNBs but is necessary for their long-term maintenance in tumors. Together with the transcriptional activation of Imp by Chinmo, these experiments reveal a positive feedback loop between Chinmo and Imp necessary for sustained tumor growth beyond developmental stages.

### Lin-28 boosts Chinmo expression within tumors

In contrast to Imp, loss of Lin-28 does not appear to impair the self-renewal of Chinmo^+^ dNBs and the growth of *pros^-/-^* or *brat^-/-^* tumors induced in L1 (tumor size quantified in adults) (Figure 6—figure supplement 1). This suggests that Lin-28 is dispensable for Chinmo expression and for sustained tumor growth. However, while mis-expression of *Drosophila lin-28* in *wt* larval NB clones is not sufficient to induce NB amplification and ectopic expression of Chinmo and Imp (Figure 6—figure supplement 2), we find that overexpression of *Drosophila lin-28* in *pros^RNAi^* tumors from their initiation leads to a significant increase in the proportion of Chinmo^+^ dNBs and an overall increase in the intensity of Chinmo expression when observed in 6 day-old adults (Figure 6A–C; Figure 6—figure supplement 3). Moreover, Imp is co-expressed in all Chinmo^+^ dNBs. This suggests that overexpression of Lin-28 in the tumorigenic context is able to favor the self-renewing capacity of Chinmo^+^/Imp^+^ dNBs at the expense of Chinmo^-^/Imp^-^ dNBs. Interestingly, overexpression of mammalian LIN28A and LIN28B is often associated with malignant tumors in human (Carmel-Gross et al., 2016; Molenaar et al., 2012; Viswanathan et al., 2009). Remarkably, human LIN28A and LIN28B, mis-expressed in *Drosophila pox^n^>pros^RNAi^* tumors, have retained the ability to strongly enhance Chinmo expression within tumors, demonstrating evolutionary-conserved interactions between Lin-28 and Chinmo or its regulators (Figure 6A–C). All together, these data identifies Chinmo and Imp as a core oncogenic module that sustains dNB proliferation and tumor growth beyond developmental stages. In addition, expression of this module is boosted by high levels of Lin-28 in tumors (Figure 6D, Figure 6—figure supplement 4).

**Figure 6.**
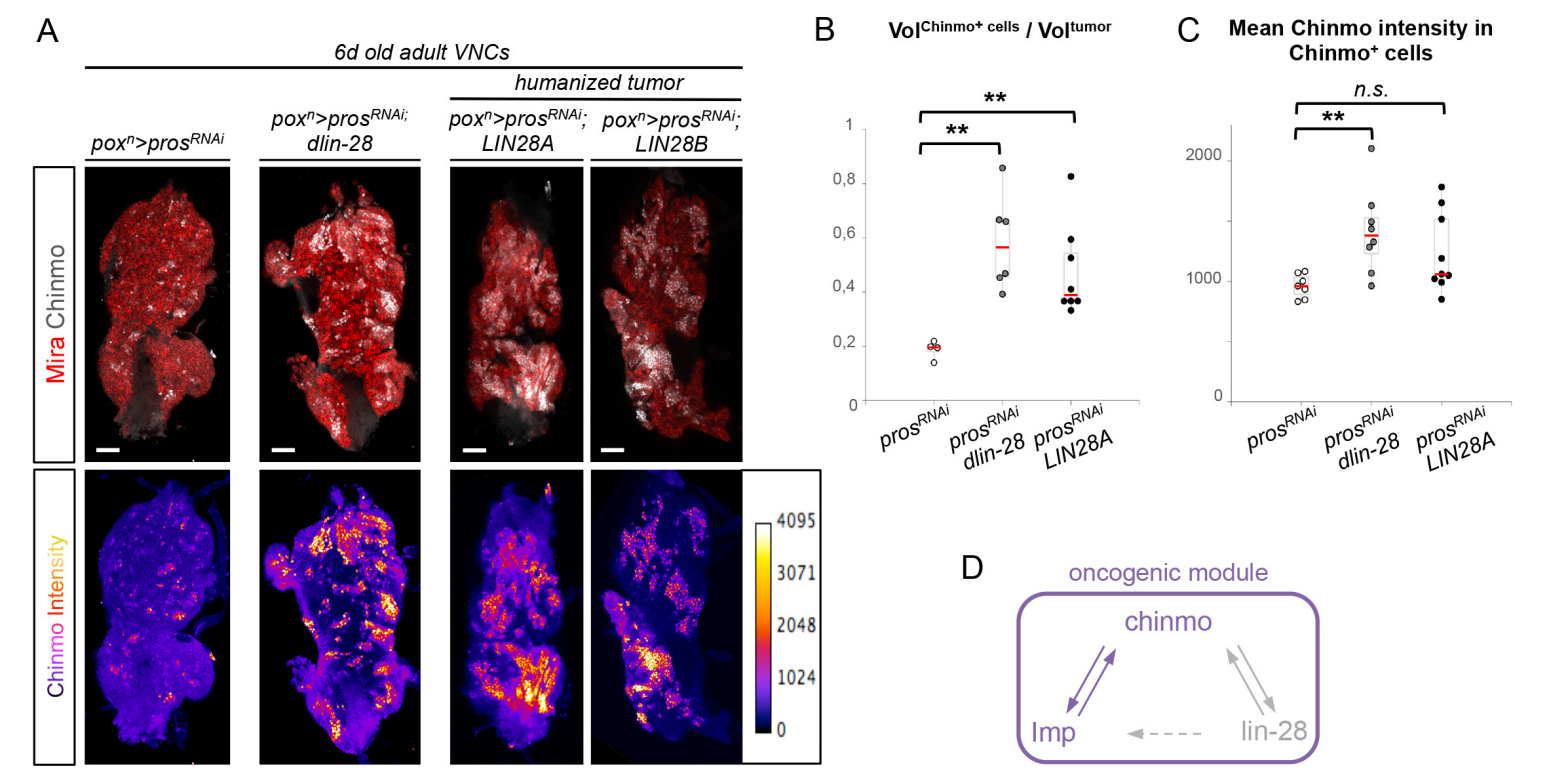
Chinmo, Imp and Lin-28 form an oncogenic loop. (**A**) Chinmo expression in 5 day-old adult VNCs color-coded relative to staining intensity. All transgenes are expressed with the *pox^n^-GAL4* driver. Humanized tumors mis-express human LIN28A or LIN28B. (**B**) Ratio representing the volume of Chinmo^+^ cells over the total tumor volume in 5 day-old adult VNCs. *pox^n^>pros^RNAi^* (n = 4 VNCs, m = 0.188, SEM = 0.017), *pox^n^>pros^RNAi^, dlin-28* (n = 6 VNCs, m = 0.583, SEM = 0.072) and *pox^n^>pros^RNAi^, LIN28A* (n = 8 VNCs, m = 0.474, SEM = 0.060). p-values are respectively 9.5x10^-3^ and 8.0x10^-3^. (**C**) Mean Chinmo intensity in Chinmo^+^ cells. *pox^n^>pros^RNAi^* (n = 7 tumors, m = 962, SEM = 37), *pox^n^>pros^RNAi^, dlin-28* (n = 8 tumors, m = 1413, SEM = 125) and *pox^n^>pros^RNAi^, UAS-LIN28A* (n = 9 tumors, m = 1236, SEM = 110). Each sample is the mean of 3 different focal sections of the same tumor. p-values are respectively 5.9x10^-3^ and 7.1x10^-2^. (**D**) Representation of the observed cross-regulatory interactions composing the oncogenic module. **DOI:** http://dx.doi.org/10.7554/eLife.13463.025

**Figure 6—figure supplement 1.**
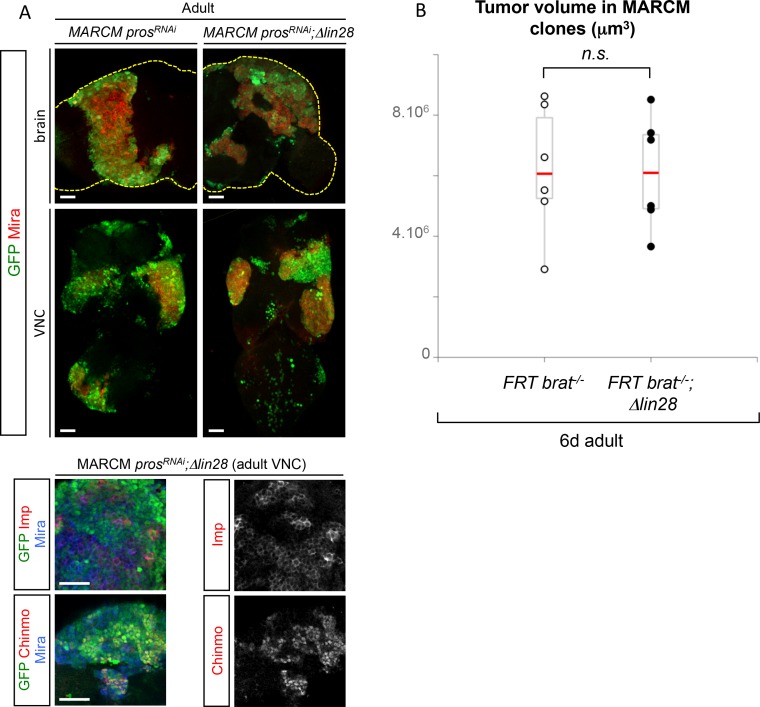
Lin-28 is dispensable for tumor growth. (**A**) *pros^RNAi^, Δlin28* MARCM clones induced in L1/L2 generate tumors that continue growing in adults and keep expressing Chinmo and Imp. (**B**) Mean tumor volumes in the brain of 6d adult *Δlin28* homozygous flies containing *brat^-/-^* MARCM clones compared to MARCM *brat^-/-^*clones in otherwise *wt* background. MARCM *brat^-/-^* clones (n = 5 brains, m = 6.2x10^6^, SEM = 9.4x10^5^) and MARCM *brat^-/-^*clones in*Δlin28* flies (n = 5 brains, m = 6.1x10^6^, SEM = 8.5x10^5^). p-value is 0,82. **DOI:** http://dx.doi.org/10.7554/eLife.13463.026

**Figure 6—figure supplement 2.**
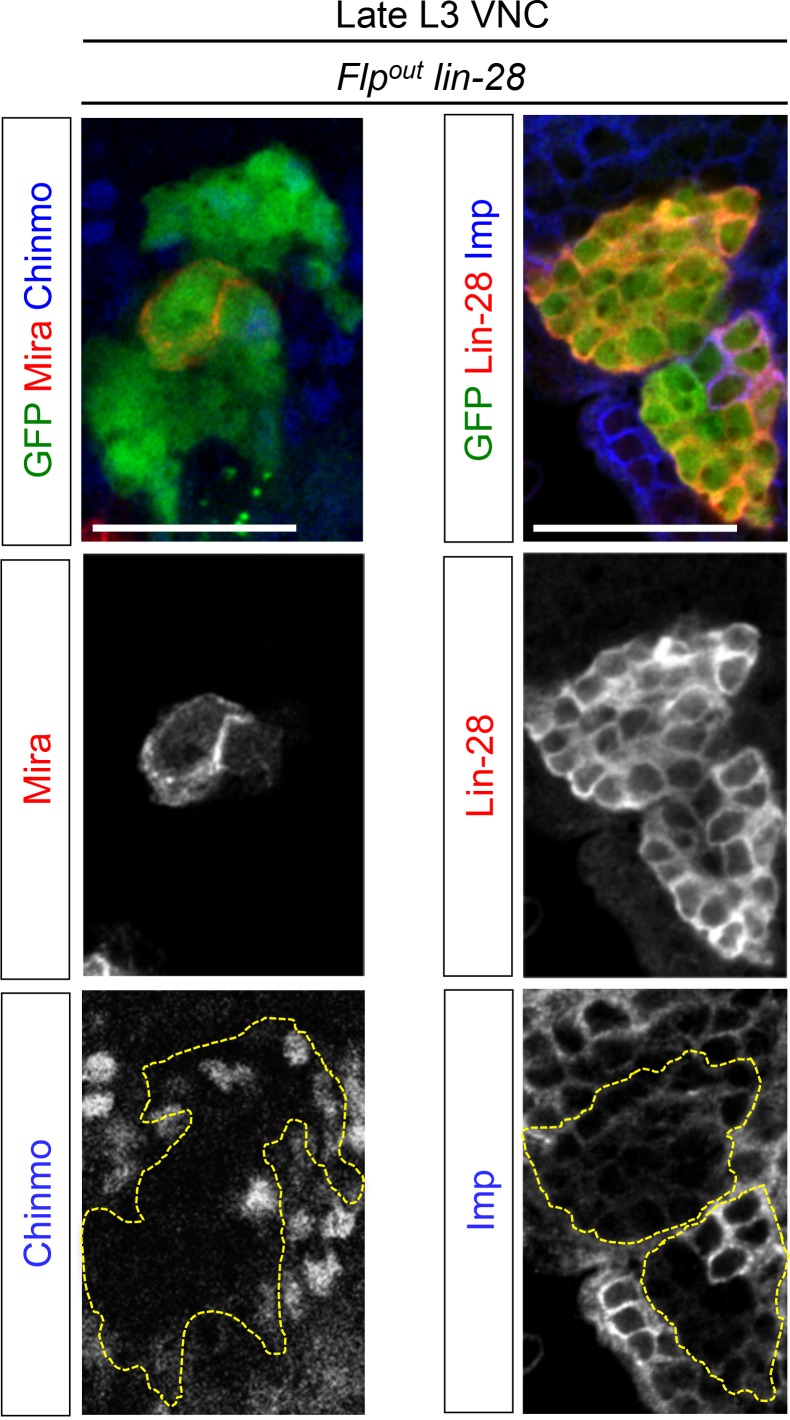
Lin-28 mis-expression is not sufficient to initiate tumors. Efficient clonal mis-expression of Lin-28 in larval GFP^+^ Flip-out clones does not induce NB amplification, neither ectopic expression of Chinmo and Imp in NBs. **DOI:** http://dx.doi.org/10.7554/eLife.13463.027

**Figure 6—figure supplement 3.**
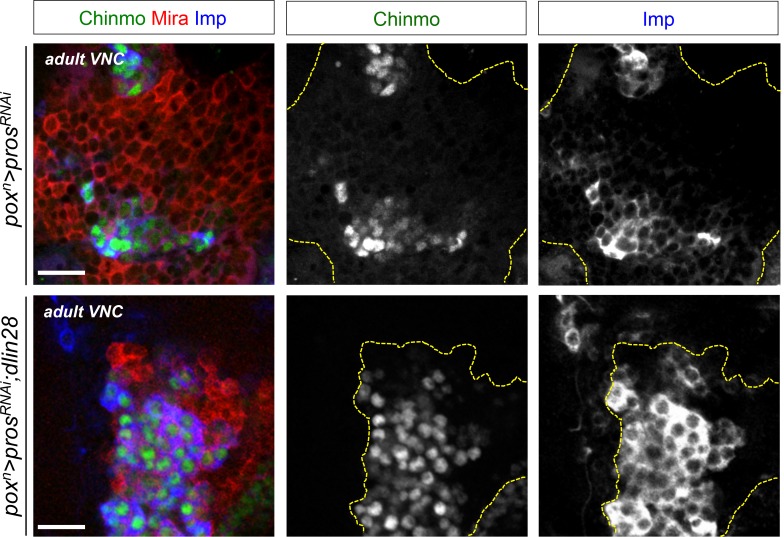
Lin-28 positively regulates *chinmo* and *Imp* in tumors. Overexpression of *lin-28* in *pox^n^>pros^RNAi^* tumors leads in adults to an increase in the number of Chinmo^+^ cells, all of which also express Imp. **DOI:** http://dx.doi.org/10.7554/eLife.13463.028

**Figure 6—figure supplement 4.**
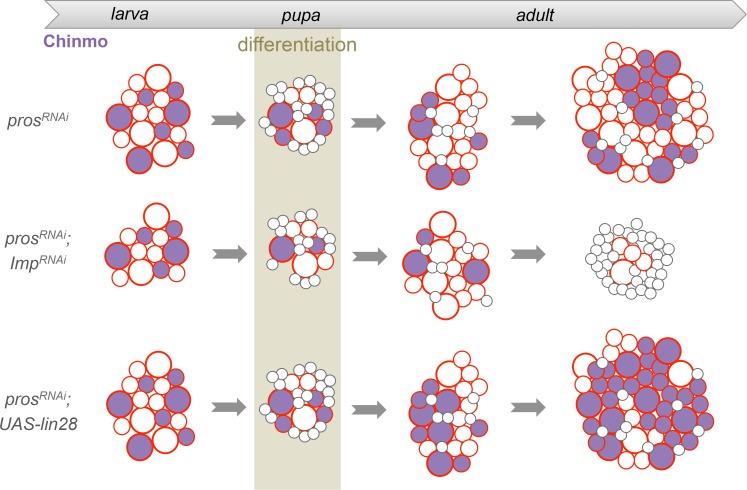
Schematic conclusions. Scheme depicting the conclusions from the experiments in Figure 6 and Figure 6-figure supplements. Chinmo, Imp and Lin-28 are coexpressed in a subset of dNBs in both larval and adult tumors. Imp is necessary for long-term maintenance of Chinmo and persistent tumor growth. Lin-28 over-expression can increase the proportion of Chinmo^+^/Imp^+^ dNBs in the tumor. **DOI:** http://dx.doi.org/10.7554/eLife.13463.029

### The temporal series silences *chinmo, Imp* and *lin-28* (CIL genes) in late NBs to limit their mitotic potential

We then wondered whether Chinmo, Imp and Lin-28 (CIL) co-expression is specific to dNBs or can be found during development. Interestingly, in the VNC and central brain, both Imp and Lin-28 are co-expressed with Chinmo in normal NBs and their surrounding neuronal progeny from L1 to early L3. From early L3, they are then progressively downregulated together with Chinmo in NBs and subsequent progeny (Figure 7A). Lin-28 and Chinmo remain transiently expressed in early-born neurons up to midL3 and early pupal stages respectively, while Imp expression in early-born neurons perdures in adult (Figure 7—figure supplement 1). However, *Imp* and *lin-28*, like *chinmo*, fail to be silenced in late larval and adult NBs with a stalled temporal series (*svp^-/-^*), as well as in their progeny (Figure 7B). Thus, the temporal system silences *chinmo*, *Imp* and *lin-28* in L3 NBs. We then tested the function of Chinmo in NBs during development. *chinmo^-/-^* MARCM clones were induced during embryogenesis in order to ensure the removal of Chinmo during the entire post-embryonic period (Figure 7C). In *chinmo^-/-^*late L3 clones, we did not observe a difference in clone size in the VNC compared to the control *wt* clones (Figure 7D) and *chinmo^-/-^* NBs exhibit the same mitotic rate and possess the same size as *wt* NBs in late L3 (Figure 7E,F). Thus Chinmo is dispensable for NB growth and proliferation during larval development. We then tested whether temporally blocked NBs persist in adults due to the maintenance of Chinmo, Imp and Lin-28. Knocking-down Chinmo in temporally stalled *svp^-/-^* NBs is not sufficient to prevent adult persistence, although NB growth is impaired (Figure 7G,H and Figure 7—figure supplement 2A). However, knocking down both Chinmo and Imp in *svp^-/-^* NBs restores their elimination before adulthood (Figure 7G,H). This suggests that the Chinmo/Imp module is necessary to maintain the unlimited mitotic potential of NBs stalled in an early temporal identity (Figure 7H). Together with our results showing that over-expression of Chinmo is sufficient to induce persistence of NBs in adults (Figure 3H), these experiments also indicate that silencing of *Imp* and *chinmo* by the temporal patterning system may be necessary to limit NB mitotic activity and schedule the competency for NB terminal differentiation during metamorphosis (Figure 7H).

**Figure 7.**
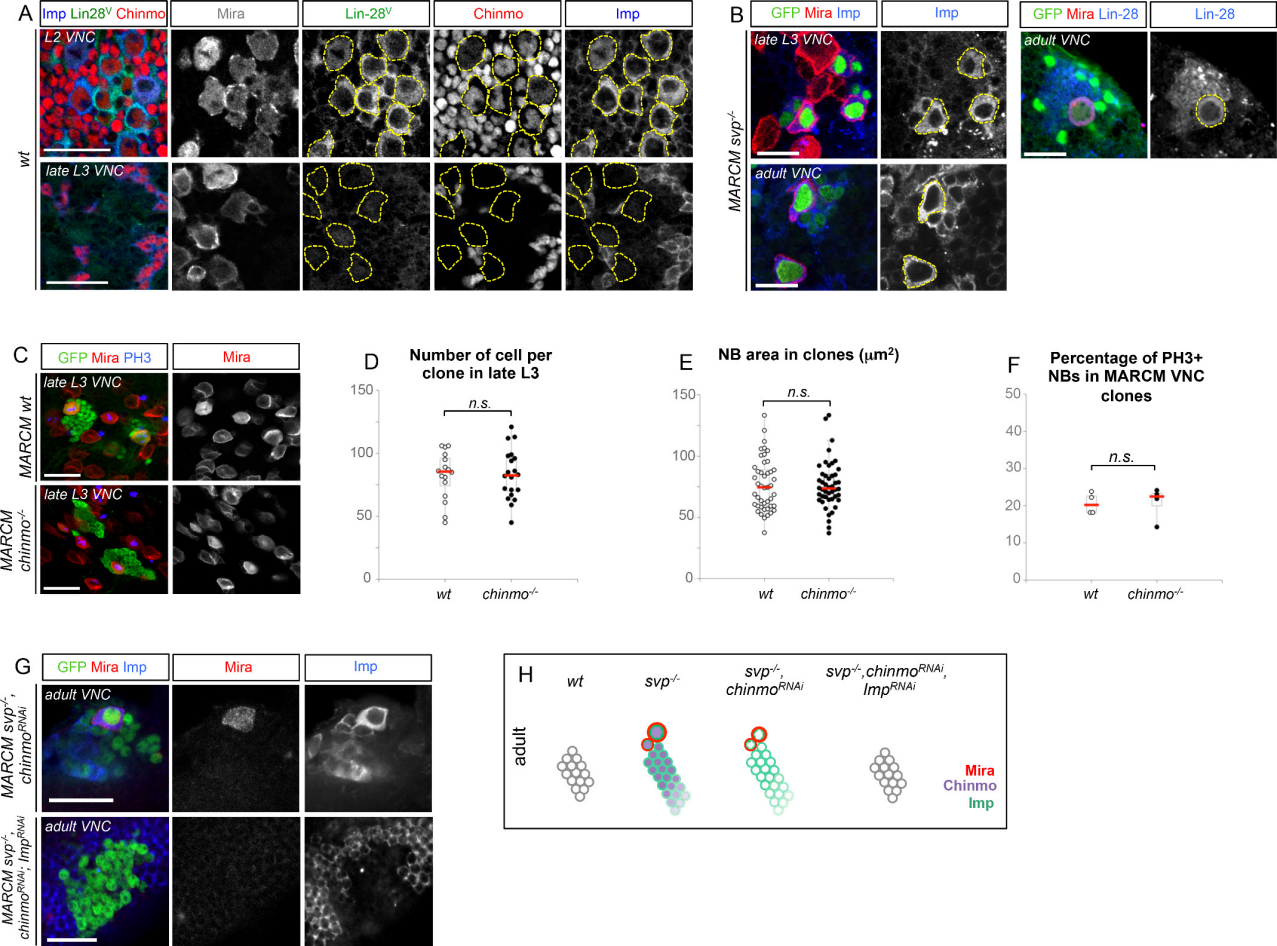
The temporal series silences *chinmo*, *Imp* and *lin-28* in NBs for their timely termination during development. (**A**) Chinmo, Lin-28 and Imp are coexpressed in *wt* VNC NBs in L2, and are silenced in NBs in late L3. Note that in late L3, surrounding early-born neurons keep expressing Imp and Chinmo whereas Lin-28 is down-regulated in all cells. (**B**) Imp is maintained in L1-induced MARCM *svp^-/-^* NBs (GFP^+^) in late L3. Lin-28 and Imp are maintained in MARCM *svp^-/-^* NBs (GFP^+^) that persist in adult. (**C**) *wt* and *chinmo^-/-^* MARCM clones induced during embryogenesis. (**D**) Number of cells per clone in late L3 in VNC *wt* and *chinmo^-/-^* MARCM clones induced during embryogenesis. *wt* MARCM 40A (n = 16 clones, m = 82, SEM = 4.7); *chinmo^-/-^* MARCM clones (n=17 clones, m = 83, SEM = 4.8). p-values is 0.88. (**E**) Mean NB area in late L3 VNC *wt* and *chinmo^-/-^* MARCM clones induced during embryogenesis. *wt* MARCM 40A (n = 45 NBs, m = 76.7, SEM = 3.2), *chinmo^-/-^* MARCM clones (n = 46 NBs, m = 76.3, SEM = 2.9). p-value is 0.88. (**F**) Mean percentage of PH3^+^ NBs in late L3 VNC MARCM *wt* and *chinmo^-/-^* clones induced during embryogenesis. *wt* clones (n = 4 VNCs, m = 20.6, SEM = 1.43), *chinmo^-/-^* clones (n = 4 VNCs, m = 20.8, SEM = 2.23), p-value is 0,88. (**G**) NBs persist in adult MARCM *svp^-/-^, chinmo^RNAi^* clones induced in L1. NBs are smaller (Figure 7—figure supplement 1A) and maintain Imp expression. Removing both Chinmo and Imp (*chinmo^RNAi^, Imp^RNAi^*) in a *svp^-/-^* MARCM clone is sufficient to restore NB elimination before the end of development. (H) Schematic recapitulation of the above experiments. **DOI:** http://dx.doi.org/10.7554/eLife.13463.030

**Figure 7—figure supplement 1.**
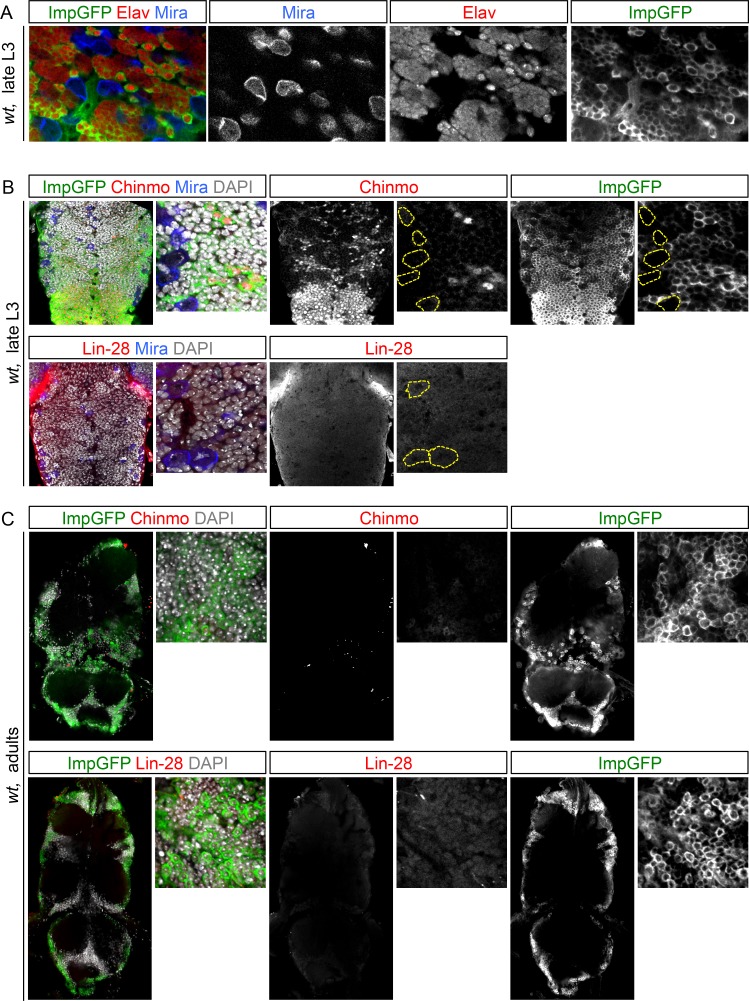
Lin-28 and Chinmo are respectively silenced in the CNS prior to and during metamorphosis, whereas Imp remains expressed in a subset of adult neurons. (**A**) Imp is expressed in a subset of *wt* late L3 Elav^+^ neurons, but is absent from *wt* L3 NBs. (**B**) Imp and Chinmo are expressed in early-born neurons in late L3, but not in NBs. In contrast, Lin-28 is silenced in all neurons from late L3 (note that the *Lin-28::Venus* construction is expressed at very low levels in a subset of late L3 neurons, see Figure 4C). (**C**) Chinmo and Lin-28 are silenced in the the adult CNS while Imp remains expressed in a subset of neurons. **DOI:** http://dx.doi.org/10.7554/eLife.13463.031

**Figure 7—figure supplement 2.**
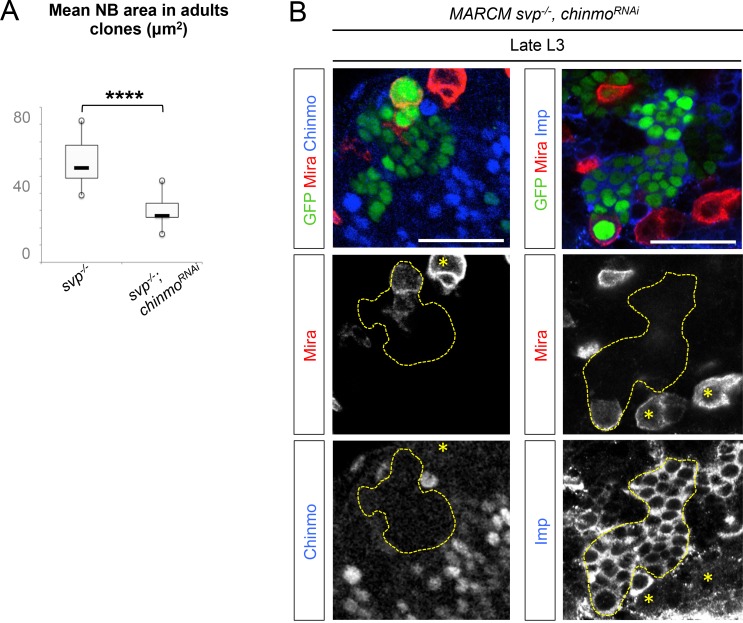
Chinmo promotes the long-term growth of NBs stalled in an early temporal identity but is not required for Imp expression. (**A**) Mean NB area in MARCM *svp^-/-^* and *svp^-/-^, chinmo^RNAi^* adults. *svp^-/-^ *(n = 15 NBs, m = 58.8, SEM = 3.18), *svp^-/-^, chinmo^RNAi^ *(n = 11 NBs, m = 29.9, SEM = 2.51). p-value is 5.2x10^-7^. (**B**) *chinmo^RNAi^ *efficiently knocks down Chinmo in temporally blocked *svp^-/-^, chinmo^RNAi^* larval NBs. Note that Chinmo is silenced in surrounding *wt* late L3 NBs (asterisk). Larval MARCM *svp^-/-^, chinmo^RNAi^* clones maintain Imp expression. Note that Imp is silenced in surrounding *wt* late L3 NBs (asterisks). **DOI:** http://dx.doi.org/10.7554/eLife.13463.032

Surprisingly, in contrast to tumors, Chinmo knock-down in *svp^-/-^* MARCM clones does not lead to the down-regulation of Imp (Figure 7G and Figure 7—figure supplement 2B). This shows that *Imp* expression in early-identity NBs does not require Chinmo. Thus, expression of *chinmo* and *Imp* in NBs during development and tumorigenesis are not subordinated to the same cross-regulatory interactions.

### Malignant tumors can only be induced during the early CIL^+^ expression window

We then tested whether ectopic expression of CIL proteins in *pros^-/-^* tumors was due to aberrant maintenance from an early CIL^+^ cell of origin. We induced *pros^-/-^* tumors by MARCM in the VNC either early (during L1/L2) when Chinmo is still expressed in NBs and their progeny, or at midL3 after the CIL module has been switched off by temporal factor progression. One day after induction, ectopic Chinmo is observed in 91% of L1/L2-induced tumors (n = 65). In contrast, Chinmo is not detected 1 day after induction in midL3-induced tumors (n = 54) (Figure 8A), or 3 days after induction when larvae are grown in the sterol-free medium that prevent pupariation (26 out of 27 tumors still lack Chinmo) (Figure 8B, Figure 8—figure supplement 1). Thus, Chinmo^+^ dNBs are only present in *pros^-/-^* tumors initiated during an early window of development (before midL3).

**Figure 8.**
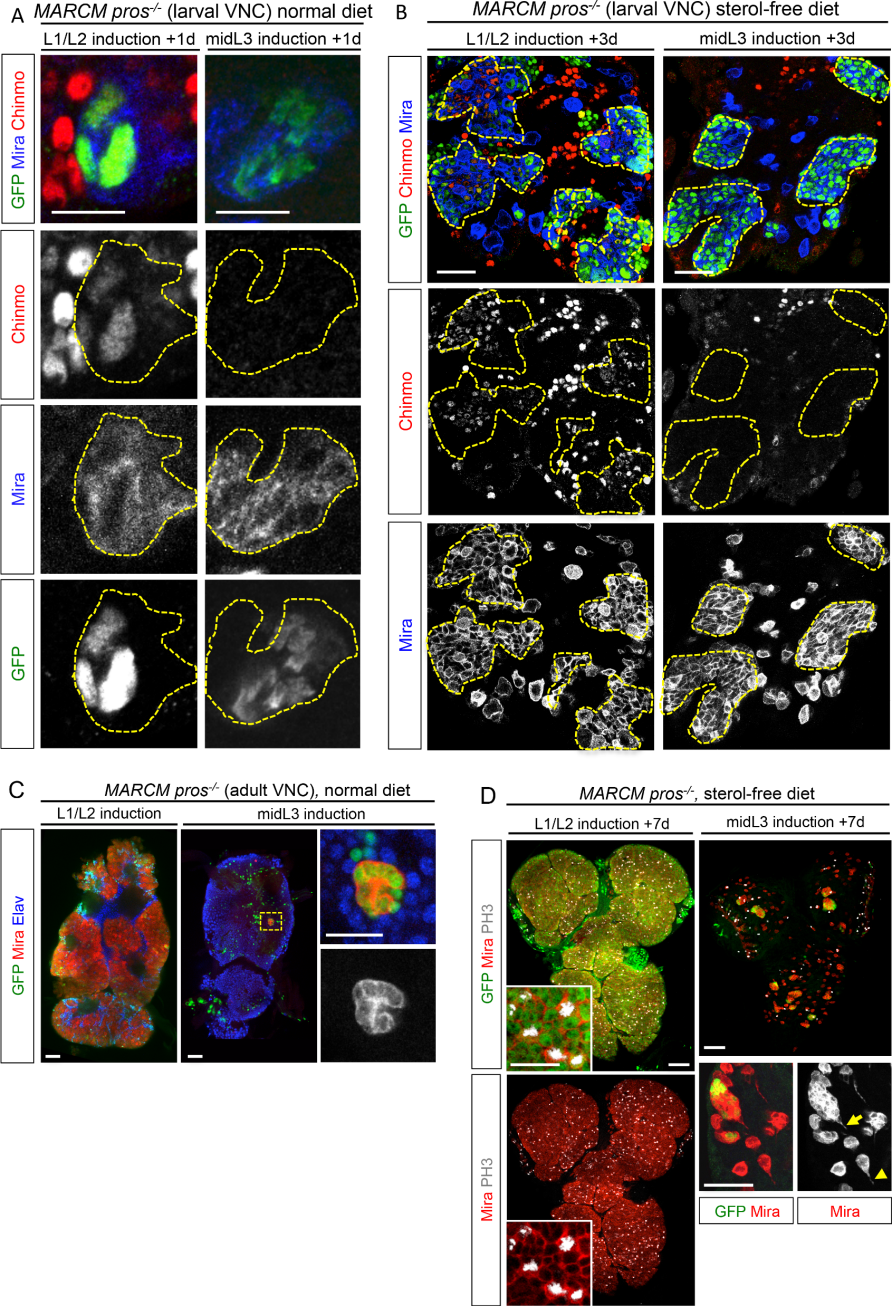
*pros^-/-^* tumors induced in the VNC of midL3 larvae do not express Chinmo and do not grow in adults. (**A**) One day after early (L1/L2), induction most dNBs from *pros^-/-^* clones retain Chinmo expression. In contrast, Chinmo is absent from dNBs 1 day after late (midL3) clonal induction. (**B**) Three days after L1/L2-induction in larvae raised on the sterol-free diet, *pros^-/- ^*clones contain Chinmo^+^ dNBs (54 out of 59). In contrast, 3 days after mid-L3 induction on the sterol-free diet, *pros^-/-^ *clones do not contain Chinmo^+^ dNBs (26 out of 27). (**C**) Adult VNC containing L1/L2-induced *pros^-/-^* MARCM clones are covered by tumors. In contrast, midL3-induced *pros^-/-^* MARCM clones are rare and remain small in adult VNCs. (**D**) On the sterol-free diet, 7 days after L1/L2-induction, *pros^-/-^ *clones keep proliferating and generate large tumors of GFP^+^ dNBs (Mira shown in red) that cover the whole CNS. In contrast, *pros^-/-^ *clones, 7 days after midL3-induction, rapidly stop growing and dNBs exhibit quiescence markers such as the loss of GFP and cytoplasmic extensions (arrow emphasizes cytoplasmic extensions from dNBs, arrowhead emphasizes a cytoplasmic extension from a *wt* NB). **DOI:** http://dx.doi.org/10.7554/eLife.13463.033

**Figure 8—figure supplement 1.**
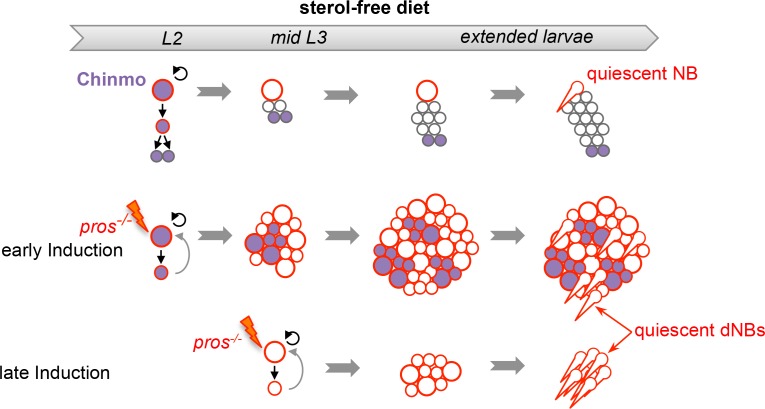
Schematic conclusion. Schematic representation recapitulating the conclusions from experiments in Figure 8. When metamorphosis is prevented with a sterol-free diet, NBs and Chinmo^-^ dNBs fail to terminally differentiate but exhibit a limited proliferation potential and enter quiescence (marked by cytoplasmic extensions). **DOI:** http://dx.doi.org/10.7554/eLife.13463.034

**Figure 8—figure supplement 2.**
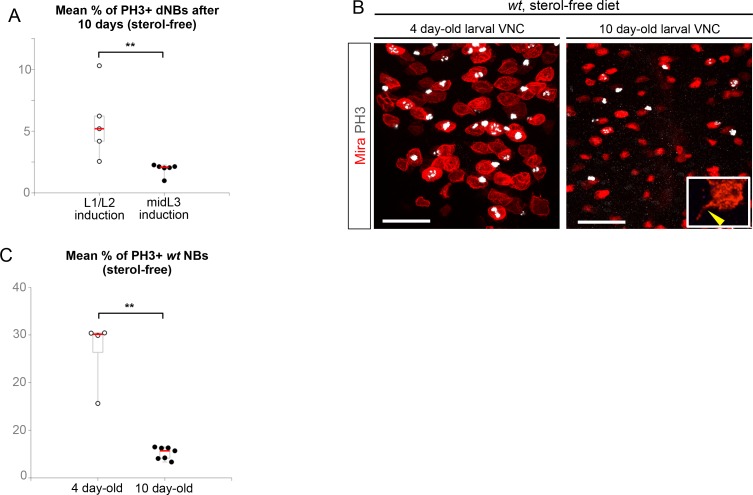
The proliferation potential of normal NBs decreases over time while dNBs continue proliferating. (**A**) Mean % of PH3^+^ dNBs in L1/L2- and midL3-induced tumors after 10 days on the sterol-free diet. Early induction (n = 5 VNCs, 5 clones, m = 5.7, SEM = 1.30), late induction (n = 6 VNCs, 96 clones, m = 1.9, SEM = 0.05), p-value is 3.1x10^-3^. (**B**) Larvae reared on the sterol-free diet do not pupariate. In 4 day-old larvae, *wt* NBs are large, highly active and Mira is cytoplasmic. In 10 day-old larvae, most *wt* NBs are small with nuclear Mira, possess cytoplasmic extensions (inset, yellow arrowhead). Pictures are projections of several confocal sections. (**C**) Mean percentage of PH3^+^ NBs. 4 day-old larvae (n = 4 VNCs, 319 NBs, m = 26.59, SEM = 0.41), 10 day-old larvae (n = 7 VNCs, 701 NBs, m = 5.19, SEM = 0.05), p-value is 6.1x10^-3^. **DOI:** http://dx.doi.org/10.7554/eLife.13463.035

We then investigated the malignant potential of L1/L2- and midL3-induced tumors. L1/L2-induced *pros^-/-^* clones persist in 100% of adults and rapidly progress to cover the totality of the VNCs (n>100). In contrast, midL3-induced tumors persist in only 36.4% of adult VNCs (n = 19) (Figure 8C), and make an average of 0.63 persisting tumor per adult VNC (SEM = 0.23), deriving from an average of 13.5 tumors per larval VNCs (n= 16, SEM = 1). These rare persisting tumors (4,7%) in adult VNCs remain small, containing no more than 100 dNBs. Thus, most midL3-induced tumors differentiated during metamorphosis, and the few tumors that persist in adults possess a limited growth potential (Figure 8C). This limited growth potential of midL3-induced tumors was also observed when larvae were maintained in the sterol-free diet for 7 days after induction. In such conditions, midL3-induced tumors rapidly stop growing, with many dNBs progressively losing GFP expression, suggesting reduced transcriptional activity, and exhibiting reduced mitotic index and cytoplasmic extensions typical of quiescent NBs indicating a progressive exhaustion of their mitotic potential (Chell and Brand, 2010; Sousa-Nunes et al., 2011; Truman and Bate, 1988) (Figure 8D, Figure 8—figure supplement 1, 2A,B). Similar features are observed in surrounding *wt* NBs that do not undergo terminal differentiation in the absence of pupal signals (Figure 8—figure supplement 1, and Figure 8—figure supplement 2B,C). In contrast, L1/L2-induced tumors remain highly proliferative leading to massive dNB tumors covering the whole CNS (Figure 8D). Together these results indicate that malignant *pros^-/-^* tumors can only be induced if they are initiated during an early window of development (before midL3) while NBs and their progeny express the CIL module. In contrast, dNBs induced by the dedifferentiation of late-born CIL-negative GMCs cannot reactivate Chinmo expression, possess a limited proliferation potential and undergo terminal differentiation during metamorphosis like *wt* NBs, or persist as benign, slow-growing, tumors in adults.

### The temporal identity of a cell determines its malignant susceptibility

These results suggest that the silencing of the CIL genes in late-born neural cells by temporal patterning progression may abolish their malignant potential upon dedifferentiation. Alternatively, absence of CIL reactivation in late-induced tumors could be due to a non-permissive microenvironment subsequent to developmental progression. To distinguish these possibilities, we combined the GAL80^ts^ system (McGuire et al., 2004) and MARCM to temporally control the induction of *pros^RNAi^* tumors in *svp^-/-^* NB clones blocked in an early temporal identity. Loss of Svp was induced in L1 by a 45 min heat-shock. Then larvae were kept at 18°C in the control experiment, or switched to 29°C from late L3 or pupal stages for late induction of *pros^RNAi^*. While adult flies raised at 18°C possess a single NB per clone due to the early loss of Svp, flies raised at 29°C from L3 or pupal stages contain large tumors of CIL^+^ dNBs in their VNCs (Figure 9A,B). Thus, the GMCs of NBs blocked in an early temporal identity remain predisposed to generate CIL^+^ malignant tumors independently of the developmental stage. These results demonstrate that the malignant potential of a neural cell undergoing dedifferentiation is dictated by its temporal identity, and blocking temporal factor progression in NBs extends the window of malignant susceptibility.

**Figure 9.**
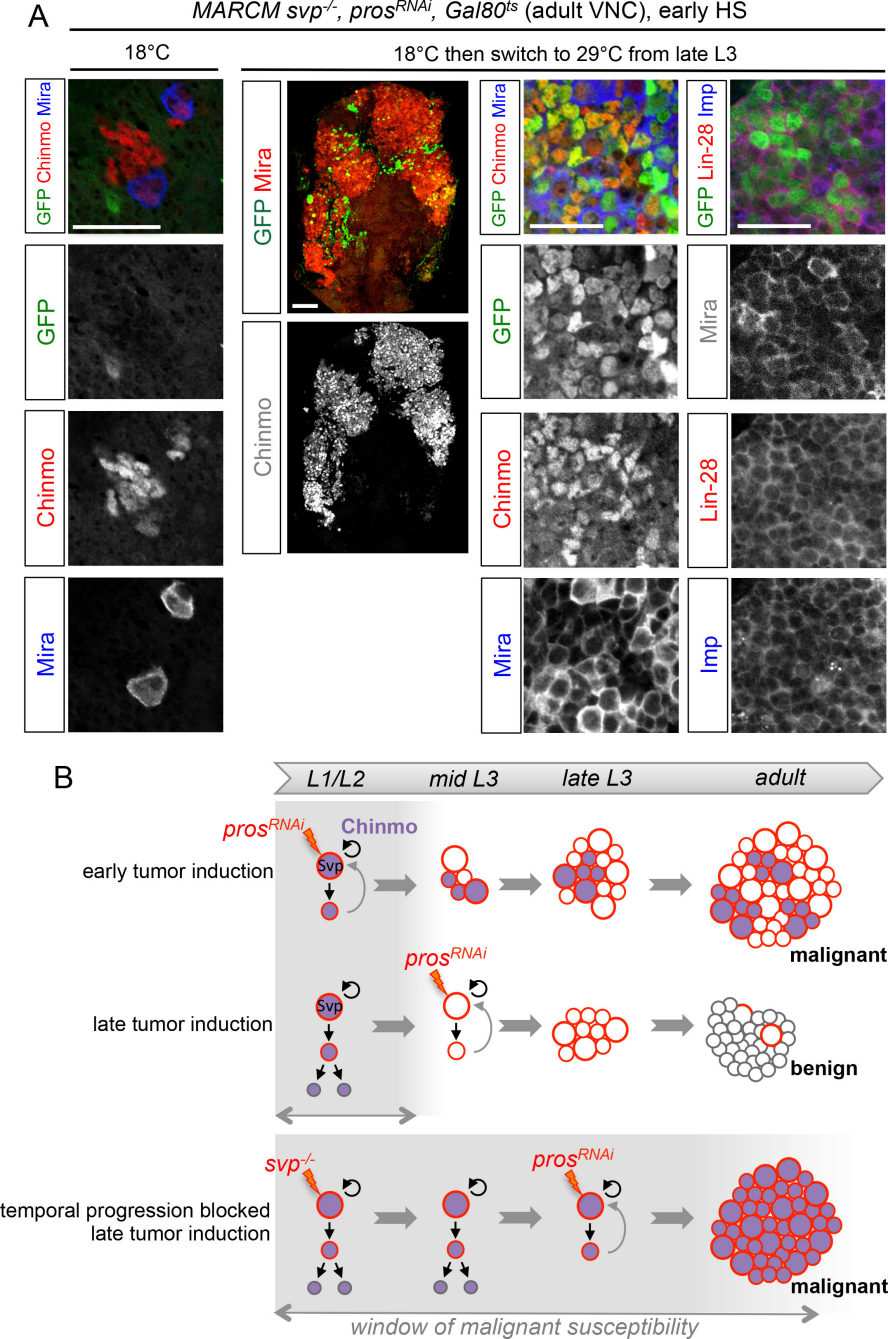
The temporal series regulates the malignant susceptibility of neural cells born during development. (**A**) Larvae were raised at 18°C and heat-shocked in L1 to induce *svp^-/-^ *MARCM clones. Controls were kept at 18°C, to prevent *pros^RNAi^ *expression, leading to the persistence of a single NB per clone in adults. In contrast, if larvae are switched to 29°C from late L3, *pros^RNAi^* is expressed leading to large tumors in adults, exclusively composed of dNBs expressing Chinmo, Imp and Lin-28. (**B**) Schematic recapitulation of the above experiments. Blocking temporal progression in NBs extends the window of malignant susceptibility. **DOI:** http://dx.doi.org/10.7554/eLife.13463.036

## Discussion

In this study, we have uncovered that the NB-encoded temporal patterning system delineates an early window of malignant susceptibility (Figure 9B) through the regulation of an early growth module involving Chinmo, Imp/IGF2BP and Lin-28. Here, we discuss how our work supports an ancestral model that may explain the rapid malignant progression of neural tumors induced during early development.

### An oncogenic module defining growth-sustaining cells in neural tumors with early developmental origins

We have demonstrated that the unlimited growth potential of *pros^-/-^* and *brat^-/-^* tumors induced during early larval development relies on the aberrant maintenance of an oncogenic module respectively co-opted from dedifferentiating early-born GMCs and INPs (and possibly neurons in *nerfin1^-/-^* tumors). The core components of the module involve the BTB transcription factor Chinmo and the mRNA-binding protein Imp. Chinmo and Imp positively cross-regulate at the transcriptional and translational level respectively. We find that Chinmo is a proto-oncogene that is able to promote the transcription of a large set of genes that boost protein synthesis and cell-cycle progression, and is also a strong repressor of neural differentiation. Consequently, over-expression of Chinmo in NBs and GMCs, but not in neurons (Zhu et al., 2006), is sufficient to cause NB amplification and tumor growth. This is consistent with a previously identified oncogenic activity of Chinmo when expressed in the hematopoietic and imaginal disc precursors (Doggett et al., 2015; Flaherty et al., 2010). In contrast, Imp mis-expression is not sufficient to trigger NB amplification but Imp is necessary to maintain *pros^-/-^* tumor growth beyond developmental stages, at least partly by allowing/sustaining Chinmo expression. Another mRNA-binding protein, Lin-28, is also positively regulated by Chinmo in tumors. We found that Lin-28 is however dispensable for tumor growth although Lin-28 over-expression enhances the proportion of Chinmo+ dNBs in tumors. Thus Lin-28 overexpression may promote the self-renewal of Chinmo^+^, Imp^+^ dNBs and therefore increase the growth potential of the tumor. This role is consistent with the observation that high expression of LIN28 isoforms in human tumors promotes tumor growth (Viswanathan et al., 2009). Interestingly, a recent RIP-seq analysis in *Drosophila* embryos has uncovered both Imp and chinmo mRNAs among the most highly enriched targets of Lin-28 (Chen et al., 2015a), and mammalian Imp and Lin-28 orthologs share many common RNA targets (Yang et al., 2015). Thus, Imp and Lin-28 may also directly co-regulate Chinmo translation in tumors. Further investigation is required to identify all components and the regulatory principles of this oncogenic network.

Collectively, our results imply that, although representing a minor sub-population of dNBs, the subset of dNBs co-expressing Chinmo, Imp, and Lin-28 (CIL^+^ dNBs) is sustaining the unlimited growth of the tumor. It remains to be demonstrated whether these CIL^+^ dNBs act as cancer stem cells (CSCs) (Beck and Blanpain, 2013), able to self-renew and generate the bulk of the tumor, or represents a transient amplifying population of progenitors born from another population of rare and slow-proliferating CSCs.

### Temporal regulation of NSC mitotic potential during development

We have shown that Chinmo, Imp and Lin-28 are co-expressed in early NBs and their progeny and are silenced shortly after the L2/L3 transition in ageing NBs by progression of the temporal transcription factor series. Surprisingly, although Chinmo promotes tumor growth during both larval and adult stages, loss of Chinmo in normal NBs did not significantly affect the total number of progeny generated at the end larval stages. This indicates that the growth and proliferation of normal NBs and dNBs does not exhibit the same dependency on Chinmo.

Although Chinmo is not required for proper NB mitotic activity in larvae, its over-expression in NBs is sufficient to promote tumorigenic growth in adults. Moreover, NBs blocked in an early temporal identity fail to persist in adults if lacking Imp and Chinmo. Thus, our results suggests that the silencing of Chinmo and Imp in early L3 by the temporal series is a way to limit the mitotic potential of NBs and ensure their timely termination during pupal stages. The role of Lin-28 in regulating NB mitotic activity during development is still unknown, but in mice, Imp1/Igf2bp1 and Lin28a/b are co-expressed in fetal cortical progenitors where they post-transcriptionally regulate growth genes involved in the PI3K/TOR pathway (Yang et al., 2015). This suggests an evolutionary conserved growth-promoting role of these factors during neural development. Moreover, Lin28a and Imp1 are downregulated in mammals before birth (Yang et al., 2015). This temporal pattern of expression is reminiscent to what is observed in NBs during *Drosophila* larval stages and suggests that the growth dynamic of fetal NSCs in mammals and larval NBs are controlled by evolutionary conserved gene networks. However, whether an analogous temporal transcription factor series in mammals similarly regulates Imp1 and Lin28a/b remains to be demonstrated.

We noticed that loss of Chinmo in temporally blocked NBs does not induce the silencing of Imp. In contrast, Chinmo is necessary for Imp maintenance in tumors. Thus, *chinmo* and *Imp* are not subordinated to the same regulatory mechanisms whether in a developmental or in a tumorigenic context. This indicates that regulatory mechanisms upstream of *chinmo* and *Imp* may be different in normal NBs (the temporal series) and in dNBs after co-option.

### A NSC-encoded clock that regulates malignant susceptibility during early development

We have shown that progression throughout the NB-encoded series of temporal transcription factors terminates an early window of malignant susceptibility in the developing CNS around the beginning of the L3 stage. GMCs born during this early developmental window can generate malignant tumors upon loss of Pros. In contrast, GMCs born after the early window generate benign tumors that either completely differentiate during metamorphosis, demonstrating sensitivity to the growth-terminating cues operating in pupae, or persist in adults but fail to consistently grow, demonstrating a limited growth potential. Blocking progression of the temporal patterning system from early larval stages extends the window of susceptibility and late-born GMCs remain prone to malignant transformation, up to (and possibly beyond) metamorphosis. Our clonal analysis indicates that this window of malignant susceptibility correspond to the temporal window of expression of Chinmo and Imp. All together, our data strongly suggest that it is the presence of an activated Chinmo/Imp module in the cell (GMC) of origin that confers malignant potential. Thus, the temporal patterning regulates malignant susceptibility, at least partly, through the temporal control of Chinmo and Imp in newly-born GMCs during neurogenesis. Whether embryonic GMCs are prone to malignant transformation, like early larval GMCs, remains unclear. We could not in our various assays limit the loss of Pros to embryonically-born GMCs. This question therefore requires further investigation.

Our work reveals a model for the rapid malignant progression of tumors with an early developmental origin. First, inactivation of genes that govern the terminal differentiation of intermediate progenitors or immature neurons triggers exponential NSC amplification. Second, if occurring at an early developmental stage, this dedifferentiation process interferes with the NSC-encoded temporal program that normally limits mitotic potential by silencing genes like Chinmo, Imp and Lin-28 in *Drosophila*. As a result, Chinmo, Imp and Lin-28 (or their analogs in humans) are co-opted in dedifferentiated cells to unleash an early mode of growth that is resistant to differentiation cues during late development and sufficient to sustain unlimited NSC amplification and malignant progression. In contrast to tumors initiated during adulthood, the cells of origin (CIL^+^ GMCs in the case of *pros^-/-^* tumors) already express the early oncogenic modules that are sufficient to sustain rapid growth. Consequently, early-induced tumors do not need to accumulate novel mutations to progress to malignancy. In contrast, later-born neural cells that have already silenced proto-oncogenic, modules may require the accumulation of more genetic and epigenetic alterations for the reestablishment of oncogenic combinations causing malignancy. All together, our data uncovers the developmental program regulating the malignant susceptibility of neural cells in *Drosophila*, and provides a model that may help to unveil the molecular basis underlying the rapid malignant growth of neural tumors with early developmental origins.

### Deciphering temporal patterning in neural progenitors to understand human tumors with early developmental origins

A recent study in mice has shown that inactivation of *Smarcb1* can most efficiently cause tumors resembling atypical teratoid/rhabdoid tumours (AT/RTs), an agressive pediatric CNS cancer, when induced during an early window of pre-natal development (E6 to E10) (Han et al., 2016). In human, the embryonic/fetal origin of tumor cells is also suspected for a number of other pediatric neural cancers such as medulloblastoma in the cerebellum, retinoblastoma in the eye, and neuroblastoma in the sympathetic nervous system (Marshall et al., 2014). Such tumors are typically composed of cells with immature characteristics, referred to as embryonal (Marshall et al., 2014), and they usually carry few genetic alterations (Vogelstein et al., 2013). However, the mechanisms underlying their rapid malignant transformation remains largely unsolved.

We have demonstrated that the ability of human LIN28A/B to promote Chinmo expression in tumors is conserved in *Drosophila*, indicating that some regulatory aspects of the Chinmo/Imp/Lin-28 oncogenic module are likely to be evolutionary conserved. Interestingly, a recent survey of the scientific literature has revealed that *LIN28A/B* genes are much more frequently expressed in pediatric cancers than adult ones (Carmel-Gross et al., 2016), a feature often associated with poor prognosis (Molenaar et al., 2012; Zhou et al., 2013). Human IMPs/IGF2BPs proteins have been less extensively investigated but are expressed in neuroblastoma and other cancers and are also associated with a poor outcome (Bell et al., 2013; 2015). MYCN is a transcription factor of the MYC family, that like Chinmo in *Drosophila*, is expressed during early neurogenesis and promotes ribosome biogenesis and protein synthesis (Boon et al., 2001; Knoepfler et al., 2002; Wiese et al., 2013). Interestingly, it is known to be up-regulated in many pediatric cancers of neural origin (Huang and Weiss, 2013; Swartling et al., 2010; Theriault et al., 2014), and is positively regulated by LIN28 and IMPs/IGF2BPs in neuroblastoma (Bell et al., 2015; Cotterman and Knoepfler, 2009; Molenaar et al., 2012). Thus, Chinmo/Imp/Lin-28 in insect may compose an ancestral oncogenic module with similar functions and regulatory interactions as mammalian MYCN/IMP/LIN28 during early neural development and tumorigenesis.

Whether the temporal expression pattern of such modules, or oncofetal genes in general, delineates windows of malignant susceptibility in mammals is not clear. Interestingly, retinoblastoma is caused by the loss of the Retinoblastoma (Rb) protein that triggers dedifferentiation of photoreceptor cone cells (Xu et al., 2014). Cone cells are among the earliest progeny to be generated by retinal progenitors (from E12 to E16 in mice) and their birth-order is dictated by a series of sequentially expressed temporal transcription factors (Mattar et al., 2015; Young, 1985). In human, maturing cone cells in the retina, but not later born photoreceptors, express high levels of MYCN. Moreover, cooption of MYCN appears instrumental for retinoblastoma tumor growth (Xu et al., 2009). Therefore, temporal patterning in retinal progenitors, as in *Drosophila* NBs, may dictate the malignant susceptibility of their progeny according to their birth order through the regulation of an early growth module involving MYCN. Our work suggests that deciphering temporal specification mechanisms in the different regions of the nervous system will help identify the cell types and gene networks at the origin of pediatric neural cancers.

## Materials and methods

### Fly culture

*Drosophila* stocks were maintained at 18°C on standard medium (8% cornmeal/8% yeast/1% agar). Sterol-free fly food was obtained by replacing classical yeast strain by a sterol-mutant *erg2* knock-out strain in the medium (Katsuyama and Paro, 2013; Parkin and Burnet, 1986).

### Image processing

Confocal images were acquired on Zeiss LSM510 and Zeiss LSM780. ImageJ, FIJI and Photoshop were used to process confocal data. The area of individual tumors was measured from a z-projection of the entire tissue.

### Statistical analysis

For each experiment, at least 3 biological replicates were peformed.

Biological replicates are defined as replicates of the same experiment with flies being generated by different parent flies.

For all experiments, we performed a Mann-Whitney test for statistical analysis, except for Figure 7D and Figure 3—figure supplement 2 where a Fisher’s exact test was used.

No data were excluded.

Statistical test were performed with the online BiostaTGV (http://marne.u707.jussieu.fr/biostatgv/).

Results are presented as dot plots, also depicting the median in red and a boxplot in the background (Whisker mode : 1.5IQR).

The sample size (n), the mean (m), the standard error of the mean (SEM), and the p-value are reported in the Figure legends.

****: p-value ≤ 0.0001, ***: p-value ≤ 0.001, **: p-value ≤ 0.01 and *: p-value ≤ 0.05.

### Fly lines

Experiments were performed at various temperatures as stated below. For generating MARCM clones (Lee and Luo, 1999), the following driver stocks were used:

- FRT19A, tubP-GAL80, hs-FLP1 w; tub-GAL4, UAS-mCD8-GFP/CyO_Act_GFP
- elav-GAL4, UAS-mCD8-GFP, hs-FLP^122^; FRT40A, tubP-GAL80/CyO
- *hs-FLP^122^, tubGal4, UAS-GFP; tub-GAL80, FRT40A; Δlin-28*
- hs-FLP^122^, tubGal4, UAS-GFP; tub-GAL80 FRT80B
- w, tub-GAL4, UAS-nlsGFP::6xmyc::NLS, hsFLP^122^; FRT82B, tubP-GAL80/TM6B

They were crossed with the following stocks:

- *FRT19A, Imp^7^/FM6* (*Munro et al., 2006*) (from F. Besse)
- *chinmo^1^, UAS-mCD8-GFP, FRT40A/CyO* (Zhu et al., 2006)
- *brat^11^, FRT40A/CyO_Act_GFP* (from B. Bello)
- *FRT2A, Df(3L)nerfin-1^159^/TM6b* (from L. Cheng (Froldi et al., 2015))
- *FRT82B, pros^17^/TM6* (from Bloomington #5458)
- *FRT82B, cas^24^/TM6* (Maurange et al., 2008)
- FRT82B, pros^17^, cas^24^/TM6
- *FRT82B, svp^e22^/TM6* (from Bloomington #6190).
- *Δlin-28, FRT80B/TM6* (Chen et al., 2015a)
- UAS-pros^RNAi^/CyO_Act_GFP; Δlin-28, FRT80B/TM6
- brat^11^, FRT40A/CyO_Act_GFP; Dlin-28/TM6

The progeny of the above crosses were heat-shocked 1 hr at 37°C just after larval hatching and raised at 25°C.

- *FRT82B, svp^e22^*, *UAS-chinmo^RNAi1^/TM6 (UAS-chinmo^RNAi1^* from TRiP #HMS00036, Bloomington #33638)
- *UAS-ImpRNAi1; FRT82B svpe22, UAS-chinmoRNAi1/TM6 (UAS-ImpRNAi1*from VDRC #20322).

The progeny of the above crosses were heat-shocked 1 hr at 37°C just after larval hatching and raised at 29°C.

- *UAS-pros^RNAi^; FRT82B, svp^e22^, Gal80ts/TM6* (*UAS-pros^RNAi^* from VDRC #101477)

The progeny of this cross were raised at 18°C, heat-shocked 1 hr at 37°C just after larval hatching, and either maintained at kept at 18°C (restrictive temperature) for the rest of development (controls) or switched at 29°C (permissive temperature) in late L3 stage or early pupae (Figure 9A).

Flip-out clones were generated using *hs-FLP; Act5c>CD2>GAL4, UAS-GFP* (from N. Tapon) with:

- *UAS-chinmo* (Bloomington #50740)

The progeny of this cross were heat-shocked 1 hr at 37°C just after larval hatching and raised at 25°C.

- *UAS-pros^RNAi^ UAS-chinmo^RNAi1^*(TRiP#HMS00036, Bloomington #33638)

The progeny of this cross were heat-shocked 1 hr at 37°C during L2 stages and raised at 29°C.

The GAL4 lines used were the following:

- *nab-GAL4* (#6190 from Kyoto DGRC) is a GAL4 trap inserted into *nab* (CG33545) that is active in all NBs of the VNC and central brain from late embryogenesis (Maurange et al., 2008)
- *eagle-GAL4* (*eg-GAL4*, Bloomington #8758) is active in a small subset of NBs in the VNC and brain.
- *pox^n^-GAL4* (Boll and Noll, 2002) is active in 6 NBs of the VNC.

The UAS lines used were:

- *UAS-chinmo* (Bloomington #50740)
- *UAST-GFP-Imp* (Medioni et al., 2014)
- *UAS-pros^RNAi^*(TRiP#JF02308,Bloomington #26745)
- *UAS-pros^RNAi^* (VDRC #101477)
- *UAS-Imp^RNAi1^*(VDRC #20322)
- *UAS-Imp^RNAi2^*(VDRC #20321)
- *UAS-chinmo^RNAi1^*(TRiP#HMS00036, Bloomington #33638)
- *UAS-chinmo^RNAi2^*(NIG-Fly #17156R-1)
- *UAS-lin-28/CyO* (Chen et al., 2015a)
- *UAS-LIN28A* (Chen et al., 2015a)
- *UAS-LIN28B* (Chen et al., 2015a)
- *UAS-dicer2* (Bloomington #24650 and #24651) was used in combination with GAL4 lines in order to improve RNAi efficiency.

The *lin28^Δ1^, {lin-28::Venus} (Lin-28-V*) stock contains a genomic rescue transgene encoding a fluorescently tagged Lin-28 (Chen et al., 2015a).

GFP-Imp is the protein-trap line #G0080 (Morin et al., 2001).

The progeny of the above crosses were raised at 29°C.

*pox^n^-GAL4* is already active in embryonic NBs (Boll and Noll, 2002). However, we could show that inhibition of embryonic GAL4, using a tub-*Gal80^ts^* transgene, does not significantly alter tumor formation demonstrating that *pros^RNAi^* expression during early larval stages is sufficient to cause malignant tumors in adults.

### Immunohistochemistry

Dissected tissues were fixed 5 min or more in 4% formaldehyde/PBS depending on the primary antibody. Stainings were performed in 0.5% triton/PBS with antibody incubations separated by several washes. Tissues were then transferred in Vectashield (Clinisciences, France) with or without DAPI for image acquisition. Primary antibodies were: chicken anti-GFP (1:1000, Tebubio, France), mouse anti-Mira (1:50, A. Gould), guinea-pig anti-Mira (1:1000, A. Wodarz), guinea-pig anti-Asense (1:1000, J. Knoblich), rabbit anti-PH3 (1:500, Millipore, Billerica, MA), rat anti-PH3 (1:500, Abcam, UK), rat anti-Elav (1:50, DSHB, Iowa City, IA), rat anti-Chinmo (1:500, N. Sokol), rabbit anti-Castor (1:500, W. Odenwald), guinea-pig anti-Hunchback (1:500, J. Reinitz), guinea-pig anti-Kruppel (1:500, J. Reinitz), rabbit anti-Pdm (1:500, X. Yang), mouse anti-Svp (1:50, DSHB), rabbit anti-Imp (1:500, P. Macdonald), rat anti-Lin-28 (1:500, N. Sokol). Adequate combinations of secondary antibodies (Jackson ImmunoResearch, West Grove, PA) were used to reveal expression patterns.

### RNA extraction

Females from the driver line *nab-Gal4, UAS-dicer2* were crossed to males carrying *UAS-pros^RNAiVDRC^* 2) *UAS-pros^RNAiVDRC^; UAS-chinmo^RNAiTRiP^*and *UAS-pros^RNAiVDRC^; UAS-chinmo*. Crosses were grown 7 days at 18°C and then switched at 29°C. Late L3 VNCs were dissected in cold PBS 3 days after the 29°C switch, during 30 min dissection rounds. Dissected VNCs were put in 500μL cold Lysis Buffer (RA1 from the Total RNA Isolation kit, Macherey Nagel, Germany) supplemented with 50 μL glass beads (diameter 0.75-1mm, Roth, A554.1) and frozen in liquid nitrogen at the end of the dissection round. Sample tubes were then stored at -80°C up to RNA extraction. Biological triplicates were made for each condition with brain numbers as follows (1) n=79, n=57, n=65; (2) n= 70, n=58, n=78; (3) n=51, n=60, n=82. For the RNA extraction, dissected brains stored in liquid nitrogen were thawed on ice. 10 μL TCEP were added to each tube following by 40s vortex. RNA extraction was then performed following the Total RNA Isolation NucleoSpin RNA XS protocol (Macherey Nagel). RNA quality and quantity were checked by running samples on an Experion RNA HighSens Chip (Biorad, 700–7105, Hercules, CA) and send to the Montpellier Genomix platform for RNA sequencing.

### Library preparation and sequencing

Libraries were constructed using the Truseq stranded mRNA sample prep kit (Illumina, ref.RS-122-2101, San Diego, CA) according to the manufacturer instructions. Briefly, poly-A RNAs were purified using oligo-d(T) magnetic beads from 300ng of total RNA. The poly-A^+^ RNAs were fragmented and reverse transcribed using random hexamers, Super Script II (Life Technologies, ref. 18064–014, Waltham, MA) and Actinomycin D. During the second strand generation step, dUTP substitued dTTP. This prevents the second strand to be used as a matrix during the final PCR amplification. Double stranded cDNAs were adenylated at their 3' ends before ligation was performed using Illumia's indexed adapters. Ligated cDNAs were amplified following 15 cycles PCR and PCR products were purified using AMPure XP Beads (Beckman Coulter Genomics, ref.A63881, Brea, CA). Libraries were validated using a DNA1000 chip (Agilent, ref. 5067–1504, Santa Clara, CA) on a Agilent Bioanalyzer and quantified using the KAPA Library quantification kit (Clinisciences, ref. KK4824). Four libraries were pooled in equimolar amounts per lane and sequencing was performed on an HiSeq2000 using the single read protocol (50nt).

### RNA-Seq data analysis

Image analysis and base calling were performed using the HiSeq Control Software and Real-Time Analysis component provided by Illumina. The quality of the data was assessed using FastQC from the Babraham Institute and the Illumina software SAV (Sequence Analysis Viewer). Demultiplexing was performed using Illumina's sequencing analysis software (CASAVA 1.8.2). A splice junction mapper, TopHat 2.0.9 (Kim et al., 2013) (using Bowtie 2.1.0 [Langmead and Salzberg, 2012]), was used to align RNA-Seq reads to the Drosophila melanogaster genome (UCSC dm3) with a set of gene model annotations (genes.gtf downloaded from UCSC on March 6 2013). Final read alignments having more than 3 mismatches were discarded. Then, the gene counting was performed using HTSeq count 0.5.3p9 (union mode) (Anders et al., 2014). The data is from a strand-specific assay, the read has to be mapped to the opposite strand of the gene. Before statistical analysis, genes with less than 15 reads (cumulating all the analyzed samples) were filtered and thus removed. Differentially expressed genes were identified using the Bioconductor (Gentleman et al., 2004) package DESeq (Anders and Huber, 2010) 1.14.0. Data were normalized using the DESeq normalization method. 

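The size factors behind the deposited values were recovered from the table. The value of 1 read was 0.928, 1.05 and 0.832 in *nab>pros RNAi* replicates A, B and C, 0.929, 1.15 and 0.937 in *nab>pros RNAi, chinmo RNAi* and 0.950, 1.11 and 1.16 in *nab>pros RNAi, chinmo*. After normalization, the libraries held totals of 35141401 to 40159093 normalized counts, because the method equalizes the typical gene and not the total. No reads were recorded in any library for 1415 of the genes. With the deposited scaling, 44.1% of the genes that differed between *nab>pros RNAi* and *nab>pros RNAi, chinmo RNAi* were higher in *nab>pros RNAi*, 54.1% of those that differed between *nab>pros RNAi, chinmo* and *nab>pros RNAi* were higher in *nab>pros RNAi, chinmo*, and 46.7% of those that differed between *nab>pros RNAi, chinmo* and *nab>pros RNAi, chinmo RNAi* were higher in *nab>pros RNAi, chinmo*.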

Genes with adjusted p*-*value to less than 5% (according to the FDR method from Benjamini-Hochberg) were declared differentially expressed. To perform the functional analysis of the resulting list of genes with the Gene Ontology (GO) annotations, the topGO (Alexa et al., 2006) package from Bioconductor was used. Overrepresented GO terms were identified using Fisher's exact test with the weight method. As confidence threshold we used a p-value of 1%. To realize this analysis the differentially expressed genes were compared with those of all known genes present in the annotation. The GO categories were found in the Org.Dm.eg.db package (Carlson) based on the gene reporter EntrezGeneID. Gene Ontology and Kegg pathway analysis were performed using Flymine (Lyne et al., 2007). Raw RNA-seq data are available in the Gene Expression omnibus database (accession number: GSE64405).

### Transplantation experiments

Transplantations of *nab>GFP (UAS-GFP/+; nab-GAL4, UAS-dcr2/+), nab>pros^RNAi^ (UAS-GFP/UAS-pros^RNAi^; nab-GAL4, UAS-dcr2/+), nab>pros^RNAi^; chinmo^RNAi^ (UAS-GFP/UAS-pros^RNAi^; nab-GAL4, UAS-dcr2/UAS-chinmo^RNAi^*), and *nab>chinmo (UAS-GFP; nab-GAL4, UAS-dcr2/UAS-chinmo)* VNCs and brains have been performed in *yw* females according to (Rossi and Gonzalez, 2015).

How the deposited data were processed for this re-analysis (not part of the article)

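RNA was measured in VNCs of late larvae of 3 genotypes, with 3 biological replicates each: *nab>pros RNAi*, *nab>pros RNAi, chinmo RNAi* and *nab>pros RNAi, chinmo*. Replicates were grouped by the genotype in the sample labels, and all 9 libraries were used. The replicate letters do not state that libraries of different genotypes were prepared together, and the lanes of the sequencer are not given for each library, so no batch was modelled in the tests reported at the claims. The paper's methods state that VNCs came from larvae kept for 7 days at 18°C and for 3 days at 29°C, that poly-A RNA was made into stranded libraries, and that single reads were produced on a HiSeq2000 with several libraries per lane. The authors aligned the reads with TopHat and Bowtie to the dm3 assembly, discarded alignments with several mismatches, counted reads on genes with HTSeq-count and normalized the counts with DESeq. The sample labels give the stage as wandering L3, and the methods give it as late L3.

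The authors deposited a table of normalized counts, and its values are signal values in the sense that each is a number of reads divided by a size factor. Every value of a library (100%) was checked to be a whole multiple of the value of 1 read, so the number of reads was recovered for each gene. The table holds 15340 genes, of which 1415 have no reads in any library. Genes are named by symbol and Entrez number, except 100 without a number. The reads on genes per library had a median of 40749978 in *nab>pros RNAi*, 38458076 in *nab>pros RNAi, chinmo RNAi* and 35276601 in *nab>pros RNAi, chinmo*, so sampling noise matters mainly for genes near the floor, which was set at 3 counts. The reference annotation held is a later release than dm3 and was used only for gene names, transcript lengths and chromosomes. It matched 14940 of the genes. GO and KEGG annotations, raw reads and the other experiments of the paper were not analysed here.

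The main test was limma 3.58.1 in R 4.3.3 on log2(value + 1), with a pseudocount of 1. Each comparison was fitted in its 6 libraries, on genes whose values sum to at least 15, with lmFit and with eBayes using a mean-variance trend. The threshold was a Benjamini-Hochberg adjusted p-value of 0.05. Genes called in the same direction in *nab>pros RNAi* against *nab>pros RNAi, chinmo RNAi* and in *nab>pros RNAi, chinmo* against *nab>pros RNAi* were taken as raised or lowered in both comparisons. Genes higher or lower in *nab>pros RNAi* than in both other genotypes were counted in the same way. The difference between the steps of Chinmo level was tested as a contrast in a fit of all 9 libraries. Gene lists were tested with camera with a preset inter-gene correlation of 0.01, with fry and camera with an estimated correlation beside it, and adjusted over all lists and the 3 comparisons. Overlaps of lists with the genes changed in both comparisons were tested with Fisher's exact test, two-sided, on the genes tested in both.

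There were 18 gene lists: RNA polymerase I and ribosome assembly, cytosolic and mitochondrial ribosomal proteins, DNA replication, mitosis and cell cycle, synapse and neurotransmission, axon guidance and cell adhesion, neuroblast, glia, ecdysone response, salivary gland, fat body, muscle, cuticle, hemocyte, dosage compensation RNA of males, early and late temporal genes, and transgene-linked genes. They were written from general knowledge after the paper and its supplementary tables had been read. The grouping, tests, thresholds, these lists, the rule for naming genes and the alternatives were chosen before the data were examined. A list of larval gut and Malpighian tubule genes (1 list), the removal of a transcript length trend from each library, the alternatives for the odds ratios and for the difference between the steps, and the tests named at the top of each part below were chosen after values had been seen. The genes named are those the paper names, the 12 bars of Figure 4—figure supplement 1D, *pros*, temporal factors and cell type markers, genes linked to the transgenes and members of the lists. To these were added the 5 genes with the largest and the 5 with the smallest log2 fold change in each comparison, and the 3 genes highest and the 3 genes lowest in *nab>pros RNAi* whose smaller change was the largest. The genes added for each comparison had a mean of at least 50 normalized counts in one of the conditions, passed the threshold and had no overlap between the libraries of the conditions. Genes named outside this rule are marked as such.

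The alternatives were a pseudocount of 0.5 or 10, no filter, a filter on a mean of at least 10, rescaling by median of ratios or upper quartile, scaling to the same total, quantile normalization, eBayes without a trend, a fit of all 9 libraries, a replicate block, the quasi-likelihood test of edgeR 4.0.16 with TMM and DESeq2 1.42.0 on the recovered reads, and each library left out in turn. Figures were drawn with matplotlib 3.10.9. The limma, edgeR and DESeq2 tests of single genes and camera with the preset correlation were tested on simulated data, the former with 200 changed genes. Fry, camera with an estimated correlation, the overlaps and the contrast between the steps were not tested in this way. The main test recovered 82.5%, 78% and 95% of the changed genes in the 3 comparisons and called 6, 7 and 10 unchanged genes among 10851, 10874 and 10863 genes run. For changes in both comparisons it recovered 74% and called 0 unchanged genes. DESeq2 recovered 88.5%, 87% and 97.5% and called 64, 55 and 66 unchanged genes, and edgeR recovered 81.5%, 78% and 95% and called 4, 5 and 11. Camera passed the threshold for the changed list and for 0 of 20 unchanged lists of 40 genes. The simulated genes were drawn independently of one another, so this does not test camera on lists whose genes move together between replicates.

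On the data, edgeR called 1728 genes higher and 1976 lower in *nab>pros RNAi* than in *nab>pros RNAi, chinmo RNAi*, 1335 higher and 742 lower in *nab>pros RNAi, chinmo* than in *nab>pros RNAi*, and 2853 higher and 2270 lower in *nab>pros RNAi, chinmo* than in *nab>pros RNAi, chinmo RNAi* (Benjamini-Hochberg adjusted p-value under 0.05). Of its 395 genes raised in both comparisons, 276 were among those of limma, as were 359 of its 362 lowered genes. DESeq2 called 2038 and 2205, 1694 and 1491, and 2529 and 2785 genes in the same order. Of its 592 raised and 772 lowered genes, 283 and 465 were among those of limma. The supplementary tables of the paper were used where they are held in full, which leaves out its tables of *nab>pros RNAi* against *nab>pros RNAi, chinmo RNAi* and of *nab>pros RNAi, chinmo* against *nab>pros RNAi, chinmo RNAi*.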

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

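The tests of the length trend, of depth, of the groupings of 9 libraries, of *Ilp8* against the ecdysone response, of the gut genes and of the chromosomes were chosen only after the results were seen.

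Several results differed between the 2 steps of Chinmo level, from *nab>pros RNAi, chinmo RNAi* to *nab>pros RNAi* (first step) and from *nab>pros RNAi* to *nab>pros RNAi, chinmo* (second step). In the fit of all 9 libraries, 821 of 11862 genes differed between the steps (432 with the larger rise in the second step and 389 with the larger rise in the first; limma, Benjamini-Hochberg adjusted p-value under 0.05). The count was 180 without *nab>pros RNAi* replicate B and 1754 without *nab>pros RNAi, chinmo RNAi* replicate C. The mitosis and cell cycle list rose in the first step and not in the second, with a median difference of -0.66 on the log2 scale (camera adjusted p = 2.56e-12, Benjamini-Hochberg; 0.0193 with fry; 0.554 with an estimated correlation). The neuroblast list differed by -0.97 (camera adjusted p = 1.24e-07, Benjamini-Hochberg; 0.0193 with fry; 0.554 with an estimated correlation) and the DNA replication list by -0.41 (camera adjusted p = 1.24e-07, Benjamini-Hochberg; 0.0766 with fry; 0.586 with an estimated correlation).

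The tables argue against transcript length bias of single libraries as the whole cause, since the median difference of the mitosis list was -0.67 with the length trend removed from each library. They argue against low depth too, as the mitosis genes had a median of 6056 reads per gene and library. With each library left out in turn, the difference between the 2 steps, mitosis and cell cycle list, stayed between -0.80 and -0.59, and the difference between the 2 steps, neuroblast list, stayed between -1.07 and -0.87. For the number of genes whose steps differ, 5 of 100 drawn groupings of the 9 libraries (of 840 in all) gave as many. The others were 4391 genes with the 3 *nab>pros RNAi, chinmo RNAi* libraries as the middle group, 1163 with the 3 *nab>pros RNAi, chinmo* libraries there, and 1436 and 1427 with 2 *nab>pros RNAi, chinmo* libraries there, so a middle group that lies apart from the rest is enough to give such a number. In *chinmo* RNA of whole VNCs the steps were unequal, with a change of 0.66 in the first and 3.24 in the second on the log2 scale. This RNA includes that of neurons and does not give the Chinmo level within dNBs. The composition of the tissue was not measured in these samples. In separate VNCs, the paper counted a lower share of dNBs in mitosis in late larval *nab>pros RNAi, chinmo RNAi* than in *nab>pros RNAi*. It gives no such share for *nab>pros RNAi, chinmo*. A limit to the share of dividing neuroblasts that is reached in *nab>pros RNAi* may be one explanation; it stays open, as does a different larval age.

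*Hsc70-2* was higher in *nab>pros RNAi* (1317 to 1397 normalized counts) than in *nab>pros RNAi, chinmo RNAi* (12.6 to 77.1) and *nab>pros RNAi, chinmo* (13.9 to 27.6), a difference between the steps of -11.89 (standard error 1.05, adjusted p = 0.000451, limma with Benjamini-Hochberg adjustment). The gene next to it, *CG31157*, had the same shape (190 to 211 normalized counts in *nab>pros RNAi*, 10.2 to 24.1 in *nab>pros RNAi, chinmo RNAi* and 1.90 to 3.47 in *nab>pros RNAi, chinmo*). *Hsp70Ba* had the opposite shape, with 1.86 to 10.8 normalized counts in *nab>pros RNAi*, 153 to 427 in *nab>pros RNAi, chinmo RNAi* and 60.9 to 259 in *nab>pros RNAi, chinmo*, and a difference of 10.18 (standard error 1.18, adjusted p = 0.00165, limma with Benjamini-Hochberg adjustment). The *Hsp70* genes have several near-identical copies, which the counts do not separate well. In the genotypes the paper writes out, *UAS-chinmo RNAi* and *UAS-chinmo* lie opposite *nab-GAL4* on the same chromosome, read here as chromosome 3. Its paternal copy thus comes from a different stock in each condition, which enters every comparison. A larger or smaller amount in a single genotype, independent of the order of Chinmo level, may arise from this. Genes highest or lowest in *nab>pros RNAi* lay on chromosome 3 in 54.3% of 223 cases against 44.0% of other genes (Fisher's exact test, p = 0.00267, adjusted p = 0.0174 over 13 tests, Benjamini-Hochberg). Without genes of low mean or of other tissues, the shares were 53.3% of 212 for these genes (Fisher's exact test, p = 0.00792) and 43.9% of 743 for genes raised or lowered in both comparisons (Fisher's exact test, p = 0.848). Among genes with both changes of at least 2-fold, the shares were 62.8% of 43 for genes highest or lowest in *nab>pros RNAi* (Fisher's exact test, p = 0.02, adjusted p = 0.052, Benjamini-Hochberg) and 58.4% of 125 for genes raised or lowered in both comparisons (Fisher's exact test, p = 0.00148, adjusted p = 0.0174, Benjamini-Hochberg), so among large changes the gathering was seen in both kinds. A difference in stress or handling between genotypes was not tested and stays open.

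Among genes outside those the paper discusses, *mthl8* was at 1469 to 1606 normalized counts in *nab>pros RNAi, chinmo* and at most 1.86 in the libraries of the other conditions, so that it was at least 514-fold higher in *nab>pros RNAi, chinmo* than in *nab>pros RNAi, chinmo RNAi*. *CG32318*, next to *Klp61F*, was at 83.6 to 110 normalized counts in *nab>pros RNAi, chinmo* and was listed at 0 in the libraries of *nab>pros RNAi* and *nab>pros RNAi, chinmo RNAi*. Genes with a mean of at least 50 normalized counts in 1 condition, and in each of its libraries at least 10 times the highest value of the other conditions, numbered 13. Not all were near the floor elsewhere, since *CG10005* (2767 to 3577 normalized counts in *nab>pros RNAi, chinmo*) was at 37.4 to 125 in the other libraries. Of the 13 genes, 7 lay on chromosome 3 (Fisher's exact test, p = 0.58), too few to decide whether the different stocks of chromosome 3 account for them. A response to high Chinmo stays open, and was not tested apart from the genotype.

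*LysB*, a digestive enzyme gene, was at 8758 normalized counts in *nab>pros RNAi, chinmo* replicate A and at 7.74 and 5.78 in replicates B and C. *nab>pros RNAi* replicate C held 414. *epsilonTry* was at 5435 in *nab>pros RNAi, chinmo* replicate A and at 4.43 and 1.16 in replicates B and C. Of the other 14 gut genes with reads, *LysB* and *epsilonTry* left out because they were noticed in these libraries, 11 were highest in *nab>pros RNAi, chinmo* replicate A, and 13 were highest in *nab>pros RNAi* replicate C among the other 8 libraries. This is consistent with larval gut carried over at dissection in these samples, which also share the positive end of the second principal component. No biological explanation was tested, since the condition does not single out 1 library.

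*Ilp8* was at 163 ± 128 normalized counts (SD, n = 3) in *nab>pros RNAi, chinmo*, with 130, 55.3 and 304 in replicates A, B and C. It was at 5.57, 25.1 and 10.8 in *nab>pros RNAi* and at 0.929, 0 and 0 in *nab>pros RNAi, chinmo RNAi*, so that *nab>pros RNAi, chinmo* was at least 54.2-fold higher than *nab>pros RNAi, chinmo RNAi*, and at least 30.8-fold without *nab>pros RNAi, chinmo* replicate C. Low depth would not give values so far above the floor of 3 counts in each of the 3 *nab>pros RNAi, chinmo* libraries. A rise of *Ilp8* that delays the ecdysone response might lower the ecdysone response score most in the library with the most *Ilp8*. That was so in 0 of 2 conditions: in *nab>pros RNAi*, *Ilp8* was highest in replicate B and the score lowest in replicate C, and in *nab>pros RNAi, chinmo* they were replicates C and B. With 3 libraries per condition, this cannot exclude a delay that is the same in each library of a condition, and the effect of *Ilp8* cannot be told apart from that of the genotype. Tissue damage or slow growth as a source of *Ilp8* was not tested. *Ilp8*, *LysB* and *epsilonTry* were named after their values were seen.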

How the results depend on the processing

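The removal of a length trend, the alternatives for the odds ratios and for the difference between the steps, the count of other divisions for gene lists and the groupings of 9 libraries were chosen only after the results were seen. The first step is *nab>pros RNAi* over *nab>pros RNAi, chinmo RNAi*, the second is *nab>pros RNAi, chinmo* over *nab>pros RNAi*, and the extremes are *nab>pros RNAi, chinmo* over *nab>pros RNAi, chinmo RNAi*.

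Over 20 other settings of the fit, camera with a preset correlation kept the direction and the side of the threshold of the lists for ribosome assembly, DNA replication, synapse and axon guidance in each comparison, and of mitosis in the first step and at the extremes. The medians ranged from 0.50 to 0.61, 0.20 to 0.32 and 0.70 to 0.91 for ribosome assembly (first step, second step and extremes), from 0.54 to 0.67, 0.15 to 0.28 and 0.63 to 0.86 for DNA replication, from -0.95 to -0.63, -0.98 to -0.49 and -1.76 to -1.27 for synapse, from -1.02 to -0.74, -0.93 to -0.57 and -1.83 to -1.34 for axon guidance, and from 0.64 to 0.75 in the first step and 0.51 to 0.74 at the extremes for mitosis. The highest camera adjusted p of these was 0.00183 (Benjamini-Hochberg). The mitosis list in the second step kept its sign in 11 of 20 settings, with medians from -0.090 to 0.046. It was 0.0060 with median-of-ratios rescaling, 0.044 with quantile normalization, 0.025 with edgeR, 0.0078 with DESeq2 and 0.042 with the length trend removed, and passed the threshold with none of these.

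The choice of list test mattered more. Camera with an estimated correlation passed for no list (adjusted p = 0.697 for each of these, Benjamini-Hochberg). This holds for the medians of ribosome assembly (0.54, 0.28 and 0.83 in the first step, second step and extremes), DNA replication (0.59, 0.23 and 0.76), mitosis (0.71 in the first step and 0.64 at the extremes), synapse (-0.74, -0.81 and -1.57) and axon guidance (-0.86, -0.81 and -1.70). Among the results just listed, fry did not pass for synapse in the first step (-0.74, adjusted p = 0.0695, Benjamini-Hochberg), and in the second step for ribosome assembly (0.28, 0.0744), DNA replication (0.23, 0.0879) and synapse (-0.81, 0.162). By construction, the estimated correlation widens the spread of a list whose genes move together between replicates.

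Counts of genes depended on the test. With eBayes without a trend, 667 genes were higher and 547 lower in the second step, 130 were raised and 242 lowered in both comparisons, 56 were highest and 72 lowest in *nab>pros RNAi*, and 504 differed between the steps. With a fit of all 9 libraries, 671 genes were higher in the second step. With DESeq2, 1694 were higher and 1491 lower in the second step, 592 raised, 772 lowered and 220 highest in *nab>pros RNAi*. With scaling to the same total, 1621 were lower in the second step and 229 highest in *nab>pros RNAi*. With quantile normalization, 443 were raised and 192 highest in *nab>pros RNAi*. With the length trend removed, 2719 were higher in the first step, 534 were raised and 1930 differed between the steps. The cause was not tested. The share of higher genes among those called moved to 33.5% in the second step and 35.2% at the extremes with scaling to the same total, to 55.8% in the first step and 57.4% at the extremes with quantile normalization, and to 64.3% in the second step with edgeR. At the extremes, the median of all genes shifted by -0.13 with scaling to the same total, by 0.19 with quantile normalization and by 0.11 with edgeR, and in the first step by 0.13 with quantile normalization.

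The replicate letters were tried as a replicate block, although they are not stated to pair the samples. The residuals of libraries with the same letter had correlations over 8696 genes of 0.484, -0.0671 and 0.136 for *nab>pros RNAi* and *nab>pros RNAi, chinmo RNAi* (A, B and C), of -0.538, -0.124 and -0.465 for *nab>pros RNAi, chinmo* and *nab>pros RNAi*, and of -0.415, -0.288 and -0.00274 for *nab>pros RNAi, chinmo* and *nab>pros RNAi, chinmo RNAi*. *nab>pros RNAi, chinmo* replicate A and *nab>pros RNAi* replicate C had one of 0.502. With the block, 125 genes were higher and 45 lower in the second step, 27 raised, 18 lowered, 15 highest and 19 lowest in *nab>pros RNAi*. The block changed the other comparisons less, with 1536 genes higher and 1916 lower in the first step and 1815 and 2355 at the extremes. The odds ratio was then 0 for ribosome assembly, 10.9 for DNA replication (Fisher's exact test, p = 0.0925), 0 for mitosis, 13 for synapse (p = 0.0796) and 8.94 for axon guidance (p = 0.113). A block on letters that do not pair removes degrees of freedom and adds noise. Why the second step lost the most genes was not tested.

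Leaving out 1 library moved the counts as well. Across the fits that each left out one library, from 697 to 2294 genes were higher and from 1285 to 2473 lower in the first step, from 415 to 885 higher and from 234 to 874 lower in the second, from 62 to 362 were raised, from 96 to 534 lowered, from 29 to 153 highest and from 34 to 163 lowest in *nab>pros RNAi*, and from 180 to 1754 differed between the steps. The lowest counts were all without *nab>pros RNAi* replicate B. The highest were without *nab>pros RNAi, chinmo RNAi* replicate C, except those of the second step, which were without *nab>pros RNAi, chinmo* replicate C. The cause was not tested. The counts at the extremes stayed within 1.5 times of theirs.

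The odds ratio of DNA replication genes among the raised genes was 4.53 with eBayes without a trend (Fisher's exact test, p = 0.0788), and that of synaptic genes among the lowered genes was 1.84 (p = 0.306). That of mitosis genes was 0.837 with a mean of at least 10, 0 with eBayes without a trend and 4.88 with DESeq2 (Fisher's exact test, p = 0.000667), and it ranged from 0 (without *nab>pros RNAi, chinmo* replicate A) to 2.57 (without *nab>pros RNAi, chinmo RNAi* replicate C). For synapse the range was 2.26 (without *nab>pros RNAi* replicate B) to 5.56 (without *nab>pros RNAi, chinmo* replicate B). The cause was not tested.

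Other results whose direction changed had medians near 0. In the first step, the muscle list (-0.018) was 0.013 with upper-quartile rescaling, 0.25 with quantile normalization, 0.14 with edgeR, 0.14 with DESeq2 and 0.022 with the length trend removed. The cuticle list (0.029) was -0.054 with a pseudocount of 10, -0.057 without a filter, -0.015 with scaling to the same total, -0.13 with edgeR and -0.12 with DESeq2. With quantile normalization, the temporal list (0.063) was -0.0445 and *cas* (0.068) was -0.020. In the second step, the cytosolic ribosomal list (0.068) was -0.015 with scaling to the same total and -0.013 with quantile normalization, the neuroblast list (-0.023) was 0.0072 with edgeR and 0.0027 with the length trend removed, and *svp* (-0.040) was 0.027 with the length trend removed. The cause was not tested.

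With 1 library left out, the first step ranged for cytosolic ribosomal proteins from -0.051 (without *nab>pros RNAi, chinmo RNAi* replicate B) to 0.38 (without *nab>pros RNAi, chinmo RNAi* replicate C), for mitochondrial ribosomal proteins from -0.0014 to 0.37 (the same libraries), for the dosage compensation RNAs from -0.067 to 0.35 (the same libraries), for muscle from -0.27 (without *nab>pros RNAi* replicate C) to 0.21 (without *nab>pros RNAi* replicate B), for cuticle from -0.38 (without *nab>pros RNAi* replicate C) to 0.20 (without *nab>pros RNAi, chinmo RNAi* replicate C), and for the temporal list from -0.10 (without *nab>pros RNAi, chinmo RNAi* replicate C) to 0.18 (without *nab>pros RNAi, chinmo RNAi* replicate A), with *cas* from -0.085 to 0.26 (the same libraries). The second step ranged for mitosis from -0.042 (without *nab>pros RNAi* replicate C) to 0.046 (without *nab>pros RNAi, chinmo* replicate A), for neuroblast from -0.065 (without *nab>pros RNAi* replicate C) to 0.0045 (without *nab>pros RNAi* replicate A), for glia from -0.30 (without *nab>pros RNAi, chinmo* replicate A) to 0.037 (without *nab>pros RNAi, chinmo* replicate C), for *hb* from -0.71 (without *nab>pros RNAi, chinmo* replicate C) to 0.12 (without *nab>pros RNAi, chinmo* replicate B) and for *svp* from -0.11 (without *nab>pros RNAi, chinmo* replicate B) to 0.0054 (without *nab>pros RNAi, chinmo* replicate A). The extremes ranged for cytosolic ribosomal proteins from -0.016 (without *nab>pros RNAi, chinmo RNAi* replicate B) to 0.45 (without *nab>pros RNAi, chinmo RNAi* replicate C) and for salivary gland from -0.69 (without *nab>pros RNAi, chinmo RNAi* replicate A) to 1.92 (without *nab>pros RNAi, chinmo RNAi* replicate B).

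Each result was also counted once for each setting in which it changed, so that the same result can be counted several times. Over all gene lists (54 results, the medians given above included), 56 such cases were weaker, 16 stronger and 20 reversed with the settings that keep the 9 libraries. Of the 56, 27 came from camera with an estimated correlation. Over named genes there were 54, 19 and 2 cases. With 1 library left out, 11 cases of list results were weaker, 13 stronger and 21 reversed, and 71, 6 and 3 of named genes.

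Other divisions of the 6 libraries into 3 and 3 tested the counts of genes. Of 10 divisions, 1 (the real one) gave as many genes in each of the 3 comparisons, and the others gave 0 genes, with 45 to 430, 54 to 963 and 55 to 245 genes at an unadjusted p under 0.05 in the first step, the second and the extremes, against 4917, 3948 and 5848 for the real division. A design of 3 against 3 cannot give a share under 0.1. For gene lists past the threshold of camera with a preset correlation, 5 of 10 divisions gave as many in the first step, 4 in the second and 5 at the extremes. The number of lists that pass is therefore no evidence for the grouping. Of 100 drawn groupings of the 9 libraries into ordered groups, 1 (the real one) gave as many genes raised or lowered in both comparisons (752), and the highest of the others was 0. Simulated sets with the same *nab>pros RNAi* libraries held at most 196 such genes. Sharing these libraries lowers this number, so it could not have explained an excess, and the sets do not test the 752.

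Depth limits genes near the floor. *lin-28* in *nab>pros RNAi, chinmo RNAi* and *Ilp8* in *nab>pros RNAi, chinmo RNAi* are such genes, and their folds rest on few reads.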

Differences from the paper's values

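A count or fold change was taken to differ from the paper's where one was more than 1.5 times the other, and a log2 fold change where its sign differed or the gap exceeded the combined SD of the replicates of the 2 conditions. By these limits, none of the paper's values for a measure computed here differed from the value of the tests reported at the claims. The tests named below as chosen after the values were seen are the removal of a transcript length trend and the ranking of all raised genes. The numbers of genes raised and lowered in both comparisons were 283 and 469, against the paper's 214 and 388, so more genes were called here, by less than 1.5 times. The nearest to the limit was the number of genes that differed in the first step, 3665 here and nearly 1.5 times the number that the paper lists. Among the alternatives set before the data were examined, the edgeR quasi-likelihood test on recovered reads gave 395 and 362, and DESeq2 gave 592 and 772, of which all but 362 lay beyond the limit. Raised genes also exceeded it with median-of-ratios rescaling (388), upper-quartile rescaling (386) and quantile normalization (443). Lowered genes did so with scaling to the same total (610). Counts were too low for the limit with eBayes without a trend (130 and 242) and with a replicate block (27 and 18). With 1 library left out, 62 to 362 genes were raised and 96 to 534 lowered.

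The paper lists *msi* among the positive targets. Here its rise from *nab>pros RNAi* to *nab>pros RNAi, chinmo* was 0.31 on the log2 scale and did not pass the threshold (adjusted p = 0.0582, limma with Benjamini-Hochberg adjustment). It passed with median-of-ratios rescaling within the 6 libraries (adjusted p = 0.0382), upper-quartile rescaling (adjusted p = 0.0439), edgeR (adjusted p = 0.0429) and DESeq2 (adjusted p = 0.00148), all with Benjamini-Hochberg adjustment, and with the length trend removed from each library, which was chosen after the values were seen (adjusted p = 0.0434, Benjamini-Hochberg). Over the alternatives the adjusted p ranged from 0.00148 to 0.172.

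Figure 4—figure supplement 1D of the paper shows the most strongly raised Chinmo targets between the conditions with the most and the least Chinmo. Its legend names the driver as *pox n*, whereas the paper's text and the sample labels give *nab*, so *nab>pros RNAi, chinmo* and *nab>pros RNAi, chinmo RNAi* were compared here. Among the 283 genes raised in both comparisons here, *Ilp8* ranked 1, *CG13692* ranked 4 (log2 fold change 4.07), *BBS8* ranked 6 (log2 fold change 3.80) and *CG15484* ranked 12 (log2 fold change 2.49) by this change. These genes are not in that figure or among the paper's positive targets, and were named after their values were seen. The first rank of *Ilp8* rests on the pseudocount, since the gene was at the floor in *nab>pros RNAi, chinmo RNAi*. Its rise is only known to be at least 54.2-fold, and *lin-28*, which ranked 2, rose 60.9-fold, so the first rank is not established. *CG13692* and *BBS8* were raised in both comparisons in 23 of 23 other settings, *CG15484* in 18 and *Ilp8* in 16. *Ilp8* was not with a mean value of at least 10, with eBayes without a trend, with a block on the replicate letters, without *nab>pros RNAi, chinmo* replicate A or without *nab>pros RNAi* replicate A, B or C. *CG15484* was not with this block, without *nab>pros RNAi, chinmo* replicate A, without *nab>pros RNAi, chinmo RNAi* replicate B or without *nab>pros RNAi* replicate B or C.

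The paper describes the positive targets as enriched in genes for cell-cycle progression, by GO and KEGG annotation. The mitosis and cell cycle list used here had an odds ratio of 1.04 among the raised genes (Fisher's exact test, p = 0.623), and DESeq2 gave 4.88 (p = 0.000667). The DNA replication list had 22.0. Both lists were written after the paper's targets had been read, so these odds ratios are no independent evidence for or against that enrichment.

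Of the paper's positive targets, 170 of 214 were called here, and 324 of 388 negative targets. DESeq2 called 214 and 387, and edgeR called 191 and 269.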

Other observations

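The tests of the neuroblast share and of *pros*, of the new glue genes, of *Ilp8*, of the gut genes, of the chromosomes and of the length trend were chosen only after the results were seen, as were the statistic used for the share of neurons and the values of *roX1* and *roX2* with a library left out or between the extremes.

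Neuronal lists fell with more Chinmo in both steps, from *nab>pros RNAi, chinmo RNAi* to *nab>pros RNAi* and from *nab>pros RNAi* to *nab>pros RNAi, chinmo*. A loss of neurons alone, with the other cell types in fixed proportion, would raise the markers of every other cell type alike. Against this narrow case, the median of the neuroblast list minus that of the glia list was 1.51 on the log2 scale between *nab>pros RNAi, chinmo* and *nab>pros RNAi, chinmo RNAi*. More neuroblasts in place of neurons would also give such a difference, so a lower share of neurons is not excluded. The glia list of 10 genes had medians of -0.50 in the first step, -0.20 in the second (0.04 without *nab>pros RNAi, chinmo* replicate C) and -0.64 between the extremes (camera adjusted p = 0.408, 0.727 and 0.239, Benjamini-Hochberg), with 3 of 10 genes above 0 between the extremes. A larger share of neuroblasts is consistent with the first step, where 10 of 10 neuroblast genes passed the threshold upwards (median 0.92, camera adjusted p = 1.15e-06, Benjamini-Hochberg). In the second step, the neuroblast median was -0.023 (camera adjusted p = 0.943, Benjamini-Hochberg), and 0.0072 with edgeR, with 5 genes on either side of 0. A median near 0 leaves a larger share of neuroblasts, second step, undecided. Between the extremes it was 0.87, with 8 genes past the threshold upwards (camera adjusted p = 0.000139, Benjamini-Hochberg). In RNA of whole VNCs, a direct effect of Chinmo on neuronal genes and a change in cell composition cannot be told apart in the second step, and a direct effect stays open in the first.

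The target of the RNAi construct, *pros*, fell by 1.91 on the log2 scale from *nab>pros RNAi, chinmo RNAi* to *nab>pros RNAi, chinmo*. Of 122 neuronal genes, 37 (30.3%) fell by as much, so a larger share of neuroblasts could account for its fall. An effect of Chinmo on *pros*, or a stronger RNAi, stays open.

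The ecdysone response list of 28 genes had medians of -0.89, -0.63 and -1.13 in the first step, the second and between the extremes (camera adjusted p = 0.00308, 0.00107 and 0.00128, Benjamini-Hochberg), with 21, 24 and 20 genes below 0. Among the genes lowered in both comparisons were 7 of them (odds ratio 7.50, Fisher's exact test, adjusted p = 0.00127, Benjamini-Hochberg): *EcR*, *Eip63F-1*, *Eip74EF*, *Eip78C*, *Eip93F*, *Hr46* and *mamo*. The paper's negative targets, read before the list was written, include 10 genes of the list, so this odds ratio is no independent evidence of enrichment. Larvae of different age at dissection might give such a fall too, and no value here decides for or against it. Age is not stated for each library and would follow the genotype, so that it cannot be told apart from an effect of Chinmo on these genes.

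The salivary gland list had medians of 2.66 in the first step (3.04 with genes near the floor at their bound; camera adjusted p = 0.0402, Benjamini-Hochberg), -2.16 in the second (camera adjusted p = 0.0355, Benjamini-Hochberg) and 0.32 between the extremes (0.20 at the bound; camera adjusted p = 0.681, Benjamini-Hochberg; -0.69 without *nab>pros RNAi, chinmo RNAi* replicate A). The 6 *Sgs* genes were all highest in replicate C among the *nab>pros RNAi* libraries, which is consistent with salivary gland carried over at dissection in that sample, and 5 of 6 were highest in replicate B among the *nab>pros RNAi, chinmo RNAi* libraries. The levels were low, with 44.5, 107 and 238 normalized counts of *Sgs3* in *nab>pros RNAi* replicates A, B and C. The new glue genes *ng1*, *ng2* and *ng3* do not follow, since 0 of 3 were highest in *nab>pros RNAi* replicate C (3 of 3 were highest in replicate B), so carry-over of the same tissue does not account for them. Expression of the new glue genes at another stage of the gland was not tested.

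The lists for fat body, muscle, hemocytes and cuticle did not pass camera with Benjamini-Hochberg adjustment in any of the comparisons. Fat body genes (7) had medians of -0.82, -1.27 and -2.53 (adjusted p = 0.348, 0.18 and 0.112), muscle genes (15) -0.02, -1.19 and -1.05 (adjusted p = 0.681, 0.106 and 0.114), and hemocyte genes (6) -1.27, -0.75 and -2.24 (adjusted p = 0.125, 0.138 and 0.0543). Cuticle genes had 0.03, -0.80 and -0.91, or 0.03, -0.69 and -0.88 at the bound (adjusted p = 0.743, 0.0502 and 0.157). The first median of muscle was 0.25 with quantile normalization, and that of cuticle was -0.05 with a pseudocount of 10. The larval gut and Malpighian tubule list, chosen after the values were seen, had 1.60, -0.25 and 1.57 (adjusted p = 0.0363, 0.91 and 0.371), so that its first step alone passed. With fry, this step did not pass (adjusted p = 0.917, Benjamini-Hochberg). The mean score of the list was -0.43, -0.47 and 2.67 in *nab>pros RNAi* replicates A, B and C, so the rise rests on replicate C.

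Cytosolic ribosomal protein genes had medians of 0.15, 0.07 and 0.18 (camera adjusted p = 0.0125, 0.033 and 0.0188, Benjamini-Hochberg; 0.716, 0.441 and 0.546 with fry). In the first step and between the extremes, these were -0.05 and -0.02 without *nab>pros RNAi, chinmo RNAi* replicate B and 0.38 and 0.45 without *nab>pros RNAi, chinmo RNAi* replicate C. Mitochondrial ones had 0.17, 0.16 and 0.31 (camera adjusted p = 0.00323, 9.16e-07 and 7.85e-05, Benjamini-Hochberg; 0.553, 0.0456 and 0.193 with fry), with -0.0014 and 0.37 in the first step without these libraries. With fry, the second step of the mitochondrial genes alone passed. In *nab>pros RNAi, chinmo RNAi* replicates A, B and C, the cytosolic genes lay -0.17, -0.56 and 0.78 from the other 2 replicates and the mitochondrial genes -0.17, -0.48 and 0.66. These differences followed transcript length, with Spearman correlations across genes of 0.542, 0.672 and -0.807. With the length trend removed from each library they were 0.04, -0.17 and 0.10 for the cytosolic genes and 0.07, -0.11 and 0.02 for the mitochondrial genes, so transcript length bias of single libraries is a candidate explanation for them. A bias of replicate C alone would leave no trend between the other 2, but the log2 difference of replicate B from replicate A had a correlation of 0.374 with transcript length, against -0.0964 to 0.0358 between 2 libraries of another condition. This argues against replicate C as the whole cause. Against the mean of the 6 libraries of the other conditions, the cytosolic genes had medians of -0.30, -0.54 and 0.36 in replicates A, B and C. These values include the effect of the genotype, so which of the libraries departs stays open. Such a trend can arise from RNA degradation or from size selection, which were not tested.

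The RNAs *roX1* and *roX2*, the list for dosage compensation in males, had medians of 0.15, -0.55 and -0.40 (camera adjusted p = 0.446, 0.161 and 0.796, Benjamini-Hochberg; the first was -0.07 without *nab>pros RNAi, chinmo RNAi* replicate B and 0.35 without *nab>pros RNAi, chinmo RNAi* replicate C). A different share of male larvae would move both alike. In the first step, *roX1* rose by 0.89 (adjusted p = 0.00423, limma with Benjamini-Hochberg adjustment) and *roX2* changed by -0.59 (adjusted p = 0.302, limma with Benjamini-Hochberg adjustment), a difference of 1.48 with a standard error of 0.42. Without *nab>pros RNAi, chinmo RNAi* replicate C, which held the most *roX2*, the difference was 0.97 with a standard error of 0.29, and *roX2* changed by -0.13. Between the extremes, without the same library, *roX1* changed by 0.71 and *roX2* by -1.12, a difference of 1.83 with a standard error of 0.24. The RNAs thus moved apart by more than their spread, which argues against the share of males as the whole cause.

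Transgene-linked genes (5) had medians of 0.60, 0.39 and 0.99 (camera adjusted p = 0.492, 0.204 and 0.312, Benjamini-Hochberg). With fry, the adjusted p-values were 0.162, 0.0038 and 0.0054 (Benjamini-Hochberg), so the second step and the extremes passed. Of the 5 genes, 2 (*chinmo* and *Dcr-2*) were raised in both comparisons (odds ratio 25.1, Fisher's exact test, adjusted p = 0.0288, Benjamini-Hochberg). The genotypes change *chinmo* by design, so it adds to these list values whatever the other genes do. *Dcr-2* rose by 2.78 on the log2 scale between the extremes (adjusted p = 9.13e-05, limma with Benjamini-Hochberg adjustment) and *nab* by 0.93 (adjusted p = 0.0017, limma with Benjamini-Hochberg adjustment). The rise of *Dcr-2* exceeded the median of the neuroblast list by 1.91 (upper quartile of the list 1.15), which argues against more cells expressing *nab*-GAL4 as the whole cause. The crosses described in the paper bring the *UAS-dicer2* construct from the same driver line into each condition, and the counts do not separate its transcripts from those of the endogenous gene.

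Of the 14 early and late temporal genes, 4 were raised in both comparisons (*chinmo*, *D*, *Imp* and *lin-28*; odds ratio 15.2, Fisher's exact test, adjusted p = 0.00218, Benjamini-Hochberg) and 4 were lowered in both (*Eip93F*, *mamo*, *nub* and *pdm2*; odds ratio 8.95, Fisher's exact test, adjusted p = 0.0124, Benjamini-Hochberg). These odds ratios are no independent evidence of enrichment. The genotypes change *chinmo* by design, and the list was written after the paper's targets had been read. Those targets include the 4 raised genes and 3 of the lowered ones (*Eip93F*, *mamo* and *nub*). As a list the 14 genes had medians of 0.06, -0.43 and -0.57 (camera adjusted p = 0.796, 0.405 and 0.709, Benjamini-Hochberg), and the first was -0.04 with quantile normalization and -0.10 without *nab>pros RNAi, chinmo RNAi* replicate C. Among the raised genes were 5 mitochondrial ribosomal protein genes (odds ratio 2.83, Fisher's exact test, adjusted p = 0.156, Benjamini-Hochberg).

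Some genes were highest (114) or lowest (110) in *nab>pros RNAi*. If the steps were independent, 135.6 and 192 would be expected. In simulated sets with the same *nab>pros RNAi* libraries, in which the changes of the second step were shuffled over genes of like expression, a median of 95 and at most 109 were of the first kind, and a median of 93 and at most 108 of the second. The sets gave no change to genes not called, so they may hold too few calls. The numbers of genes highest or lowest in *nab>pros RNAi* lay a little above the highest of these sets. They lay below those expected from independent steps, so coincidence of changes in the 2 steps would give most of them. Besides *Hsc70-2* and *CG31157*, the largest change of the first kind was that of *Sgs8* (2.88 and -2.71 in the first and second step). Besides *Hsp70Ba*, the largest of the second kind were *Drs* (-3.26 and 3.85) and *GstD5*, which was at least 5.36-fold lower in *nab>pros RNAi* than in *nab>pros RNAi, chinmo RNAi* and at least 4.45-fold higher in *nab>pros RNAi, chinmo* than in *nab>pros RNAi*. These 3 genes passed the threshold in both steps (limma with Benjamini-Hochberg adjustment) with all libraries. With 1 library left out, the first step of *Sgs8* and of *Drs* did not pass in 5 of 6 fits (adjusted p of up to 0.097, without *nab>pros RNAi* replicate C, and 0.102, without *nab>pros RNAi* replicate A), while that of *GstD5* passed in each (adjusted p of up to 0.0478). The second step did not pass in 4 of 6 fits for *Sgs8* and *Drs* and in 5 of 6 for *GstD5* (adjusted p of up to 0.074, 0.0936 and 0.0968, each without *nab>pros RNAi* replicate B; limma with Benjamini-Hochberg adjustment).

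For genes at or under the floor of 3 counts in each library of one condition, folds are lower bounds. Genes above it in some of these libraries are given a log2 fold change, which can also rest on few reads. Among the genes with the largest rise in the first step were *CG14265*, *CG14852* and *ng3*, at least 391-fold, 139-fold and 290.5-fold higher in *nab>pros RNAi* than in *nab>pros RNAi, chinmo RNAi*, and *CG13460* (log2 fold change 7.13). These bounds rest on *nab>pros RNAi* replicate B, which held 3393, 1124 and 2558 normalized counts of them, and without it they were 23.6-fold, 21.9-fold and 11.1-fold. *CG13460* was at 3.72, 0 and 0.937 normalized counts in *nab>pros RNAi, chinmo RNAi* replicates A, B and C. In *nab>pros RNAi* replicates A, B and C it was at 163, 2363 and 64.0. Its log2 fold change ranged from 4.77 to 9.11 over 20 other settings. Among the genes with the largest fall were *CG13159* and *CG11099*, at least 73.9-fold (27.7-fold without *nab>pros RNAi, chinmo RNAi* replicate B) and 25.8-fold lower, and *Drsl5* and *CG18417* (-6.50 and -5.35). In the second step, *CG11300*, *CG10005* and *lcs* had log2 fold changes of 6.40, 6.05 and 6.02 and *Sgs4* had one of -3.59, while *Sgs3* and *CG7587* were at least 40.4-fold and 24.0-fold lower (23.5-fold and 10.4-fold without *nab>pros RNAi* replicate C). Between the extremes, *CG1850* was at least 87.8-fold higher and *CG34244* at least 116-fold lower in *nab>pros RNAi, chinmo* than in *nab>pros RNAi, chinmo RNAi*, and *Drsl5* was at least 344-fold lower. *CG12310* had a log2 fold change of 7.11, and *CG34296*, *CG9021* and *ImpE2* had -7.63, -7.52 and -7.24. In *nab>pros RNAi, chinmo* replicates A, B and C, *CG34296* was at 4.75, 0 and 4.63 normalized counts and *CG9021* at 1.90, 4.43 and 9.26. Over 20 other settings, their log2 fold changes ranged from -8.05 to -5.63 and from -9.38 to -6.12. With 1 library left out, 28 of the 38 pairs of gene and comparison named by the rule stayed past the threshold in every fit. Of the changes given here, those that did not were the first step of *ng3* (adjusted p = 0.0504 without *nab>pros RNAi, chinmo RNAi* replicate A), the second of *CG11300* and *Sgs4* (adjusted p = 0.0625 and 0.0721 without *nab>pros RNAi* replicate B) and the change of *ImpE2* between the extremes (in 4 of 6 fits, with an adjusted p of up to 0.0684, without *nab>pros RNAi, chinmo RNAi* replicate B; limma with Benjamini-Hochberg adjustment).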
